# Differential Timing for Glucose Assimilation in *Prochlorococcus* and Coexistent Microbial Populations in the North Pacific Subtropical Gyre

**DOI:** 10.1128/spectrum.02466-22

**Published:** 2022-09-13

**Authors:** María del Carmen Muñoz-Marín, Solange Duhamel, Karin M. Björkman, Jonathan D. Magasin, Jesús Díez, David M. Karl, José M. García-Fernández

**Keywords:** glucose assimilation, cyanobacteria, *Prochlorococcus*, diel cycles, assimilation, glucose transport, picocyanobacteria

## Abstract

The marine cyanobacterium *Prochlorococcus* can utilize glucose as a source of carbon. However, the relative importance of inorganic and organic carbon assimilation and the timing of glucose assimilation are still poorly understood in these numerically dominant cyanobacteria. Here, we investigated whole microbial community and group-specific primary production and glucose assimilation using incubations with radioisotopes combined with flow cytometry cell sorting. We also studied changes in the microbial community structure in response to glucose enrichments and analyzed the transcription of *Prochlorocccus* genes involved in carbon metabolism and photosynthesis. Our results showed a diel variation for glucose assimilation in *Prochlorococcus*, with maximum assimilation at midday and minimum at midnight (~2-fold change), which was different from that of the total microbial community. This suggests that the timing in glucose assimilation in *Prochlorococcus* is coupled to photosynthetic light reactions producing energy, it being more convenient for *Prochlorococcus* to show maximum glucose uptake precisely when the rest of microbial populations have their minimum glucose uptake. Many transcriptional responses to glucose enrichment occurred after 12- and 24-h periods, but community composition did not change. High-light *Prochlorococcus* strains were the most impacted by glucose addition, with transcript-level increases observed for genes in pathways for glucose metabolism, such as the pentose phosphate pathway, the Entner-Doudoroff pathway, glycolysis, respiration, and glucose transport. While *Prochlorococcus* C assimilation from glucose represented less than 0.1% of the bacterium’s photosynthetic C fixation, increased assimilation during the day and *glcH* gene upregulation upon glucose enrichment indicate an important role of mixotrophic C assimilation by natural populations of *Prochlorococcus.*

**IMPORTANCE** Several studies have demonstrated that *Prochlorococcus*, the most abundant photosynthetic organism on Earth, can assimilate organic molecules, such as amino acids, amino sugars, ATP, phosphonates, and dimethylsulfoniopropionate. This autotroph can also assimilate small amounts of glucose, supporting the hypothesis that *Prochlorococcus* is mixotrophic. Our results show, for the first time, a diel variability in glucose assimilation by natural populations of *Prochlorococcus* with maximum assimilation during midday. Based on our previous results, this indicates that *Prochlorococcus* could maximize glucose uptake by using ATP made during the light reactions of photosynthesis. Furthermore, *Prochlorococcus* showed a different timing of glucose assimilation from the total population, which may offer considerable fitness advantages over competitors “temporal niches.” Finally, we observed transcriptional changes in some of the genes involved in carbon metabolism, suggesting that *Prochlorococcus* can use both pathways previously proposed in cyanobacteria to metabolize glucose.

## INTRODUCTION

*Prochlorococcus* is the most abundant photosynthetic organism on Earth, contributing substantially to total primary production (1–4). The outstanding relevance of this microorganism in the field of marine microbiology and ecology has been demonstrated by a large series of studies published since its discovery ca. 35 years ago (5). Because of its abundance, *Prochlorococcus* is also one of the main microbial players in biogeochemical cycles (6).

Early studies of this cyanobacterium focused on photosynthesis, and it was widely considered an obligate photoautotrophic organism. More recently, *Prochlorococcus* was shown to take up and use organic compounds, such as amino acids (containing nitrogen) (7, 8), dimethylsulfionopropionate (DMSP [containing sulfur]) (9), or phosphonates and ATP (containing phosphorus) (10, 11), which recently has been reviewed (12). Since *Prochlorococcus* thrives in oligotrophic regions of the ocean, it was thought that these organic molecules are taken up because they provide limiting elements. In this context, the discovery of glucose assimilation in *Prochlorococcus* was surprising (13), since this molecule is devoid of limiting elements, containing only carbon, oxygen, and hydrogen. However, it contains potential energy which could be used by *Prochlorococcus*. Previous studies have shed some light on this hypothesis. Glucose addition to *Prochlorococcus* culture medium induced changes in the expression of a number of genes, including *glcH*, which encodes a multiphasic transporter with a high-affinity substrate constant (*K_s_*) in the nanomolar range (14). The ubiquity of this gene in all sequenced genomes of *Prochlorococcus* and marine *Synechococcus* and the diversity of kinetics of the transporter (*K_s_* and *V*_max_ parameters) (15) suggest that *glcH* is very important for *Prochlorococcus* and *Synechococcus* and has been subjected to selective evolution in their genomes (12, 15).

The effects of glucose addition on the *Prochlorococcus* transcriptome and proteome have been studied in culture. Results from the transcriptome showed increased expression of genes related to glucose metabolism (13). Proteomic analysis showed some changes which were reproducible but quantitatively small (15), including for proteins related to glucose metabolism. Moreover, the expression of *glcH* has been shown to increase with higher concentrations of glucose in *Prochlorococcus* cultures, but to decrease in the dark (16). However, less is known about *Prochlorococcus* glucose utilization in the wild: glucose assimilation was demonstrated in natural populations of *Prochlorococcus* in the Atlantic (14) and in the Southwest Pacific (11) Oceans; furthermore, it was shown that *Prochlorococcus* glucose assimilation in the field was reduced in the dark and in the presence of photosynthesis inhibitors (11), in agreement with previous laboratory studies (13, 15). However, organic carbon, including glucose, may represent a large fraction of the carbon assimilated by phytoplankton adapted to living under low light such as at the base of the photic layer (17).

Here, we further investigated the effects of glucose addition on *Prochlorococcus* glucose metabolism in field experiments carried out at Station ALOHA in the North Pacific Subtropical Gyre (NPSG). Over daily light-dark cycles, we measured glucose turnover rates and assimilation by the whole microbial community as well as in flow-sorted *Prochlorococcus*. Paired experiments measuring primary production were conducted in order to assess the relative contribution of glucose assimilation to *Prochlorococcus* total carbon assimilation. Furthermore, we used metagenomics to investigate the effect of glucose enrichment on the composition of natural populations (both picocyanobacteria and heterotrophic bacteria) and metatranscriptomics (microarrays) to identify transcription changes of genes involved in carbon metabolism and photosynthesis pathways in *Prochlorococcus* populations.

## RESULTS

### *Prochlorococcus* cell abundance.

*Prochlorococcus* dominated phytoplankton abundances, with an average of (1.23 ± 0.35) × 10^5^ cells mL^−1^, with *Synechococcus*, *Crocosphaera*, and picophytoeukaryotes contributing (1.47 ± 0.39) × 10^3^, (3.77 ± 0.97) × 10^2^, and (8.32 ± 1.92) × 10^2^ cells mL^−1^, respectively (average ± standard deviation [SD]; *n* = 20; biological and technical replicates, averaging samples taken at the same depth but at different times) (see Fig. S1A in the supplemental material).

*Prochlorococcus* cell abundance showed a diel cycle with increasing cell abundance during the daylight period and lowest values during the dark period (ranging from 0.7 × 10^5^ to 1.8 × 10^5^ cells mL^−1^) (Fig. S1B).

### Inorganic carbon fixation rates (primary production).

Rates of inorganic carbon fixation by the whole water communities (cells retained by a polycarbonate filter of 0.2 μm porosity) (Fig. 1a and Table 1) ranged from 0.8 ± 0.0 nmol C L^−1^ h^−1^ at night (incubations from 18:30 to 4:00) to 28.6 ± 0.8 nmol C L^−1^ h^−1^ at midday (incubations from noon to 16:00). On average, carbon fixation during daylight was 25.1 ± 3.1 nmol C L^−1^ h^−1^ (*n* = 12). On a per cell level, *Prochlorococcus* also showed a pronounced diel cycling in carbon fixation with undetectable values at night and 13.1 ± 8.0 nmol C L^−1^ h^−1^ (1.23 ± 0.67 fg C cell^−1^ h^−1^) during the day (*n* = 12) (Fig. 1b and Table 1). As a taxon-specific group, *Prochlorococcus* represented 41.5% ±16.5% of the total carbon fixation during the day (34.8% ± 10% in the morning and 49.6% ± 20% in the afternoon; *n* = 11).

**FIG 1:**
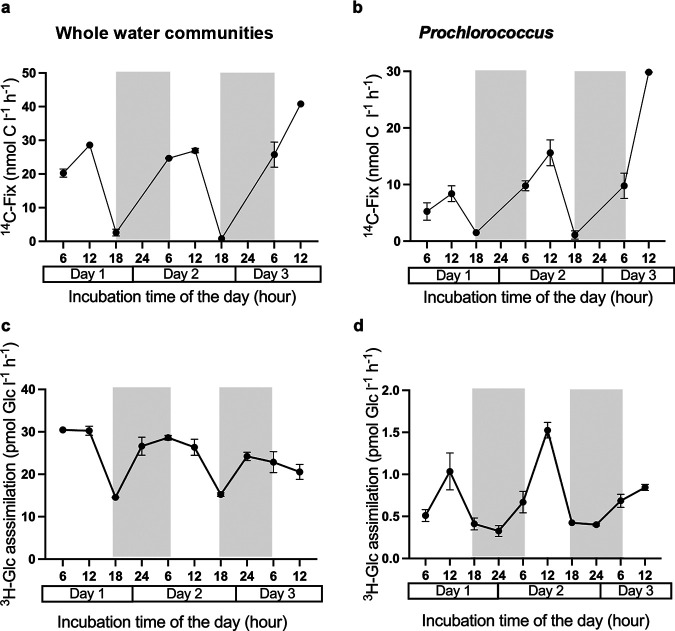
Rates of inorganic carbon fixation and glucose assimilation over the time. (a and b) Inorganic carbon fixation rates over time by the whole water communities (a) (total, >0.2 μm; nanomoles of C per liter per hour), and by *Prochlorococcus* (b) (nanomoles of C per liter per hour). (c and d) Glucose assimilation over time by the whole water communities (c) (total, >0.2 μm; picomoles of Glc per liter per hour) and by *Prochlorococcus* as a group (d) (picomoles of Glc per liter per hour). The shaded area represents the dark period. Glc, glucose.

**TABLE 1:** Inorganic carbon fixation and glucose assimilation rates measured during the diel study^*a*^

Sample no.	Time of day	^14^C-PP-WW (nmol C L^−1^ h^−1^)	[^3^H]Glc-WW (pmol Glc L^−1^ h^−1^)	[^14^C]Glc-WW (pmol glc L^−1^ h^−1^)	PRO cell no. (10^8^ L^−1^)	^14^C-PP-PRO (nmol L^−1^ h^−1^)^*b*^	[^3^H]Glc-PRO (pmol Glc L^−1^ h^−1^)^*c*^
1 (day 1)	6:00–10:00	20.3 ± 1.2	30.4 ± 0.3	64.5 ± 13.2	0.89	5.25 ± 1.54	0.51 ± 0.06
						**26% WW**	**1.7% WW**
							**0.06% PRO**

2	12:00–16:00	28.6 ± 0.8	30.3 ± 1.1	54.1 ± 2	1.41	8.40 ± 1.38	1.03 ± 0.21
						**30% WW**	**3.4% WW**
							**0.08% PRO**

3	18:00–22:00	2.6 ± 1.0	14.5 ± 0.1	28.2 ± 0.6	1.57	1.51 ± 0.45	0.40 ± 0.06
						**67% WW**	**2.8% WW**
						−^*d*^	**0.18% PRO**

4	24:00–4:00	−	26.6 ± 2.1	55.2	0.80	−^*d*^	0.32 ± 0.06
							**1.23% WW**

5 (day 2)	6:00–10:00	24.7 ± 0.1	28.6 ± 0.5	57.1 ± 1.1	0.88	9.79 ± 0.88	0.67 ± 0.13
						**40% WW**	**2.3% WW**
							**0.04% PRO**

6	12:00–16:00	27.0 ± 0.7	26.3 ± 1.9	55.2 ± 1.9	1.90	15.62 ± 2.27	1.52 ± 0.00
						**58% WW**	**5.8% WW**
							**0.06% PRO**

7	18:00–22:00	0.8 ± 0.00	15.2 ± 0.4	28.7 ± 1.4	1.43	1.10 ± 0.75	0.42 ± 0.01
						**100% WW**	**2.8% WW**
							**0.31% PRO**

8	24:00–4:00	−	24.2 ± 1.0	45.1 ± 1.4	0.93	−	0.40 ± 0.01
							**1.65% WW**

9 (day 3)	6:00–10:00	25.7 ± 3.7	23.0 ± 2.4	46.0 ± 10.2	1.10	9.79 ± 2.22	0.69 ± 0.08
						**39% WW**	**3% WW**
							**0.04% PRO**

10	12:00–16:00	23.8	20.6 ± 1.7	41.4 ± 1.9	1.40	29.83 ± 0.06	0.85 ± 0.04
						**100% WW**	**4.1% WW**
							**0.02% PRO**

a Shown are rates of inorganic carbon fixation (^14^C-PP [primary productivity]) and assimilation of glucose ([^3^H]Glc and [^14^C]Glc) by the whole water communities (WW), *Prochlorococcus* cell abundance (PRO cell no.), *Prochlorococcus* sodium bicarbonate fixation (^14^C-PP-PRO), and glucose assimilation ([^3^H]Glc-PRO) during the diel study. The values presented in the table are the average of two technical replicates ± SD.

b Percentages in boldface in the ^14^C-PP-PRO column show the relative contribution by *Prochlorococcus* to whole water (WW) primary production.

c Percentages in boldface in the [^3^H]Glc-PRO column show the percentage of glucose assimilation by *Prochlorococcus* relative to community glucose assimilation (WW) and the carbon contribution from glucose to inorganic carbon fixation by *Prochlorococcus*.

d −, measured but not detected at night.

### Glucose assimilation.

The two bioassays conducted using [^3^H]Glc during HOT 296 indicated an ambient glucose concentration of 1.1 ± 0.1 nmol L^−1^. The [^3^H]Glc added, on average, 1.9 ± 0.2 nmol L^−1^ (*n* = 20). Taking both the ambient and added glucose concentrations into account, the assimilation of glucose by the whole community (>0.2 μm) (Fig. 1c and Table 1) varied over the diel cycle by approximately a factor of 2 (from a minimum value of 14.5 ± 0.1 to a maximum value of 30.4 ± 0.3 pmol [^3^H]Glc L^−1^ h^−1^), with on average 24.0 ± 5.6 pmol [^3^H]Glc L^−1^ h^−1^ (*n* = 20). A diel pattern was observed for the whole water communities, with lower values in incubations started at dusk (18:00), averaging 14.9 ± 0.5 pmol [^3^H]Glc L^−1^ h^−1^ (*n* = 4), and higher values in incubations started at midnight and early morning, averaging 25.6 ± 2.7 pmol [^3^H]Glc L^−1^ h^−1^ (*n* = 8) (Fig. 1c and Table 1). The ambient glucose concentration and the assimilation of glucose were also measured using [^14^C]Glc as a potentially better tracker of the fate of carbon from glucose amendments. The ambient glucose concentrations were 0.9 ± 0.1 nmol L^−1^ (*n* = 5) and 0.5 ± 0.2 nmol L^−1^, respectively, during the HOT 295 and 298 cruises. Taking both the ambient and added glucose concentrations into account, the [^14^C]Glc assimilation by the whole water communities showed the same pattern as the [^3^H]Glc assimilation, although assimilation varied by approximately a factor of 2.6 over the day (27.7 to 73.9 pmol [^14^C]Glc L^−1^ h^−1^), with on average 47.1 ± 12.6 pmol Glc L^−1^ h^−1^ (*n* = 20) (Table 1). Glucose assimilation based on [^14^C]Glc yielded nearly twice the assimilation rate values measured using [^3^H]Glc, indicating that while more sensitive than ^14^C, C uptake based on the ^3^H-labeled compound likely underestimated glucose assimilation. However, due to the much lower specific activity of [^14^C]Glc than [^3^H]Glc and the necessity to keep the glucose enrichments low at ~2 nmol L^−1^ in these experiments, the radioactivity in *Prochlorococcus* sorted cells was not significantly different from that in blank samples, and [^14^C]Glc assimilation cannot be reported for *Prochlorococcus*.

*Prochlorococcus* showed a different diel pattern in [^3^H]Glc assimilation than the whole water communities, with (2.5 ± 0.6) × 10^−4^ fg C cell^−1^ h^−1^ at night (*n* = 8) and (4.9 ± 0.8) × 10^−4^ fg C cell^−1^ h^−1^ during the day (*n* = 12) (Table 2). Similarly, as a taxon-specific group, *Prochlorococcus* showed a pronounced diel cycle, with maximum values at noon of 0.87 ± 0.36 pmol Glc L^−1^ h^−1^ (*n* = 12) and minimum values at midnight of 0.39 ± 0.05 pmol Glc L^−1^ h^−1^ (*n* = 8), an ~2.3-fold change (*n* = 4) (Fig. 1d and Tables 1 and 2).

**TABLE 2:** List of inorganic carbon fixation and glucose assimilation rates by the whole water communities, and by *Prochlorococcus* and *Synechococcus* reported for natural samples^*a*^

Parameter	Rate for:	
	Whole water communities	*Prochlorococcus*
Carbon fixation ([^14^C]sodium bicarbonate)	25.1 ± 3.1 nmol C L^−1^ h^−1^ (*n* = 11)^*b*^	13.1 ± 8.0 nmol C L^−1^ h^−1^ (*n* = 12)^*b*^^,^^*c*^ or 1.23 ± 0.67 fg C cell^−1^ h^−1^ (*n* = 12)^*b*^
		0.9–1.6 fg C cell^−1^ h^−1^^*d*^
		1.2 fg C cell^−1^ h^−1^^*e*^
Glucose		
[^3^H]glucose	0.024 ± 0.006 nmol Glc L^−1^ h^−1^ (*n* = 20)^*b*^	8.7 ± 3.6 (day; *n* = 12)/3.9 ± 0.5 (night; *n* = 8) 10^−4^ nmol Glc L^−1^ h^−1^^*b*^^,^^*c*^ or 4.9 ± 0.8 (day; *n* = 12)/2.5 ± 0.6 (night; *n* = 8) 10^−4^ fg C cell^−1^ h^−1^^*b*^
		2.1 × 10^−4^ fg C cell^−1^ h^−1^^*f*^
		1.9 × 10^−4^ fg C cell^−1^ h^−1^^*g*^

[^14^C]glucose	0.047 ± 0.012 nmol Glc L^−1^ h^−1^ (*n* = 19)^*b*^	Undetectable^*b*^

a Rates of inorganic carbon fixation and glucose assimilation by the whole water communities and by *Prochlorococcus* and *Synechococcus* reported for natural samples. In this study, the detection limits are defined as 2× the blank before it was subtracted from the sample.

b This study.

c Determined using cell abundances.

d Determined in the subtropical North Atlantic Ocean (3).

e Determined in the subtropical and tropical Northeast Atlantic Ocean (4).

f Calculated on the basis of the reported data. Determined in the South Pacific Ocean (11).

g Determined in the Atlantic Ocean (14).

*Prochlorococcus* represented 2.9% ± 1.3% of the glucose assimilation by the whole water communities (*n* = 20), with 3.4% ± 1.4% during daylight (*n* = 12) and 2.1% ± 0.8% during the night (*n* = 8) (Table 1). On average, the assimilation of carbon from glucose by the whole microbial community represented 0.6% ± 0.2% of the carbon fixed by primary production. The assimilation of carbon from glucose by *Prochlorococcus* represented circa 0.05% ± 0.02% of their carbon fixed by primary production.

### Glucose effect on the bacterial community composition: 16S rRNA sequences.

We measured shifts in microbial community composition following glucose enrichment based on 16S rRNA gene tag sequencing. In all samples, the total and picoplankton communities were dominated by *Alphaproteobacteria* (mean of 40% of total sequences in each sample versus 3% for all other *Proteobacteria* combined), in particular by the SAR11 clade, and cyanobacteria (38%), mainly *Prochlorococcus* (36%) (Fig. S2A and supplemental material). Amplicon sequence variants (ASVs) of an unknown phylum were rare (<0.01%) (Fig. S2A). The remaining ASVs were mainly from *Bacteroidetes* (*Flavobacteria*), *Actinobacteria* (the OM-1 clade bacteria like “*Candidatus* Actinomarina”), *Planctomycetes*, and *Euryarchaeota* (Fig. S2A and supplemental material).

There were no large shifts in the relative abundances of these taxa in response to glucose amendments over the 24-h incubation period based on nonmetric multidimensional scaling (NMDS) and permutational multivariate analysis of variance (PERMANOVA) of Bray-Curtis distances between samples (supplemental material). Thirty-three ASVs had significant (*P* < 0.05) changes in abundance in response to glucose addition, but they were rare community members in each sample (<0.1%) (supplemental material, Fig. S2B, and Table S2B).

### Transcription of photosystem I and C fixation genes in high- and low-light *Prochlorococcus* ecotypes.

The microarray targeted 1,200 genes from the dominant *Prochlorococcus* strains at Station ALOHA (Table S3). 

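The microarray data comprise 15 single-colour Agilent arrays, each hybridized with Cy3-labelled cDNA from 1 RNA sample. Experiment 1 gave 2 control and 2 glucose arrays after 4 h, 1 control and 2 glucose arrays after 12 h, and 1 control and 1 glucose array after 24 h. Experiment 2, marked 2D, gave 1 control and 2 glucose arrays after 4 h, 1 of each after 12 h, and 1 glucose array after 24 h. Glucose treatments received 0.1 μM glucose. Arrays of the same treatment and time serve as replicates, which the paper describes as technical replicates from different bottles, so 4 of the 11 groups have 2 arrays and 7 have 1. The methods start experiment 1 at 06:20 and experiment 2 at 09:20, whereas the sample labels and Table S1C start them at 12:00 and 16:00. The paper's hours are used here unless the labels' hours are named. The deposited files are the scanner software's output, with an intensity for each of 62976 spots. Of these, 60654 spots carry 5514 custom probes with 11 spots each, 5202 of the probes being 60 nt long. The files name the probes by design IDs only and do not pair them with genes, strains or clades, so every value below is per probe, and the step that summarises the probes of a gene by median polish was not repeated. The arrays lie on 2 slides that were scanned separately and extracted under different protocols. Slide 1 holds the 4h and 12h arrays and the 24h_glucose array, and slide 2 holds the 24h_control array and all arrays of experiment 2. The background-subtracted signal of the probe spots had a 75th percentile between 24.8 and 99.1 per array, against a median of the negative control spots between 1.80 and 2.76, and no probe spot was saturated. Spots marked as outliers by the software were left out, log2 signals were quantile normalized between the arrays, and the spots of each probe were averaged. Differences were tested in limma with 1 mean per group over all 15 arrays against a 1.3-fold change, with Benjamini-Hochberg adjustment within each comparison. The number of arrays limits the precision of every comparison.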

On average, 53% (637 genes) were transcribed at detectable levels in each sample and 65% (775 genes) across all samples (Table S4A). Thus, the population was transcriptionally active over the diverse set of metabolic pathways represented in the microarray (Tables S3 and S4A). Indeed, on average 64% ± 33% (mean ± SD) of genes were detected for each of the 34 strains represented on the microarray, with more genes detected for high-light (HL) strains (84% ± 13%; *n* = 24) than for low-light (LL) strains (18% ± 9%; *n* = 10) (Table S4B). 

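A probe was taken as detected in an array where the median signal of its spots reached 10 times the median of the negative controls, that is 5 times a background set at 2 times the negative controls. By this rule 34.4% ± 5.70 (SD, n = 15 arrays) of the 5514 probes were detected per array, and 2632 probes (47.7%) were detected in at least 1 array. The share ran from 28.0% in 4h_glucose replicate 2 to 42.5% in 2D_4h_glucose replicate 1, and 1082 probes were detected in every array. Because each gene is targeted by several probes, a share of probes is a different measure from a share of genes. The rule moved the mean share by more than the SD between arrays. The largest move came with the software's mean signal before background subtraction, at 7.45% ± 2.62 (SD, n = 15 arrays). Counting a probe as detected where at least 50% of its spots were marked well above background by the scanner software gave 44.8% ± 6.01 (SD, n = 15 arrays) per array and 62.0% over all arrays, and a ratio of 10 in place of 5 gave 25.2% ± 5.59 (SD, n = 15 arrays) per array and 38.3% over all arrays.

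**Figure D1:**
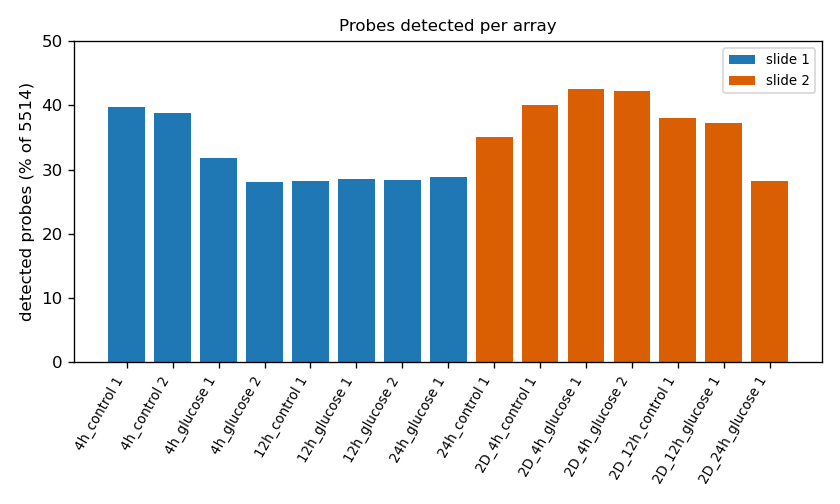
Percentage of the 5514 probes detected in each of the 15 arrays (bars, 1 array each), coloured by slide. The bars run from 28.0% to 42.5%.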

Within each sample, most transcripts belonged to HL adapted ecotypes from unknown clades (HOT208_60m_813O14, HOT208_60m_813G15), followed by clades II (AS9606, MIT0604) and I (MIT9515, MED4) (Fig. S3A). LL strains were also detected in every sample, primarily from clades I (PAC1, NATL1/2) and II/III (SS120, MIT0602) and less often from clade IV (MIT9313, MIT0303) (Table S4B). The only strain not detected was the LL strain MIT0603, which has only 2 genes represented on the microarray compared to 36 genes on average for other strains (Table S4B). Generally, we observed higher transcript levels for HL strains than for LL strains in the array (Fig. S3B).

Across all ecotypes, photosystem I (PSI) and C fixation pathways were highly transcribed in all samples (Fig. S3C), and notably transcription was higher for HL clade I than for other HL clades. In contrast, LL clade I had higher levels of transcription for PSI and respiration but lower levels for C fixation than other LL members (Fig. S3C).

### *Prochlorococcus* expression patterns upon glucose addition.

*Prochlorococcus* metatranscriptomes clustered primarily by the hour of the day, which suggests that overall gene expression was influenced more by diel cycles than by glucose addition (Fig. 2A and Fig. S4). For example, most of the genes with higher transcription levels during the day and lower during the night were related to carbon fixation (*rbcSL*), energy metabolism (*atpA*), and photosynthesis (*psaAB*) (Fig. S4). In contrast, higher transcription values during the night and lower values during the day were observed in pathways such as respiration (*coxA*/*cyoBC*) and pentose phosphate (*tal*, *zwf*). Moreover, we observed ammonia assimilation (*glnA*) peaking in the evening and the circadian rhythm (*kaiB*) with a maximum at dawn (Fig. S4).

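Over the 2369 probes that make up the top 90% of detected probes by mean intensity, arrays of the same time point lay closer together than arrays of different time points. The mean Euclidean distance over 1 minus the Pearson correlations was 0.0771 for pairs from the same time point and 0.697 for pairs from different time points (two-sided permutation test of the time labels with 100000 resamples, p = 1e-05, the smallest they can give). Among pairs of arrays on the same slide, with the labels permuted within slides, the means were 0.0756 and 0.752 (permutation test with 100000 resamples, p = 3e-05). The 24h_control and 24h_glucose arrays lie on different slides and were nevertheless each other's nearest array, with r = 0.978. Ward clustering split the arrays into 4h, 24h and 2D_24h on one side and 12h, 2D_4h and 2D_12h on the other. By the paper's hours this puts the 2D_4h arrays, fixed at 13:20, with the arrays fixed in the evening. By the hours in the labels each side holds a single light phase. The lowest r within a phase was then 0.889 and the highest r between phases 0.854, whereas by the paper's hours they were 0.685 and 0.952. With day and night set by the paper's hours, limma's test against a 1.3-fold change called 864 of 2632 probes different between the phases, 330 higher and 534 lower at night. The fit counts arrays of the same time point as independent. Only 6 splits into groups of the same sizes keep time points whole, too few to exclude chance between time points. With slide as a block 983 probes were called. Within slide 1 alone 1282 of 2356 probes were called, and within slide 2 alone 0 of 2567, with 241 at an unadjusted p under 0.05. With the labels' hours 1197 probes were called, of which 699 were among the 864, and within slide 2 alone 645. The alternative that moved the count by the paper's hours most, apart from slide 2 alone, was the normexp background correction, with 265 probes. It adds an offset of 50 to each signal, which shrinks the fold changes of dim probes, so background and offset cannot be told apart. An additive model of time point and glucose over the same arrays called 0 probes for glucose, with 0 at an unadjusted p under 0.05. It fits 1 glucose effect shared by all time points. The log2 fold changes of pairs of comparisons correlated at r between -0.45 (12h and 2D_4h) and 0.485 (2D_4h and 2D_12h) over probes. Opposite effects can thus cancel in this model, so its 0 calls say nothing about glucose effects at single time points. From the grouping of the arrays by hour, the paper proposes that diel cycles influenced overall expression more than glucose did.

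**Figure D2:**
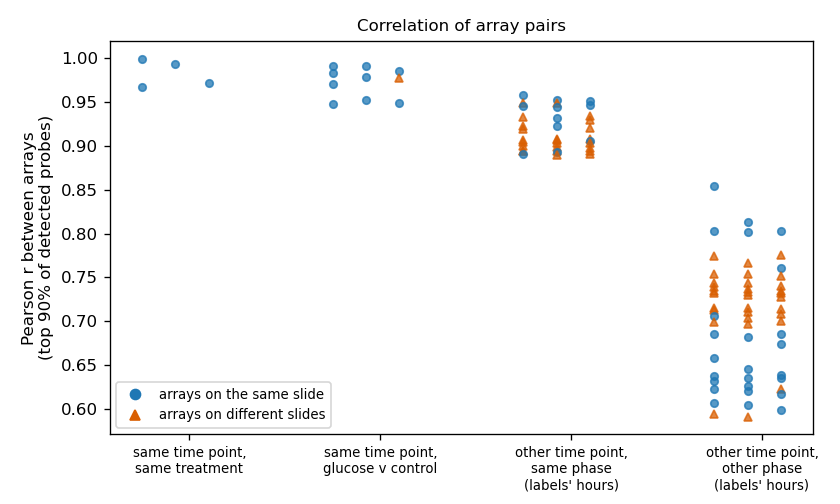
Pearson r between arrays over the top 90% of detected probes, 1 point per pair of arrays, grouped by time point, treatment and light phase by the labels' hours; symbols tell pairs on the same slide from pairs on different slides. Pairs from different phases reach at most 0.854, below every pair from the same phase (at least 0.889).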

**FIG 2:**
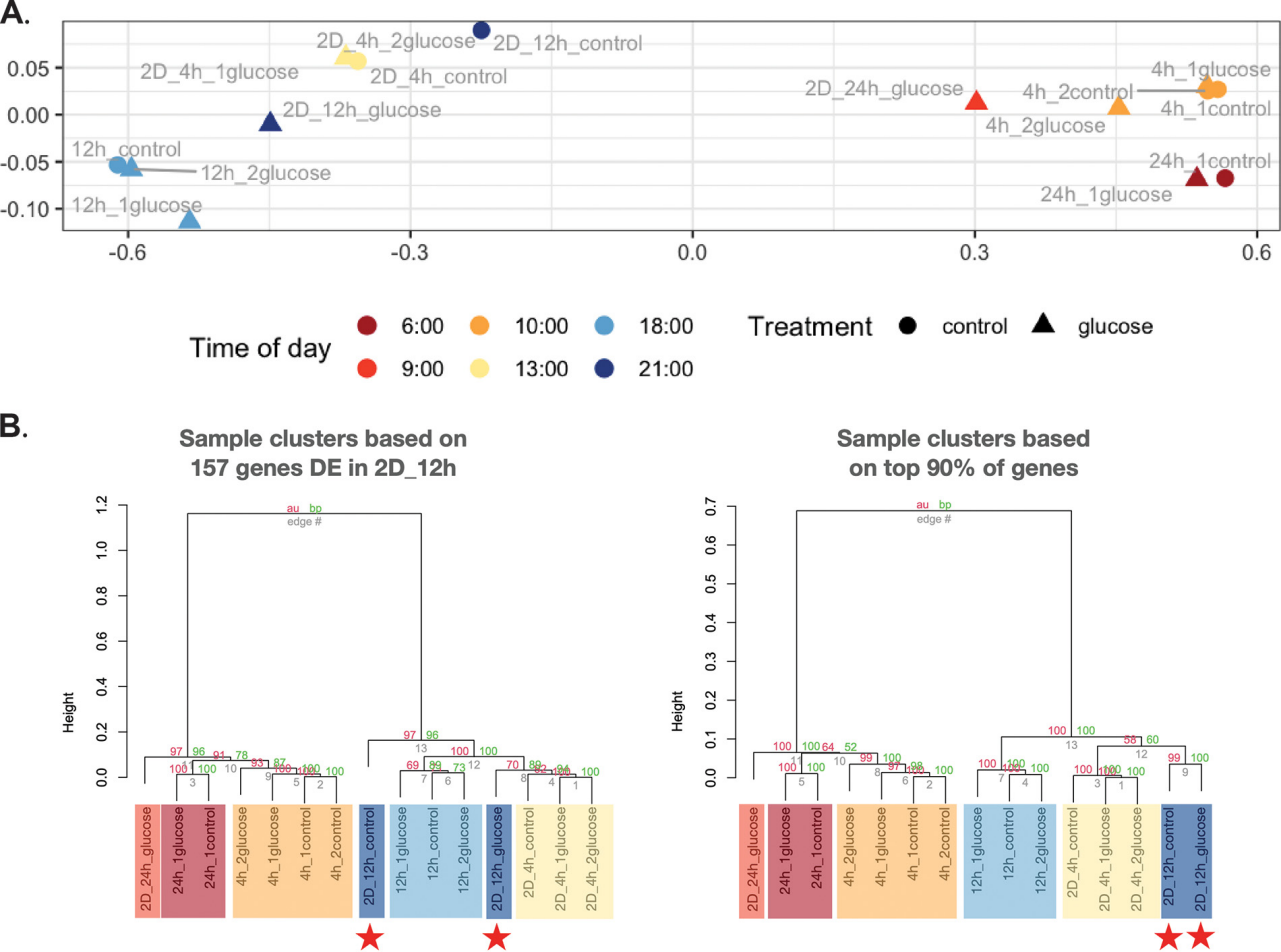
(A) NMDS of *Prochlorococcus* metatranscriptomes. For each of the 15 samples, the metatranscriptome consisted of the transcript levels (log_2_ normalized) of the top 90% of genes. A 2-dimensional NMDS was performed on Euclidean distances calculated over 1 − the Pearson correlation matrix for the sample metatranscriptomes. Stress was ~0. In the legend, the time of day indicates when the mRNA was fixed. Samples cluster primarily by day (*x *>* *0) and night (*x *<* *0) and secondarily by time of day regardless of glucose or control. (B) Sample dendrograms based on the genes that were differentially expressed (DE) in the 2D_12h glucose samples versus control (left) and based on the top 90% of genes used in the NMDS analysis (right). For both dendrograms, correlation-based Euclidean distances were calculated between samples, followed by Ward D2 clustering. Ten thousand bootstraps were performed, and approximate unbiased *P* values were calculated for the clusters (red percentages indicate significant if >95%) as well as traditional bootstrap support (green percentages), using the approach of Suzuki and Shimodaira (70) implemented in the R pvclust package. As in the NMDS, samples cluster first by day versus night and then by time of day. The exceptions are the 2D_12h samples (indicated by red stars) in the left dendrogram, which suggests a disruption in diel expression patterns for the 157 genes that were DE in 2D_12h.

For most incubations, glucose treatments and matched controls had similar metatranscriptomes in the NMDS analysis. 

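Pairs of 1 glucose and 1 control array from the same time point correlated at r between 0.948 and 0.992 (10 pairs), and pairs of arrays with the same treatment and time point at r between 0.9675 and 0.999 (4 pairs). The mean distance was 0.0844 for the former and 0.0589 for the latter, while the latter ran from 0.00542 for the 2D_4h_glucose arrays to 0.103 for the 12h_glucose arrays. The 2D_12h arrays had the largest distance between glucose and control (0.198), and the 2D_4h arrays had the smallest (0.0419 and 0.0423). With 1 array of each treatment, 2D_12h and 24h have no replicate of their own against which to set the distance.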

The proportions of transcripts from each of the clades remained stable over the incubations from 4 to 24 h (Fig. S3A). Hence, we interpret differences in metatranscriptome positions in the NMDS between glucose treatments and matched controls as responses to glucose amendment. 

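After 4 h in experiment 1, between 2.20% and 18.8% of the 2632 tested probes differed over 2-fold between a glucose and a control array (4 pairs). The range follows from the glucose arrays. Replicate 1 differed from the controls in 2.20% and 2.85% of the probes and replicate 2 in 17.7% and 18.8%, and the 2 glucose arrays differed from each other in 9.57%. The 2 control arrays differed over 2-fold in 0.760% of the probes. After 4 h in experiment 2, the glucose arrays differed from the control in 0.836% and 1.29% of the probes.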

For the 4-h incubations that terminated in the day (10:00 or 13:00), differences were small. We suspect that 4-h incubation was too short to observe a transcriptional response to glucose because larger metatranscriptome changes occurred in most of the incubations longer than 4 h. For example, metatranscriptome shifts were apparent in the NMDS for two of the three 12-h incubations that terminated at night (2D_12h_glucose at 21:00 and 12h_1glucose at 18:00) and for the 24-h incubation that terminated in daylight (2D_24h_glucose at 9:00) in comparison to 4-h incubations that also terminated in the morning (10:00 or 13:00) (Fig. 2A).

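The 12h_glucose replicate 1 array lay at a distance of 0.0792 from 12h_control and 0.103 from 12h_glucose replicate 2, so it was no farther from the control than from the other glucose array, and its correlations with them were nearly equal (r = 0.971 and 0.972). Replicate 2 lay at 0.0493 from the control. The spots of a detected probe on the replicate 1 array had a median SD of 0.191 in log2 units, the highest of the 15 arrays, against 0.109 on replicate 2 and 0.106 on the control. The 2D_24h_glucose array has no control among the 15 arrays. It correlated with the 4h arrays at r between 0.894 and 0.920, with 24h_control at 0.923 and with 24h_glucose at 0.907, and with the 2D_4h arrays at r between 0.802 and 0.813.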

A total of 174 genes were significantly differentially expressed (DE) in response to glucose (Table S4C). 

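Tested per probe over the 2632 probes detected in at least 1 array, limma's test against a 1.3-fold change called 0 probes in 4h, 0 in 12h, 3 in 24h, 0 in 2D_4h and 0 in 2D_12h at an adjusted p under 0.05. The numbers at an unadjusted p under 0.05 were 237, 55, 104, 13 and 336. A moderated test against no change called 69 probes in 4h, 3 in 24h and 0 in the others, with 732 at an unadjusted p under 0.05 in 2D_12h. The alternative that moved the counts most among those set before the data were examined, apart from leaving out a replicate, was each array's 75th percentile in place of quantile normalization, with 183 calls in 4h, 170 of them higher with glucose. Leaving out 4h_glucose replicate 1 gave 334 calls in 4h, 114 of them higher with glucose and 220 lower, and leaving out replicate 2 gave 0. These are counts of probes, which is another unit than genes. The SD of the log2 fold changes over the tested probes was 0.513 in 4h, 0.430 in 12h, 0.497 in 24h, 0.295 in 2D_4h and 0.686 in 2D_12h. Single pairs of arrays with the same treatment had SDs between 0.0850 (2D_4h_glucose) and 0.680 (4h_glucose), so the spread in 2D_12h, which compares 1 array with 1, was close to that between the 4h_glucose arrays.

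**Figure D3:**
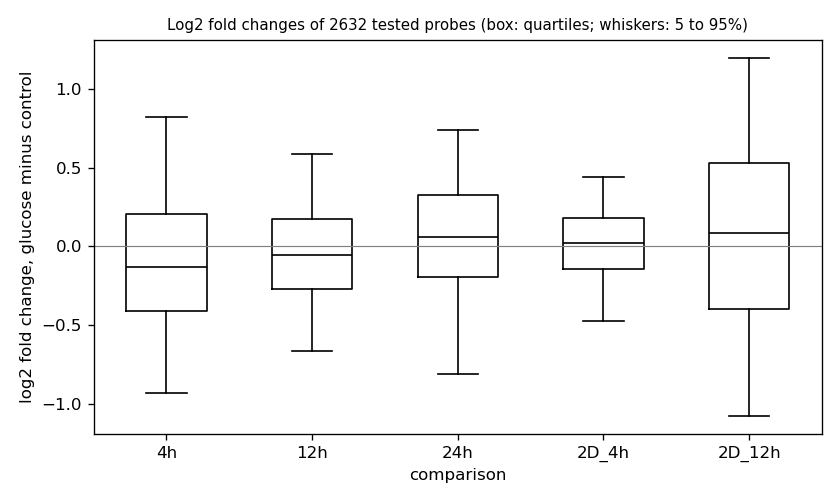
Log2 fold changes (glucose minus control) of the 2632 tested probes in each comparison. Boxes give the quartiles, the line the median and the whiskers the range from 5 to 95% of the probes. The SD is largest in 2D_12h (0.686) and smallest in 2D_4h (0.295).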

HL *Prochlorococcus* had the majority of DE genes in 2D_12h (145 of 157 genes; Table S4C). Sample metatranscriptomes clustered mainly by time of the day in an NMDS analysis, which used most detected genes, as well as in an analysis that used only the 157 DE genes in 2D_12h (Fig. S4B). However, the 2D_12h samples did not cluster together: rather, glucose addition resulted in transcript levels at 21:00 that were similar to those in the 2D_4h incubations at 13:00 (Fig. 2B, left panel). This suggests that diel expression patterns were maintained for most incubations but were perturbed by glucose addition in 2D_12h. 

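With 0 probes called in 2D_12h, the 336 probes with an unadjusted p under 0.05 in that comparison were used in place of called ones, a choice made after the data were examined. Over these probes the 2D_12h_glucose array lay at a mean distance of 0.182 from the 2D_4h arrays, 0.220 from the 12h arrays and 0.663 from the 2D_12h_control array. The control array lay at 0.769 from the 2D_4h arrays and 0.705 from the 12h arrays, over probes picked for a difference between the 2 arrays. Over the top 90% of detected probes, 2D_12h_glucose lay at 0.152 from the 2D_4h arrays, 0.198 from its control and 0.263 from the 12h arrays, and its highest single correlation was with its control (r = 0.953). The control array lay at 0.227 from the 2D_4h arrays and 0.400 from the 12h arrays over the same probes. With 1 array per treatment these distances have no replicate check. Probes picked by the difference between the compared arrays parted glucose from control in the other comparisons too. Over the 336 probes with the smallest p of each comparison, 6 of 7 glucose arrays lay nearer to an array of another time point than to their control. The distance between glucose and control over such probes was smaller there, at 0.177 in 4h, 0.171 in 12h, 0.187 in 2D_4h and 0.545 in 24h, against 0.663 in 2D_12h. From the place of the 2D_12h_glucose array beside the 2D_4h arrays, the paper proposes that glucose perturbed the diel expression pattern in 2D_12h.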

We visualized the response in a heat map (see Fig. 3 below). For HL *Prochlorococcus*, the sample clusters were distinguished by pathways (mentioned earlier) that responded to glucose: elevated transcript levels for respiration (*coxAB*, *cyoC*), the pentose phosphate pathway (*tal*, *rbsK*) (gene cluster 1), sugar transporters (*glcH*) and the Entner-Doudoroff pathway (*gdh*) (gene cluster 3), and decreased transcript levels for C fixation (*prk*), glycolysis (*cbbA*, *pykF*), and energy metabolism (*atpABC*) (gene cluster 2). A gene set enrichment analysis corroborated the HL increases for respiration, the pentose phosphate pathway, and glucose transporter genes and the decreases for glycolysis genes (supplemental material). Intriguingly, 5 *kaiB* genes were DE with increases from 2.1- to 5.7-fold, and all of them (circadian rhythm genes in cluster 1, HLI, and HLunk) had their highest levels in 2D_12h_glucose. LL *Prochlorococcus* had only 12 DE genes, which mainly decreased in response to glucose amendment, including one *tal* gene (pentose phosphate) and one *coxA* gene (respiration), whereas DE genes in these two pathways only increased for HL strains (in gene cluster 1) (Fig. 3, Fig. 4b, and Table S4C).

**FIG 3:**
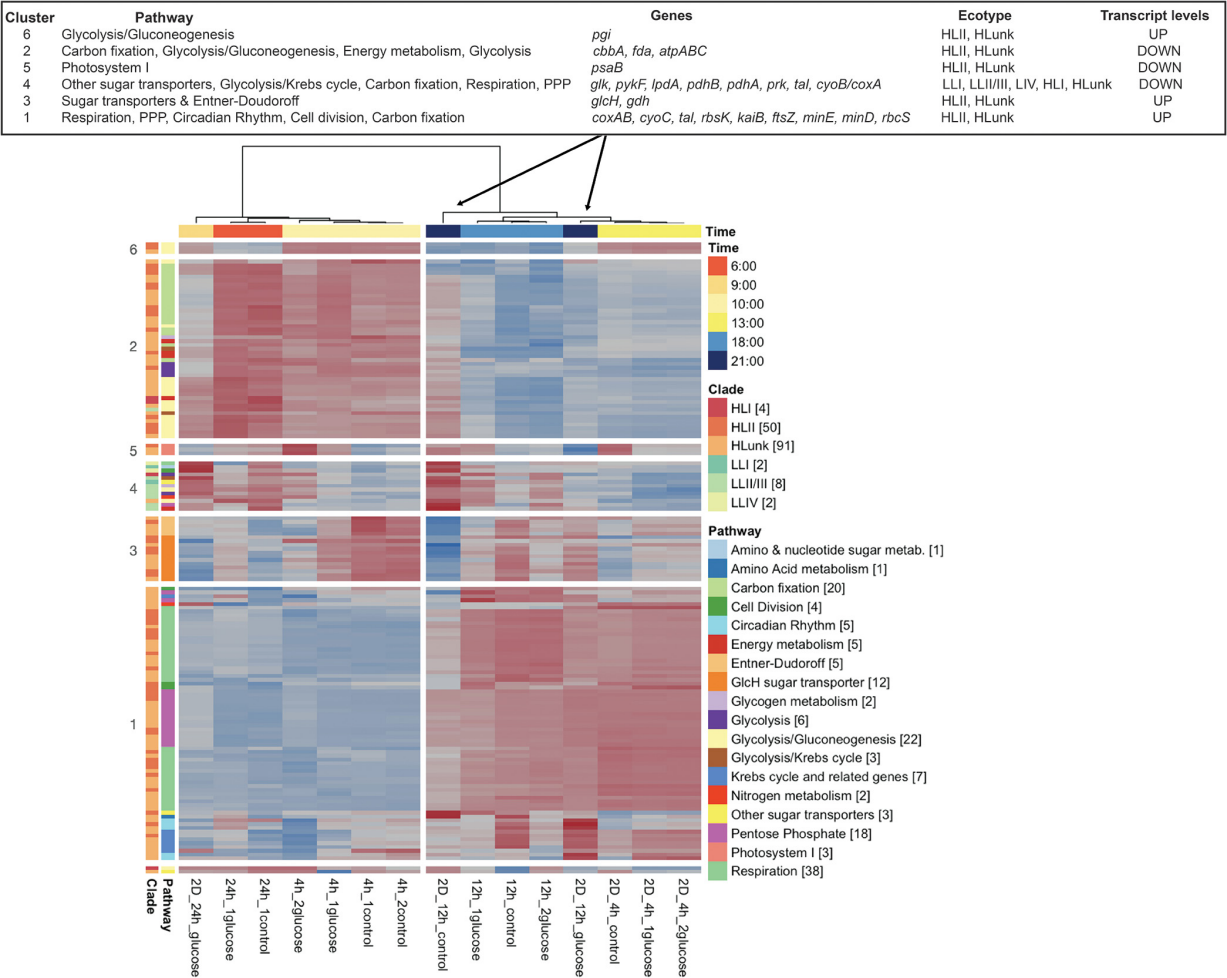
Heat map showing the 157 *Prochlorococcus* genes that were DE in 2D_12h glucose versus control (marked by arrows). Samples were hierarchically clustered (70) based on the Euclidean distances between 1 − their Pearson correlations of the log_2_ transcript levels for the 157 DE genes. The two main sample clusters were significant (both had 97% support using multistep-multiscale bootstrap resampling with 10,000 bootstraps) (69, 71). Genes (rows) had their log_2_ transcript levels standardized (mean = 0, SD = 1) prior to gene hierarchical clustering. Thus, transcription intensities (blue-red scale) should only be compared genewise, having lower transcription levels in blue or higher levels in red. Genes were hierarchically clustered using the same approach as the samples, and eight significant clusters were identified (>95% support). The bottom three genes are not members of the clusters. Row-side annotations include the numbers of DE genes from the category in brackets. A summary table showing the main changes between 2D_12h_control and 2D_12h_glucose is located in the upper panel.

**FIG 4:**
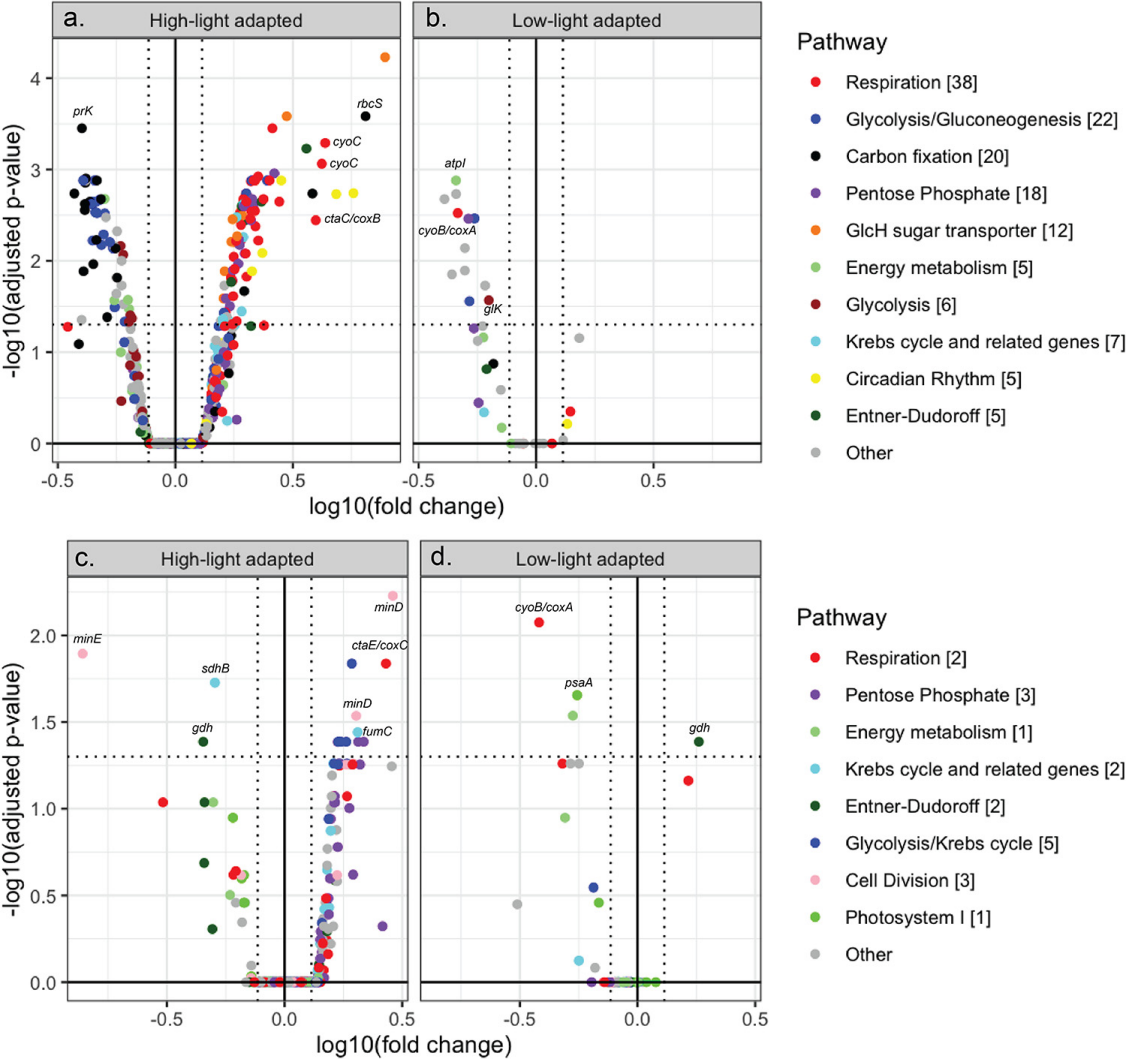
Significantly differentially expressed (DE) genes in 2D_12h and 24h_glucose samples shown (separately) for high-light (a and c) and low-light (b and d) adapted *Prochlorococcus*. (Top panels) A total of 157 DE genes from *Prochlorococcus* were identified in 2D_12h, the 12-h incubation that terminated at 21:00. (Bottom panels) A total of 19 DE genes from *Prochlorococcus* were identified in 24h_glucose, the 24-h incubation that terminated in daylight at 09:00. The pathways and counts for the DE genes are in the legend. The DE genes are in the upper left and right sections of each plot, delimited by vertical dotted lines for fold changes of >1.3 and a horizontal dotted line for adjusted *P* values of <0.05. Genes outside these sections were detected but not DE. A few key genes with the biggest changes have been shown on the graph.

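In 2D_12h, 58.9% of the 2632 tested probes differed over 1.3-fold between the glucose and the control array, 194 of the 336 probes with an unadjusted p under 0.05 being higher with glucose and 142 lower. The smallest adjusted p of limma's test was 0.136. Scaling to the ERCC spike-ins, which are synthetic transcripts added to each sample, shifted the median log2 fold change from 0.0854 to -0.913 and gave 697 probes at an unadjusted p under 0.05 and 0 calls.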

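The 24h comparison sets 1 array of slide 1 (glucose) against 1 of slide 2 (control), so treatment and slide cannot be told apart. The 3 probes called by limma's test were all lower with glucose. The files do not pair the probes with genes, and those with the largest decreases are given by their design IDs. CUST_1413_PI442190912 (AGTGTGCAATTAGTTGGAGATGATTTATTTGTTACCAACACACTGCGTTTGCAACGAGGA) had a normalized log2 signal of 1.23 in 24h_glucose and 4.66 in 24h_control (adjusted p = 0.003). It was not well above background in the glucose array, so it was at least 1.89-fold lower, with the dim side set at the lowest signal of a probe well above background. In all other arrays its log2 signal lay between 1.18 and 1.96, so the control array of this comparison stood alone. CUST_741_PI442190945 (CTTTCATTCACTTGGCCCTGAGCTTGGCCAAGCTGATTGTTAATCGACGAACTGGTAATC) was well above background in both, at 4.55 and 7.64, a log2 fold change of -3.10 (standard error 0.305, adjusted p = 0.026). Its signal of 14.98 before normalization in the 24h_glucose array lay below the detection level of 21.31 there, so this fold change rests on a dim value. In the 2D_24h_glucose array, on slide 2 and without a control here, the probe was as high as in 24h_control (7.72). In the 5 other arrays of slide 2 it lay between 1.95 and 5.88. The third called probe was also as high in 2D_24h_glucose (5.16) as in 24h_control (5.08). Of the alternatives in which the probe was tested, each replicate left out included, CUST_1413_PI442190912 stayed called in 18 of 21 and CUST_741_PI442190945 in 7 of 22. With the 75th percentile in place of quantile normalization none of the 3 was called (0 calls, 93 at an unadjusted p under 0.05).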

Most of the 19 DE genes identified in the 24-h incubations that terminated in the light at 06:00 (24h_glucose versus 24h_control) belong to pathways related to glucose metabolism (Fig. 4c and d and Table S4C). For HL, increases occurred for respiration (*coxC*), the pentose phosphate pathway (*opcA*), and pyruvate metabolism (*pdhB*), as well as for cell division (*minD*) (Fig. 4c and Table S4C). The respiration increases were corroborated by the gene set enrichment analysis (supplemental material). Few genes were DE for LL, but they included *coxA*, which decreased, in contrast to strict increases for HL respiration genes (also in 2D_12h) (Fig. 4d and Table S4C).

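The 2D_4h arrays, 1 control and 2 glucose arrays on the same slide, gave a smallest adjusted p of 1 in limma's test. Of the tested probes, 15.8% differed over 1.3-fold between glucose and control. The 2 glucose arrays were the most alike of all replicate pairs. Over the 2316 probes detected in both, the SD of their log2 difference was 0.0671, where the spread of the spots alone gives 0.0365, against 0.195 for the 4h_control, 0.403 for the 4h_glucose and 0.414 for the 12h_glucose arrays. Although the paper describes such replicates as different bottles, it could not be settled here whether the 2 arrays come from separate samples or from 1 RNA.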

Only 1 DE gene was identified in the 4-h incubations that terminated in the light at 13:00 (2D_4h_glucose versus 2D_4h_control), *pdhA* (encoding pyruvate dehydrogenase) from the LLI strain NATL2, which decreased in the presence of glucose (Table S4C).

## DISCUSSION

### *Prochlorococcus* carbon assimilation.

*Prochlorococcus* abundances showed a clear diel cycle with increases during the day and decreases during the latter half of the night as described in previous works (18, 19) (see Fig. S1B in the supplemental material). C assimilation by *Prochlorococcus* determined using [^3^H]Glc and [^14^C]sodium bicarbonate showed a similar diel pattern. As expected, natural *Prochlorococcus* populations showed a pronounced diel cycle in carbon fixation, with undetectable values at night and a maximum of 13.1 ± 8.0 nmol C L^−1^ h^−1^ (or 1.23 ± 0.67 fg C cell^−1^ h^−1^) fixed between noon and 16:00 (Fig. 1b and Table 2). Similar per cell rates of carbon fixation by *Prochlorococcus* have been measured in the upper euphotic zone at Station ALOHA and in the Atlantic Ocean (3, 4, 8, 20–22) (Table 2).

An interesting aspect of our results was the fact that *Prochlorococcus* showed a clear diel pattern in glucose assimilation, with maximum values during the day (~2-fold change) (Fig. 1d and Table 2). However, a contrasting diel pattern was observed for the whole water communities, with higher values from midnight to early morning and low values at sunset (~2-fold change). Previous studies, carried out in the Pacific and Atlantic Oceans, showed similar per cell rates in daylight incubations (11, 14). Light stimulates the cyanobacterial assimilation of amino acid (8, 11, 23–26), DMSP (27, 28), and ATP (11, 25, 29); this has also been observed for the assimilation of glucose in natural populations of *Prochlorococcus* (11), where it is an active process (13, 15). However, this is the first study showing that glucose assimilation in natural *Prochlorococcus* populations follows a diel pattern; previous studies have shown data related to light/darkness, but in laboratory studies and never in diel experiments.

The fact that *Prochlorococcus* glucose assimilation rates peak during the light period, while rates in the whole water communities peak during the night to early morning, could provide *Prochlorococcus* some advantages over the rest of the community. One of the advantages is the coupling of the energy produced by photosynthesis to glucose assimilation, since it is actively transported (15). This is reflected in the increased percentage of the total glucose assimilation by *Prochlorococcus* during daylight versus night (from 2.1% in the night to 3.4% in the day, a ca. 60% increase) (Table 1). We hypothesize that *Prochlorococcus* is using glucose when it is available during the light period but also during the dark period, being important by phytoplankton adapted to living at the base of the photic layer, when photosynthesiss cannot provide ATP (17). However, we propose glucose uptake is more efficient when *Prochlorococcus* is using the sunlight energy during the day, saving energy involved in synthesizing and maintaining the transporters.

Moreover, coupling light availability with cellular processes would facilitate adaptation to daily environmental changes (30). *Prochlorococcus* could thus be using some of the sugars that are lost by other microorganisms through death and sloppy feeding by zooplankton during the day (coevolved mutualism) (31). Finally, the different timing of glucose assimilation compared to the total population may also offer considerable fitness advantages over competitors in “temporal niches” (32). In this way, *Prochlorococcus* could scavenge more efficiently glucose than if it was showing a glucose uptake maximum synchronized with the other bacteria, avoiding part of the overwhelming competition. Furthermore, since GlcH shows a multiphasic kinetics (14), depending on the environmental concentration of glucose, this transporter could shift from one phase to the other. When there is higher glucose concentration, it will use the phase with lower affinity for glucose but higher *V*_max_; when there is very low glucose, it will shift to the phase with higher affinity for glucose but lower *V*_max_. Therefore, we propose that the differential diel pattern of glucose uptake between *Prochlorococcus* and the rest of bacteria and also the multiphasic kinetic of this transporter could help *Prochlorococcus* to avoid the competition for the glucose and maximize its uptake efficiency.

Interestingly, previous studies on the diel rhythmicity of amino acid assimilation by *Prochlorococcus* in surface areas of the Atlantic Ocean showed maximal assimilation values at the beginning of the dark period and minimal values around midday (33); this is almost exactly the opposite rhythm that we found for glucose assimilation in *Prochlorococcus*. This contrast is striking, especially if we consider that both amino acid and glucose assimilations are active processes stimulated by light. A possible explanation for the difference might be based on the fact that amino acids are an important source of N in oligotrophic environments; since N is an essential element for the production of many cell compounds required before division, a maximum of amino acid assimilation at the beginning of the dark period might boost protein synthesis prior to *Prochlorococcus* cell division, as proposed by Mary and coworkers (33). In contrast, glucose can be directly used for general metabolic needs in *Prochlorococcus* (13), and therefore it would be more efficient to take up most glucose at midday, coupling the energy consumed by this process to the light photosynthetic reactions. Regardless of the difference of rhythms between glucose and amino acid assimilation in *Prochlorococcus*, the results show that not all light-stimulated assimilation processes are regulated the same way in marine picocyanobacteria.

Ambient glucose concentrations in surface seawater at Station ALOHA showed an average value of 1.1 ± 0.1 nmol L^−1^ (*n* = 4), similar to concentrations previously reported (11, 14, 34). Based on these estimates, *Prochlorococcus* contributed approximately 3.4% ± 1.4% (*n* = 12) of the total glucose assimilation in surface seawater during the light period, very similar to previous reports from the North Atlantic Ocean (2.6 to 3.7%) (14) and the Western tropical South Pacific Ocean (~5%) (11). Glucose assimilation by *Prochlorococcus* at the surface represented a small fraction (<1%) of its total (inorganic plus organic) C assimilation, similar to values previously reported (11, 14) (Table 1). It is worth noting that in a previous study carried out in the Atlantic Ocean (14), the percentage of total glucose assimilation assigned to *Prochlorococcus* was overestimated due to errors in the calculation. The corrected data show that *Prochlorococcus* glucose assimilation in the Atlantic Ocean was also lower than 1% of the total C assimilation.

While [^14^C]Glc would have been a better tracer of C assimilation from glucose, due to low specific activity of the ^14^C-radiolabeled compounds, *Prochlorococcus* cell-specific assimilation rates determined from the [^14^C]Glc experiments were below the detection limit. Still, the fact that bulk glucose assimilation rates were nearly 2 times higher using ^14^C-labeled compared to ^3^H-labeled Glc indicates that we likely underestimated the C uptake when using a ^3^H-labeled glucose. Using [^3^H]Glc could lead to underestimation of the C fraction assimilated from glucose due to a possible loss of ^3^H in exchange reactions with H_2_O or the fact that assimilated ^3^H can create problems of self-absorption (35, 36). It should be noted that the contribution of glucose assimilation to *Prochlorococcus* metabolism could be underestimated if glucose is being used for energy rather than for biosynthesis. Furthermore, glucose is one of the pool of diverse dissolved organic C molecules present in the ocean (37, 38) that *Prochlorococcus* might be able to use (14, 39), which could make the contribution of organic C to the total C assimilation much higher.

Cell-specific glucose assimilation by *Synechococcus* was previously determined in the Western Tropical South Pacific Ocean and was higher than that of *Prochlorococcus* (4.3 ×10^−4^ fg C cell^−1^ h^−1^), likely attributable to *Synechococcus* having a larger biomass (11). In the present study, the *Synechoccocus* population was also sorted after [^3^H]Glc incubation, but due to the low *Synechococcus* abundances at Station ALOHA (~100-fold lower cell concentration than *Prochlorococcus*), results were not significantly different from the blanks. Still, it is possible that *Prochlorococcus* and *Synechococcus* compete for glucose. Experiments performed in laboratory cultures revealed that glucose transport in *Prochlorococcus* and *Synechococcus* displays multiphasic kinetics with high efficiency (calculated by dividing the assimilation rate by the *K_s_* constant, between 0.01 and 20 μmol L^−1^) (15). A comparison of the assimilation efficiency demonstrated *Prochlorococcus* to be 7 times more efficient than *Synechococcus* (15), which could be an advantage for *Prochlorococcus* in oligotrophic areas where *Prochlorococcus* spp. coexist with *Synechococcus*, such as Station ALOHA.

### Effects of glucose on *Prochlorococcus* metabolism.

As anticipated from previous studies, the SAR11 clade (*Proteobacteria*) and *Prochlorococcus* were highly abundant in all surface samples at Station ALOHA, followed by *Bacteroidetes* and *Actinobacteria* (40, 41).

Our results did not show differences in community composition after glucose enrichment (Fig. S2A). It is possible that the incubation duration was too short to see changes in the microbial community or that the glucose concentration was too low to induce changes during the short incubation period. Higher abundance of *Prochlorococcus* upon addition of glucose and mannitol was observed in oligotrophic areas of the South Pacific (39); however, the authors used a 4,000-fold-higher glucose concentration and longer incubation times than we did (400 μM and 78-h maximum versus the 0.1 μM and 24-h maximum used in our study).

The population showed active transcription over the diverse metabolic pathways of the 33 strains identified. Many of the same *Prochlorococcus* strains detected in our results were also found in a previous study using Agilent microarrays at Station ALOHA (42). In both studies, photosynthesis and carbon fixation genes have been the most highly transcribed across all taxa and samples (this study and reference 42).

Generally, we observed higher percentages of detected genes and higher transcript levels for HL strains than for LL strains (Table S4B and Fig. S3B). A previous study at Station ALOHA also found much smaller proportions of LL clade transcripts relative to HL clades of *Prochlorococcus* at the surface (43). Our results might suggest that either HL strains had higher relative cell abundances (consistent with the fact that samples were collected from the surface in our work), were transcriptionally more active (44, 45), or both.

Moreover, we found differences in the transcripts across the clades of HL and LL ecotypes, with high transcription levels in PSI and C fixation pathways in HLI and LLI clades. As discussed above, these values might be related to the cell abundances of these clades: in fact, a relatively high contribution of *Prochlorococcus* HLI and LLI in this North Pacific region has been observed previously in surface waters (46–49). LLI strains are usually restricted to deeper depths at Station ALOHA when the water column is stratified; however, contrary to other clades, LLI strains are present in the euphotic zone in mixed water (46).

*Prochlorococcus* strains showed the majority of the transcriptional changes 12 h and 24 h after glucose enrichment (Fig. 4). Only one gene responded significantly in a 4-h incubation (*pdhA* from NATL2 in experiment 2), which suggests that in most cases, *Prochlorococcus* might require between 12 and 24 h from the moment that glucose is taken up until the transcriptional response of the glucose metabolism is detectable. Moreover, the surface light flux in the second experiment averaged 42.1 E m^−2^ day^−1^ versus 33 E m^−2^ day^−1^ during the first experiment (Table S1B), which could explain why most changes were observed during the second experiment, where higher light could have stimulated the glucose assimilation.

Clustering of the transcriptomic data showed a striking result (Fig. 2B, left): a glucose-amended sample taken at 21:00 h (night) grouped with unamended samples taken at 13:00 h (midday). This suggests that *Prochlorococcus* has a transcriptomic response to glucose addition that is similar to that of samples with no glucose in the middle of the day; in other words, increased glucose availability in the night supports a metabolic response that somehow mimics that of cells growing in the light.

A total of 174 genes were significantly DE in response to glucose after 12-h or 24-h incubations (Fig. 4 and Table S4C). The effect of glucose enrichment on the transcriptome of HL strains showed increases for respiration (*coxAB*, *cyoC*), the pentose phosphate pathway (*tal*, *rbsK*), the Entner-Doudoroff pathway (*gdh*), glycolysis (*pgi*), glucose transport (*glcH*), the Krebs cycle (*fumC*), pyruvate metabolism (*pdhB*), and cell division (*minD*). It has been proposed that *Prochlorococcus* might use two pathways to metabolize glucose—the Entner-Doudoroff and pentose phosphate pathways (12, 13, 15, 50)—and small changes in gene expression and quantitative proteomics have been demonstrated upon glucose addition to the culture media (13, 15). These previous studies showed results from the expression of a few genes in a single strain, carried out by quantitative reverse transcription-PCR (qRT-PCR) in the laboratory. Our results show, for the first time in natural populations at the HOT station, that *Prochlorococcus* could utilize glucose by both pathways (the Entner-Doudoroff, and pentose phosphate pathways) using microarrays to study the expression of many genes in several strains.

Changes in the expression of a glycolytic enzyme (phosphoglucose isomerase [*pgi*]) were also observed as previously reported (15). Glycolysis is not active since *Prochlorococcus* lacks phosphofructokinase (50). However, even if it lacks the enzymes involved in the initial steps of glycolysis, this cyanobacterium still has a few genes which could be involved in glucose assimilation with the production of reducing equivalents and/or the production of ATP as a result of the metabolization of glyceraldehyde 3-phosphate and phosphoenolpyruvate (13, 50).

Periodicities of the transcripts of genes involved in physiological processes, such as carbon fixation, energy metabolism, photosynthesis, respiration, pentose phosphate, and circadian rhythm, tracked the timing of its activities relative to the light-dark cycle as previously described (51). We observed high *glcH* transcription levels during the day at 13:00; however, the maximum transcript level was observed during the night at 21:00 (~8-fold change) (supplemental material and Table S4C). The highest transcriptional changes of *glcH* during the night could indicate the synthesis of the glucose transporter in order to be ready during the day, when light is stimulating the glucose assimilation according to the diel pattern.

An interesting result for HL strains (HLII and HLunk) was that glucose addition led to transcript level increases for the circadian gene *kaiB* (2.1- to 5.7-fold) at 21:00. Transcriptomic changes in *kaiB* might affect diel expression patterns, which could explain the similarity of the metabolic response of samples with glucose addition to those with no glucose in the middle of the day described above. In fact, several studies have shown that circadian clocks are connected to cyanobacterial metabolism (52–54).

Finally, we observed differences in the transcription profiles between the different ecotypes. Few genes were DE in LL *Prochlorococcus* strains, but those that were DE showed different patterns after glucose addition compared to HL strains. In fact, the LL ecotype was clustered in the heat map as an independent gene group (gene cluster 4). Genes from LL clades involved in pentose phosphate and respiration decreased after glucose addition, whereas genes in the same pathways increased in HL strains after 12 and 24 h of glucose addition (Fig. 4b and d). Other studies have also found that coexisting *Prochlorococcus* populations respond differently upon addition of nutrients (55). Subpopulations with different abilities to utilize glucose even at the same depth could be explained by many factors like competition, environmental conditions, or genetics. In fact, there is a diversity of kinetics in glucose assimilation in the *Prochlorococcus* strains (15), which could suggest that the glucose assimilation has been subjected to diversification along *Prochlorococcus* evolution.

Overall, our results indicated that *Prochlorococcus* shows synchronous timing in gene expression and in glucose assimilation presumably coupled to the light cycle. Diurnal glucose assimilation could allow *Prochlorococcus* to optimize glucose assimilation by using ATP made during the light period, coupling this process to photosynthesis. Furthermore, it also could provide some advantages over the rest of the community, which showed a different timing for glucose assimilation.

The relative contributions of the different metabolic pathways to metabolize glucose in different subpopulations of *Prochlorococcus* and the possibility that glucose could induce changes in the transcriptional rhythms should be further investigated to understand the impact of mixotrophy on the marine cyanobacterial populations and their consequences for global biogeochemical cycles.

## MATERIALS AND METHODS

### Field sampling.

Seawater for all incubation experiments was collected at Station ALOHA (22°45′N, 158°00′W) in the NPSG during the KM1715 (HOT 296) cruise on 5 to 9 October 2017 (see Table S1A in the supplemental material). Seawater was sampled from a depth of 7 m using the R/V *Kilo Moana*’s uncontaminated seawater system (https://www.soest.hawaii.edu/UMC/cms/KiloMoana.php). The surface light flux values measured during the experiments are shown in Table S1B.

### Incubation experiments with radiolabeled substrates.

Separate incubation experiments were carried out to determine primary production, using [^14^C]sodium bicarbonate (MP Biomedical product no. 117441H; specific activity, 2.22 TBq mmol^−1^), and the turnover and assimilation of glucose by *Prochlorococcus* and the whole microbial community, using both [^14^C]glucose ([^14^C]Glc) and [^3^H]Glc {Perkin-Elmer product no. NEC042X, glucose, d-[^14^C(U)], specific activity, 9.7 GBq mmol^−1^, 97% radiochemical purity; Perkin-Elmer product no. NET100C, glucose, d-[6-^3^H(N)], specific activity, 1.83 TBq mmol^−1^, 97% radiochemical purity}. Radiolabeled glucose was also used to estimate the ambient glucose concentration in the seawater. These incubations were performed in 60-mL or 100-mL clear polycarbonate bottles that had been acid cleaned and rinsed with ultrapure water before being rinsed with sample seawater. The seawater samples were spiked with the relevant radioisotope and incubated in on-deck incubators with surface seawater cooling and blue shielding at 60% of full surface light to simulate a 5-m depth.

### Estimation of ambient glucose concentrations.

To estimate the ambient concentration of glucose in surface seawaters at Station ALOHA, concentration series bioassays were carried out on the HOT 295, 296, and 298 cruises (September, October, and December 2017, respectively) following the procedure described by Wright and Hobbie (56) and modified by Zubkov and Tarran (57). Further details of the bioassay method have been described by Zubkov et al. (34). Additional details are provided in the supplemental material.

### Diel assimilation.

Seawater samples were collected every 6 h for a total of 10 samplings over a 54-h period (Table S1A). Duplicate 60-mL bottles were spiked with radiolabeled glucose to a target addition of 2 nM glucose or with [^14^C]sodium bicarbonate (final activity of ~150 MBq L^−1^). Each sample set included a paraformaldehyde-killed control (0.24% final concentration) that was incubated alongside the live samples. The diel samples were incubated for 4 h and terminated by adding paraformaldehyde (0.24% final concentration) to stop the assimilation of the radiolabel and preserve the sample. The primary production incubations were treated the same way as the glucose incubations during daylight hours, but these samples were kept in the incubator overnight (from 18:30 to 04:00), under the assumption that primary productivity during the night would be negligible. At the end of the incubation period, 5-mL subsamples from each incubation were filtered onto 0.2-μm-pore polycarbonate filters, rinsed with filtered seawater, and placed either into plastic scintillation vials (Simport SnapTwist scintillation vials; 7 mL) for glucose or into 20-mL borosilicate scintillation vials for [^14^C]sodium bicarbonate. The latter were acidified (1 mL 2N HCl) and vented for 24 h before the addition of scintillation cocktail. The total radioactivity subsamples for [^14^C]bicarbonate were trapped with β-phenethylamine (Sigma-Aldrich no. 407267). Ultima Gold LLT (Perkin Elmer) was used as the scintillation cocktail for all radioassays in a Packard Tri-Carb liquid scintillation counter. Dissolved inorganic carbon concentrations for HOT 296 were from the HOT Data Organization and Graphical System (http://hahana.soest.hawaii.edu/hot/hot-dogs), and a correction of 1.06 for preferential assimilation of ^12^C relative to ^14^C was applied (58).

Subsamples for flow cytometric cell counts were taken in duplicate 2-mL samples, fixed with paraformaldehyde (0.24% final concentration), and incubated for 15 min in the dark before being flash frozen, and then were stored at −80°C until further laboratory-based processing. The remaining sample volume from each incubation was concentrated as described by Duhamel et al. (3, 11) for cell sorting to determine cell- and group-specific assimilation of glucose and inorganic carbon by *Prochlorococcus*. Further details of the flow cytometry and cell sorting method are described in the supplemental material.

### Incubation experiments with glucose for genomics-based approaches.

For molecular approaches, seawater was collected into 2-L polycarbonate bottles in two technical replicates for control and for glucose-amended samples (Table S1A and B). The glucose treatments were spiked with 0.1 μM nonradiolabeled glucose and incubated alongside the controls (unamended) in the on-deck incubators.

For the first experiment (6 October), surface seawater was sampled at 06:20, while for the second experiment (7 October) surface seawater was collected at 09:20 (Table S1A and B). The same bottles were used for both experiments.

Samples were collected for these two experiments, and for each one, two technical replicates were collected at 3 different time points: after 4 h, 12 h, and 24 h of incubation in the presence of glucose or in the control treatment (Table S1B). Different bottles with the same treatment and collected at the same time were considered technical replicates. The first and second experiments were considered biological replicates. Therefore, samples are identified as 4h_glucose, 4h_control, 12h_glucose, 12h_control, 24h_glucose, 24h_control, 2D_4h_glucose, 2D_4h_control, 2D_12h_glucose, 2D_12h_control, 2D_24h_glucose, and 2D_24h_control, with the second experiment identified as “2D,” and are considered biological replicates. The different technical replicates are labeled with the number 1 or 2 before the treatment: e.g., 4h_1glucose and 4h_2glucose. Sufficient environmental RNA was obtained for two technical replicates in 4 samplings (4h_1control, 4h_2control, 4h_1glucose, 4h_2glucose, 12h_1glucose, 12h_2glucose, 2D_4h_1glucose, and 2D_4h_2glucose).

At each sampling time point, RNA and DNA samples were collected by filtering 4 L and 1 L of seawater, respectively, onto 0.22-μm-pore-size Sterivex cartridges (Millipore Corp., Billerica, MA, USA) using a peristaltic pump set at low rate to maintain low pressure. Filters were opened and carefully placed in sterile 2-mL bead-beating tubes with sterile glass beads and stored at −80°C until extraction. Further details of the incubation experiments are described in Table S1A and B.

### DNA extraction.

DNA extractions were carried out with a modification of the Qiagen DNeasy plant kit (59). Briefly, 400 μL lysis buffer (AP1 buffer) was added to the bead-beating tubes, followed by three sequential freeze-thaw cycles using liquid nitrogen and a 65°C water bath. The tubes were agitated for 2 min with a Vortex-Genie 2 bead beater (Scientific Industries, Inc.) and incubated for 1 h at 55°C with 20 mg mL^−1^ proteinase K (Qiagen). Samples were treated for 10 min at 65°C with 4 μL RNase A (100 mg mL^−1^), and then the filters were removed using sterile needles. The tubes were centrifuged for 5 min at 16,873 × *g* at 4°C, and the supernatant was further purified using the manufacturer’s protocol (Qiagen). Samples were eluted using 100 μL of the elution buffer (AE buffer) and stored at 20°C.

Sufficient environmental DNA was obtained for two technical replicates in only 5 samples (2D_4h_glucose, 2D_12h_glucose, 2D_12h_control, 2D_24h_glucose, 2D_24h_glucose), and those samples are identified as 2D_4h_1glucose, 2D_4h_2glucose, 2D_12h_1glucose, 2D_12h_2glucose, 2D_12h_1control, 2D_12h_2control, 2D_24h_1glucose, 2D_24h_2glucose, 2D_24h_1glucose, and 2D_24h_2glucose.

### Sequence processing.

V3 and V4 regions of 16S rRNA genes were amplified, sequenced, and analyzed by the STAB-VIDA Company (Lisbon, Portugal) using the following primers (60): forward primer S-d-Bact-0341-b-S-17 (5′-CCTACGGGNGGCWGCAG-3′) and reverse primer S-d-Bact-0785-a-A-21 (5′-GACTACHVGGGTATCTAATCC-3′). DNA samples were checked for quantity and integrity by 1% agarose gel electrophoresis, a Qubit fluorometer (Thermo Fisher Scientific, MA, USA), and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) prior to library construction using the Illumina 16S Metagenomic Sequencing Library Preparation protocol (61). The generated DNA fragments (DNA libraries) were sequenced with the lllumina MiSeq platform using MiSeq reagent kit v2 to produce paired-end sequencing reads (2 × 250 bp). FastQC (62) was used to inspect the quality of the raw sequencing reads. The analysis of the generated raw sequence data was carried out using QIIME2 v2018.2 (63). The QIIME2 plugin for DADA2 (denoise paired) (64) was used to process the raw reads into amplicon sequence variants (ASVs), which provide higher phylogenetic resolution than operational taxonomic units (OTUs). Reads were trimmed of primers at the 5′ end using the primer lengths and truncated at the 3′ end so that total lengths were 250 bp (R1), and 235 bp (R2). Reads were removed if they had Phred quality scores of <20 on average, <17 for two consecutive bases, or >2 expected errors. Quality-filtered reads were then dereplicated, denoised (ASV inference using the core DADA2 algorithm), merged, and filtered for chimeras.

The 1534 ASVs identified by DADA2 were additionally filtered for chimeras using the uchime3_denovo algorithm implemented in vsearch v2.13.3 (65), which identified 53 chimeras, and the NCBI 16S rRNA chimera detection pipeline based on uchime2_ref (66), which identified 452 chimeras. One of the 452 chimeras (ASV.348) was retained because it was observed in 12 samples (198 sequences total) and had taxonomically consistent parents (genus *Coxiella*). From the 1,030 nonchimeric ASVs, we removed 231 ASVs with ≤10 total sequences and another 81 ASVs that were detected in only 1 sample with <30 sequences to produce a final set of 718 ASVs (Table S2A). The ASVs were classified by taxon using a QIIME2 scikit-learn fitted classifier that had been trained on the SILVA database (release 128 QIIME) clustered at 97% similarity (Table S2A).

### RNA extraction and processing for hybridization to the microarray.

Environmental RNA containing transcripts from *Prochlorococcus* cells was extracted using an Ambion RiboPure Bacteria kit (Ambion, Thermo Fisher), with modifications that included mechanical lysis using glass beads (Biospec, Bartlesville, OK). The extracted RNA was treated with a Turbo-DNA-free DNase kit (Ambion, Thermo Fisher) to remove genomic DNA.

RNA concentration, purity, and quality were determined using a NanoDrop 1000 instrument (Thermo Scientific, Waltham, MA, USA), a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and an RNA 6000 Nano kit (Agilent Technologies). Only samples with RNA integrity values of >7.0 and *A*_260_/*A*_230_ and A_260_/A_280_ ratios of ≥1.8 were processed further. Double-stranded cDNA (ds-cDNA) was synthesized from environmental RNA samples and amplified following the procedure previously described by Shilova et al. (42). Briefly, 400 ng RNA from each sample was used, and 1 μL of a 1:100 dilution (corresponding to 4.7 aM ERCC-0016) of RNA spike-in mix 1 (External RNA Control Consortium; Ambion) (67) was added before amplification was performed to monitor the technical performance of the assay showing linear amplification of specific probes (67). ds-cDNA was synthesized and amplified using a TransPlex whole-transcriptome amplification kit (WTA-2; Sigma-Aldrich, St. Louis, MO, USA) and antibody-inactivated hot-start *Taq* DNA polymerase (Sigma-Aldrich). The amplified cDNA was purified with a GenElute PCR cleanup kit (Sigma-Aldrich), and the concentration, purity, and quality of ds-cDNA were determined using a NanoDrop 1000 instrument, a 2100 Bioanalyzer, and an Agilent DNA 7500 kit (Agilent Technologies). A total RNA concentration of 400 ng yielded on average 12 μg of ds-cDNA. The labeling and hybridization of cDNA samples (2.0 μg of ds-cDNA) to the microarray were done at the facility Centro de Investigación Principe Felipe (Valencia, Spain) according to the Agilent Technology protocol for arrays. *Prochlorococcus* arrays were designed using the eArray web-based tool (Agilent Technology, Inc. [https://earray.chem.agilent.com/earray/]) as described in the supplemental material. All data analyses were performed using R (www.R-project.org) and packages distributed by the Bioconductor project (68) as described in the supplemental material.

### Data availability.

Microarray data have been deposited at NCBI Gene Expression Omnibus (GEO) under accession no. GSE154594. The 16S raw sequences have been deposited in the Sequence Read Archive (SRA) under BioProject no. PRJNA758505. The main scripts for the 16S abundances and the microarray probes are available in GitHub (https://github.com/jdmagasin/ProchlorococcusGlucoseAssimilation). The fcs files have been deposited in the Flow Repository under accession no. FR-FCM-Z5NF.

# Supplementary material for: Differential Timing for Glucose Assimilation in Prochlorococcus and Coexistent Microbial Populations in the North Pacific Subtropical Gyre
**Source:** Microbiol Spectr. 2022 Sep 13;10(5):e02466-22. doi: 10.1128/spectrum.02466-22
**Supplement:** Supplemental file 1 — Supplemental material. Download spectrum.02466-22-s0001.pdf, PDF file, 6.6 MB

# Supplemental Information for

## Differential timing for glucose assimilation in *Prochlorococcus* and coexistent microbial populations at the North Pacific Subtropical Gyre

María del Carmen Muñoz-Marín, Solange Duhamel, Karin M. Björkman, Jonathan D. Magasin, Jesús Díez-Dapena, David M. Karl, and José M. García-Fernández

### This file includes:

Supplementary Information

Figures and captions for Supplementary Information

References for supplementary information

## Supplementary Information

Extended description of Material and Methods described in the main text.

### *Estimation of ambient glucose concentrations*

Surface seawater was amended with increasing amounts of radiolabeled glucose, either as  $^3\text{H}$ -Glc (HOT 296, 298) or  $^{14}\text{C}$ -Glc (HOT 295, 298), incubated in on-deck incubators and subsampled in a time-course fashion. Radioactive glucose was added at five to six different concentrations within a target range of 0.2–2.0 nmol Glc  $\text{l}^{-1}$ . Each target concentration was run as duplicate incubations. The incubations were subsampled after 0.5, 1, 1.5, 2, and 4 hours (h). The 4 h timepoint was used as validation for the 4-h incubations used in the diel study. On HOT 295 incubations started at 12:30 PM and used  $^{14}\text{C}$ -Glc only. During HOT 296 two bioassays were run using  $^3\text{H}$ -Glc with incubations started at 07:10 on 6<sup>th</sup> Oct, and at 09:40 on the 7<sup>th</sup> of Oct. Two additional bioassays were performed on HOT 298 using both  $^3\text{H}$ - and  $^{14}\text{C}$ -Glc and started at noon on Dec 14<sup>th</sup>. At each sampling time point, 10 ml were filtered onto 0.2  $\mu\text{m}$  pore size polycarbonate filters, rinsed with filtered seawater and placed into plastic scintillation vials (Simport snap-twist vials, 7 ml). A small subsample (25  $\mu\text{l}$ ) was also collected from each incubation bottle to determine the total radioactivity and calculate the added glucose concentration from the specific radioactivity provided by the manufacturer of each isotope.

Glucose turnover times were determined by dividing the total radioactivity by the assimilation rate, where the net rate of assimilation was derived from the linear regression of the increase in particulate radioactivity over time. By plotting the turnover times against the

concentrations of added glucose, the ambient concentration of glucose can be derived from where the linear regression line intersects the x-axis ( $y=0$ , absolute value). The final glucose assimilation rates were calculated from the ambient + added glucose concentrations.

#### *Flow cytometry counting and cell sorting*

Phytoplankton groups were enumerated using a BD Influx flow cytometer equipped with a forward scatter (FSC) detector with small particle option (BD Biosciences, San Jose, CA, USA). *Prochlorococcus*, *Synechococcus*, *Crocospaera* and pigmented eukaryotes ( $<5\text{-}\mu\text{m}$  (1)) were enumerated in unstained samples following published protocols (2). Briefly, cells were identified based on red fluorescence signals vs FSC, then further gated by FSC and orange fluorescence. The high phycoerythrin (orange) signal in *Synechococcus* and *Crocospaera* was used to distinguish them from *Prochlorococcus* and pigmented eukaryotes. A 488 plus a 457 nm (200 and 300 mW solid state, respectively) laser focused into the same pinhole resolved dim surface *Prochlorococcus* population from background noise in a FSC vs red fluorescence plot. Potential particle aggregates were discarded using a pulse width vs. forward scatter plot. Calibration and alignment were done using 1- $\mu\text{m}$  yellow-green microspheres (Polysciences, USA).

Group-specific rates of  $^3\text{H}$ -glucose /  $^{14}\text{C}$ -glucose assimilation and primary production by *Prochlorococcus* were determined by measuring the amount of radioactivity assimilated into populations sorted using the BD Influx (100  $\mu\text{m}$  nozzle tip, sheath solution (sodium chloride 6 g  $\text{L}^{-1}$  in ultrapure water and filtered in-line through a 0.22- $\mu\text{m}$  Sterivex<sup>TM</sup> filter unit), 1.0 drop single mode) according to Duhamel et al., (1, 3).

The drop delay was calibrated using Accudrop Beads (BD Biosciences, USA) and sorting efficiency was verified manually by sorting a specified number of 1- $\mu\text{m}$  yellow-green microspheres (Polysciences, USA) onto a glass slide and counting the beads under an epifluorescence microscope. We systematically recovered 100% of the targeted beads before sorting cells. For each sample, 50,000 *Prochlorococcus* cells were sorted, filtered onto 0.2- $\mu\text{m}$  polycarbonate membranes, rinsed with filtered seawater, and assayed by liquid scintillation counting (dpm  $\text{cell}^{-1}$ ). The  $^{14}\text{C}$ -labeled samples were acidified with 1 mL of 2M HCl for 24 h to remove any unincorporated  $^{14}\text{C}$ -sodium bicarbonate before adding the scintillation cocktail. Radioactivity per cell (dpm  $\text{cell}^{-1}$ ) measured in the killed control samples was subtracted from radioactivity per cell measured in the respective sample. On average, radioactivity in the killed controls for 50,000 *Prochlorococcus* cells sorted (i.e., blanks) was  $5 \pm 2 \times 10^{-5}$  and  $4.7 \pm 1.3 \times 10^{-4}$  dpm  $\text{cell}^{-1}$  for  $^3\text{H}$ -glucose and  $^{14}\text{C}$ -sodium bicarbonate, respectively. Detection limits are defined as 2X the killed control before it is subtracted from the sample. The cell-specific assimilation rate ( $\text{nmol cell}^{-1} \text{ h}^{-1}$ ) was calculated by dividing the radioactivity per cell (dpm  $\text{cell}^{-1}$ ) by the total microbial activity (dpm  $\text{l}^{-1}$ ) measured in the same treatment, and then multiplied by the total microbial assimilation rate at ambient plus added organic substrate concentration ( $S_a + S^*$ ,  $\text{nmol l}^{-1} \text{ h}^{-1}$ ) as described in Duhamel and coworkers (3).

#### *16S rRNA analysis*

A total of 718 ASVs were identified within the 16S rRNA data sets (Methods, Table S2.1). The total numbers of reads assigned to ASVs were similar across samples (mean 132,955 reads in ASVs, range 101,003 to 156,099). Rarefaction curves (with vegan R package

function rarefaction) showed that ASV counts saturated well before 101K reads for all samples. Therefore, sequencing depth in each sample was sufficient to capture the richness of the microbial community. Rarefying to 101K reads, samples had a mean of 404 ASVs (s.d.=33).

Proteobacteria and cyanobacteria dominated all samples and had stable relative abundances (means were  $0.43 \pm 0.04$  and  $0.38 \pm 0.02$ , respectively) despite different sample collection dates, treatments, and incubation times (Fig. S2A). Alpha-proteobacteria dominated and Delta- and Gamma-proteobacteria were rare (mean relative abundances were 0.40, 0.02, and 0.01, respectively). *Prochlorococcus* dominated cyanobacteria (mean 0.36) and *Synechococcus*, the only other identified cyanobacterial genus, was rare ( $<0.01$ ). NMDS analysis of the 16S rRNA ASV abundances was performed using vegan. First, the ASV count matrix was scaled to normalize sequencing depths (decostand ('total')). Then metaMDS was used with Bray-Curtis dissimilarities and auto-transformation disabled, but default parameters otherwise. The NMDS stress was 0.08. Samples did not cluster by treatment or incubation time. Indeed, the relative abundance of *Bacteroidetes* was higher in samples collected on October 6 (0.12) than on October 7 (0.08;  $p < 0.01$ , Welch two-sample  $t$ -test).

To identify ASVs that had statistically significant abundance changes in response to glucose, we used the edgeR and limma packages (4, 5). EdgeR transforms sequence count data so that they can be used with the same limma functions as in the microarray differential expression (DE) analysis. Counts for the 718 ASVs were imported into an DGEList, and then rare ASVs were removed as described in (6) and implemented in filterByExpr, leaving 678 ASVs. Normalization factors to correct for different sequencing depths were calculated using the TMM approach described by (7) and implemented in calcNormFactors. Sequencing depths were similar (101-156K reads) so the normalization factors had a narrow range (0.93 to 1.10). The normalized ASV count matrix was transformed to log counts per million (cpm). Next, we used the limma-trend method (8, 9) to identify differentially abundant ASVs, with steps nearly identical to those in the DE analysis. Linear models for the ASV abundances were created (lmFit) and empirical Bayesian inference performed with moderated  $t$ -statistics relative to a  $1.2 \times$  fold change (treat with trend=TRUE). ASVs that had fold changes significantly larger than  $1.2 \times$  ( $p < 0.05$ ) had to pass a final test: The ASV had to have  $>50$  reads in at least one of the samples compared, for example, in at least one of the four samples in the 2D\_12h\_glucose vs. 2D\_12h\_control comparison. Although an ASV with 50 reads would comprise only 0.04% of the reads in a sample (mean; max 0.05%), that ASV would be more abundant than 41% of the other ASVs detected in the sample (on average).

A total of 33 differentially abundant (DA) ASVs were identified in five comparisons of matched glucose vs. controls (Table S2B). None had more than a few hundred reads in any of the compared glucose and control replicates (maximum of 363 reads; Fig. S2B). All of the DA ASVs had 0 reads in one of the conditions compared and  $>0$  reads in the other condition (Table S2B), which indicated that the ASV changed from undetected to detected. Although detected, the DA ASVs had small relative abundances (medians  $< 0.001$  and maximum =

0.005; Fig. S2B) In comparison, the 100<sup>th</sup> most abundant ASV in each sample had relative abundance slightly >0.001. Moreover, PERMANOVA analyses (with vegan adonis2 using Bray-Curtis dissimilarities and 999 permutations, blocked by experiment) indicated that glucose addition did not have a significant impact on community composition ( $p>0.05$ , whether samples were represented by ASV or phylum abundance profiles). Therefore, we interpret the abundance changes in response to glucose as too small to be biologically meaningful. This is consistent with the NMDS results which did not show samples clustering by treatment.

#### *Design of the Prochlorococcus array*

The *Prochlorococcus* oligonucleotide expression array was designed using *Prochlorococcus* genes and the eArray Web-based tool (Agilent Technology Inc.; <https://earray.chem.agilent.com/earray/>) similarly to the array design previously described by (10, 11). The gene sequences were obtained from the National Center of Biotechnology Information (NCBI; <https://www.ncbi.nlm.nih.gov>). Briefly, six probes of 60 nucleotides in length were designed for each gene, and a total of 7,501 probes (1,326 genes) were designed for *Prochlorococcus*. The probes were designed based on the sequenced genomes of the strains more abundant at Station ALOHA for specific core genes involved in carbon metabolism and photosynthesis pathways (Fig. S3D). These probes were replicated 4 times in the 8 × 60K array slides, which allowed internal evaluation of signals. 

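On the arrays analysed here every custom probe had 11 spots. For detected probes, the SD of the log2 signal over these spots had an array median between 0.0813 and 0.191, and for probes below the detection rule between 0.332 and 0.539. The scanner software marked 2.24% of the probe spots as outliers. Arrays of the same treatment were each hybridized on their own, so their differences hold more than the noise of the spots and cannot be assigned to the samples. The median squared log2 difference between replicate arrays was 14.1 times that given by the spread of the spots for 4h_control, 61.4 times for 4h_glucose, 34.5 times for 12h_glucose and 2.29 times for 2D_4h_glucose.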

The sequences of all oligonucleotide probes were tested *in silico* for possible cross-hybridization as described below. The probe sequences were used as queries in the BLASTN against the following available nt databases in June 2017: Marine microbes, Microbial Eukaryote Transcription, and Non-redundant Nucleotides NCBI SRA website and all rRNA databases from Silva as of February 2, 2016.

Agilent technology allows 5% nt mismatch in the whole probe region; thus, sequences with a range of 95% to 100% nt identity to the target probe are detected. Therefore, all probes with BLASTN hits with ≥95% over 100% of the nt length were deleted. Next, the probe sequences that passed the cross-hybridization filter were clustered using CD-HIT-EST (12, 13) at 95% nt similarity to select unique probes for *Prochlorococcus*.

In addition, standard control probes (IS-62976-8-V2\_60Kby8\_GX\_EQC\_201000210 with ERCC control probes added) were included randomly as part of the Agilent Technology array to feature locations on the microarray slide. The final design of the microarray was synthesized on a platforms of ca. 62,976 experimental probes and 1,319 control probes on each 8 × 60K array slide. The probe sequences are available at NCBI Gene Expression Omnibus (GEO) under accession number GSE154594.

#### *Microarray data analysis*

All data analyses were performed with R ([www.R-project.org](http://www.R-project.org)) and packages from the Bioconductor Project (14), specifically, using the Biobase (15), Linear Models for Microarray LIMMA (16), arrayQualityMetrics (17) and affyPLM (18, 19). These packages were mainly utilized via software that was developed for the MicroTOOLS environmental microarray (10, 20), which we adapted slightly to the *Prochlorococcus* microarrays. As in the prior study (20) arrays were normalized by quantiles and gene intensities were calculated by

median polishing. Gene detection was done separately for each gene in each sample. Specifically, each gene  $g$  was detected in each sample  $s$  if it had a signal to noise ratio  $SNR_{gs} \geq 5$ , where  $SNR_{gs} = S_{gi} / BG_s$  and  $BG_s$  was the background intensity in  $s$ . We defined  $BG_s$  based on the lowest detected ERCC mRNA spike-in transcripts. For each sample ERCC spike-in transcript intensities were linearly modeled. 

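The arrays carry 96 ERCC probes and 308 negative control spots. The detection level that follows from 5 times a background of 2 times the negative controls lay between 18.05 and 27.6 signal units per array, and 61 of the ERCC probes exceeded it in every array. Their median signal ran from 496.7 in 12h_glucose replicate 2 to 3347 in 2D_4h_glucose replicate 1. The linear model of the ERCC intensities was not fitted, so the background here rests on the negative controls alone.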

Then we identified in  $s$  the least concentrated ERCC with a modelled intensity that was twice the median of measured intensities for Agilent negative control probes (structural hairpins).  $BG_s$  was the modelled intensity for this ERCC. On average 448 genes (mean) were detected in each sample (min 416, max 538). In total, 775 detected genes were detected across the samples (union). Raw and normalized microarray data for *Prochlorococcus* were submitted to NCBI GEO under accession number GSE154594.

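For each of the 15 arrays, the deposited table of processed values holds the scanner software's background-subtracted signal of every spot, on a linear scale and without a further step between arrays. Its largest difference from the scanner files was 0. The medians of its columns therefore differ between arrays as the unnormalized signals do, and quantile normalization started from these values.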

As in the prior study (20), differentially expressed (DE) genes were identified using the LIMMA functions lmFit, eBayes, and topTreat. Empirical Bayes is well suited to studies with few samples because it pools them to estimate the variances for each gene's linear model (21). To identify biologically relevant DE, we looked for genes with fold changes that were at least  $1.3\times$  different (not simply  $>0$ ) between treatments and matched controls (Benjamini-Hochberg adjusted  $p$ -value  $< 0.05$ ). DE genes always had changes  $>1.5$ -fold (mean 2.3-fold) and were mainly identified in the experiment 2 at 12h (2D\_12h\_glucose vs. 2D\_12h\_control). 

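Per probe, the share of tested probes that differed over 2-fold between glucose and control was 6.38% in 4h, 2.20% in 12h, 4.83% in 24h, 0.988% in 2D_4h and 14.1% in 2D_12h, with each treatment's arrays averaged first. The shares rest on unequal numbers of arrays, 2 against 2 in 4h, 2 against 1 in 12h and 2D_4h, and 1 against 1 in 24h and 2D_12h.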

DE genes were required to be above detection cut offs in at least one of the treatment or control samples. Most DE genes (157 genes) were identified in the 12-h incubations that terminated in the dark at 21:00 ("2D\_12h" for 2D\_12h\_glucose vs. 2D\_12h\_control). 

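Fitted with 1 mean for each of the 11 groups, the 15 arrays leave 4 residual degrees of freedom per probe, all from the groups with 2 arrays. Empirical Bayes added 2.93 prior degrees of freedom around a prior SD of 0.192 in log2 units. The median standard error of a log2 fold change was 0.283 in 24h and 2D_12h, 0.245 in 12h and 2D_4h and 0.200 in 4h. On simulated arrays with the spread of the real probes and 200 changed probes among 2632, the test recovered 0 of 200 changed 2-fold in 2D_12h, 181 of 200 changed 4-fold and 196 of 200 changed 8-fold. Changes near 2-fold were thus not detectable per probe by this test in the simulated setting, the only fit that was simulated here for 2D_12h. The simulation left all other probes unchanged, whereas 14.1% of the tested probes differed over 2-fold in the real 2D_12h comparison. The adjustment depends on how many probes change, so detection with more changed probes was not tested. With the 2D_4h_glucose arrays averaged into 1, an alternative chosen after the data were examined, 0 probes were called in 2D_12h and 217 had an unadjusted p under 0.05.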

Although we did not have replicates for 2D\_12h, our DE tests borrowed information from all 15 microarrays to determine which genes had fold changes that were significant relative to their estimated gene variances (21, 22).

#### *Differentially expressed pathways*

The gene differential expression analysis identified individual genes in specific *Prochlorococcus* strains that responded to glucose addition. We also used a complementary approach, an Ensemble of Gene Set Enrichment Analyses (EGSEA;(23)), to identify differentially expressed pathways from HL and LL *Prochlorococcus*. EGSEA identifies sets of genes that collectively show significant differential expression based on a consensus of 12 GSEA algorithms. As in a previous study by Shilova and colleagues (20), gene sets were defined by pathway and phylogroup, HL or LL in the present work (Table S5A). Each pathway included genes that would change in the same direction and thus reinforce any signal detected by EGSEA. Differentially expressed pathways for HL and LL were tested in the same treatments versus controls as in the DE gene analysis (Table S4C). The  $p$ -values from the 12 GSEA algorithms were combined using Wilkinson's method (24) and then corrected for multiple testing using the approach of Benjamini and Hochberg (25). Adjusted  $p$ -values  $< 0.01$  were significant.

In comparison to the DE results in experiment 2 after 12 h for HL *Prochlorococcus* (main text), EGSEA corroborated increases for respiration, pentose phosphate pathway, and sugar transporter (*glcH*) genes, as well as the decreases for *pykF* genes in glycolysis (Table S5B). DE results that were not corroborated by EGSEA were due to the adjusted  $p$ -value exceeding 0.01. However, the direction of change identified by EGSEA was always consistent with the

reported DE genes. For example, Entner-Dudoroff had 5 *gdh* gene targets (from 5 distinct strains) with transcript level increases (1.7-3.6-fold; Table S4C), whereas EGSEA found that collectively the 23 genes detected in the pathway (Table S5A) did not change significantly ( $p=0.20$ ) despite an average 1.6-fold increase. Similarly, for the Krebs Cycle the DE analysis identified 6 *fumC* and 1 *ppc* targets (1.6-2.0-fold increases), whereas EGSEA found that the 40 detected genes did not change significantly ( $p=0.02$ ; average 1.4-fold increase). EGSEA also found insignificant increases for the 25 detected RuBisCO genes ( $p=0.02$ ; average 1.5-fold increase), whereas the DE analysis found 4 *rbcS* genes that increased (2.0-6.5-fold). Interestingly, EGSEA identified small but significant decreases from photosystem I genes (average 1.3-fold decrease) even though only 3 of the 40 detected genes decreased (and none increased) in the DE analysis. These results underscore the robustness of the DE results by a complementary approach, EGSEA. Note that the “Circadian rhythm” gene set included only *kaiC* genes (Table S5A) and does not capture the *kaiB* increases described in the main text. The full EGSEA results are in Table S5C.

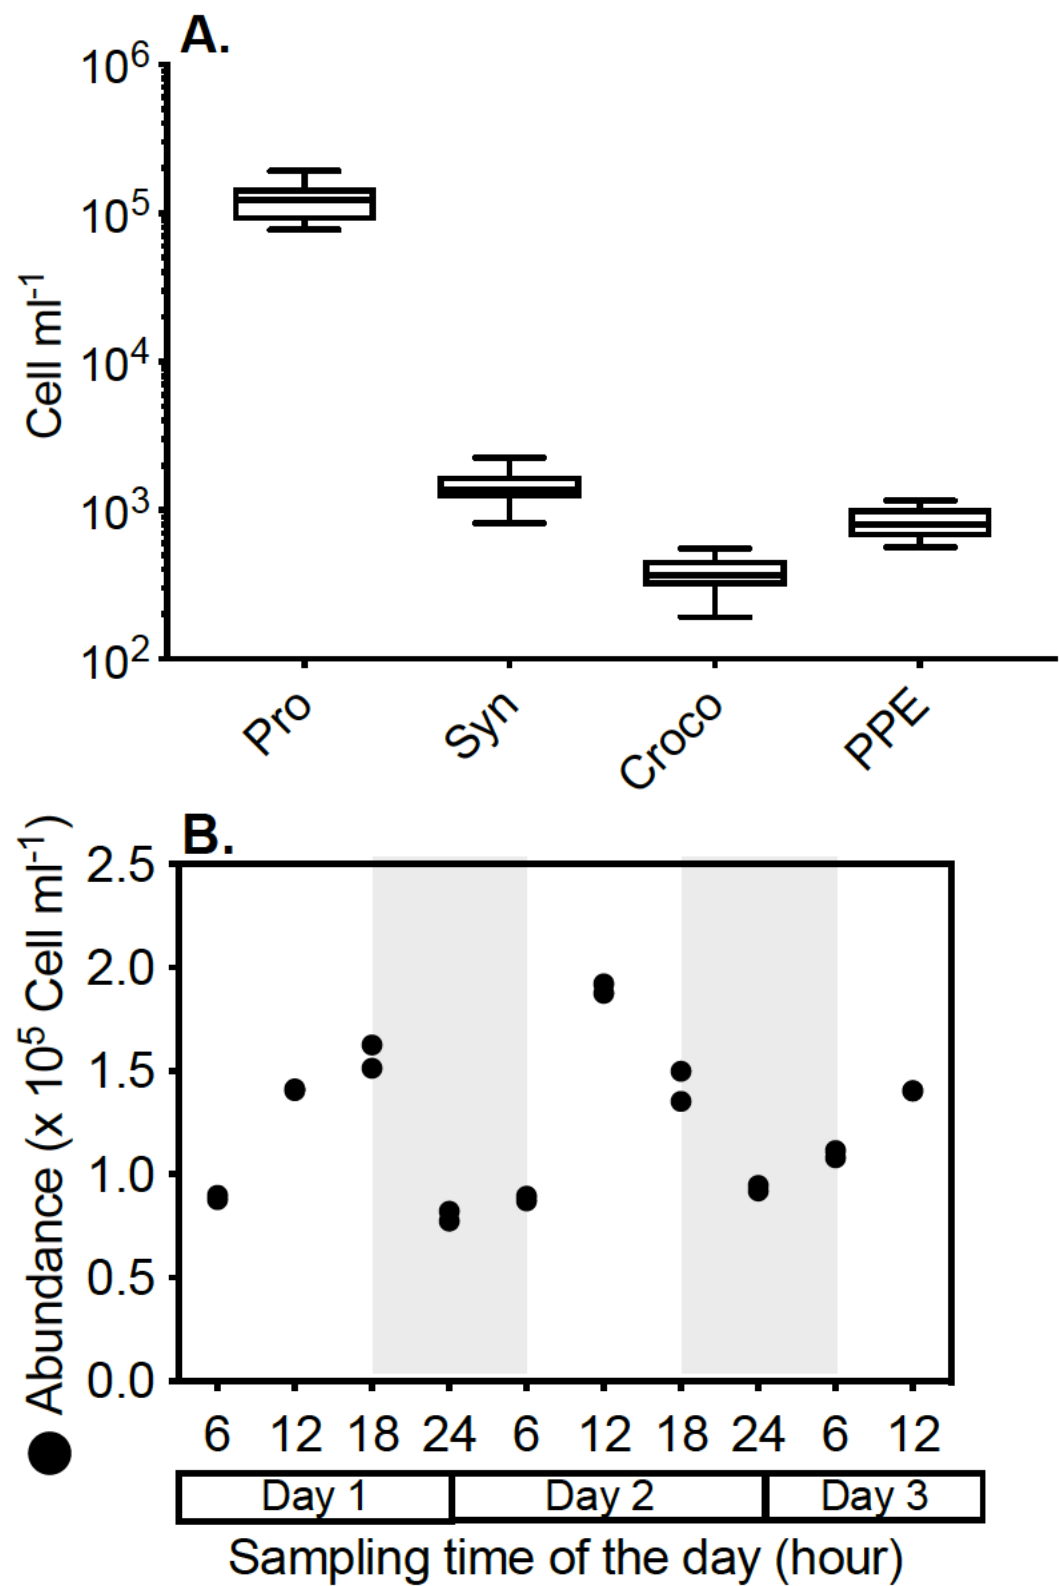

**Figure S1. (A) Boxes and whiskers plot of picophytoplankton cell abundances (cell ml<sup>-1</sup>). *Prochlorococcus* (Pro), *Synechococcus* (Syn), *Crocosphaera* (Croco) and picophytoeukaryotes (PPE). The box extends from the 25th to 75th percentiles and the line**

270  
271  
272  
273  
274  
275  
276  
277  
278  
279  
280  
281  
282  
283

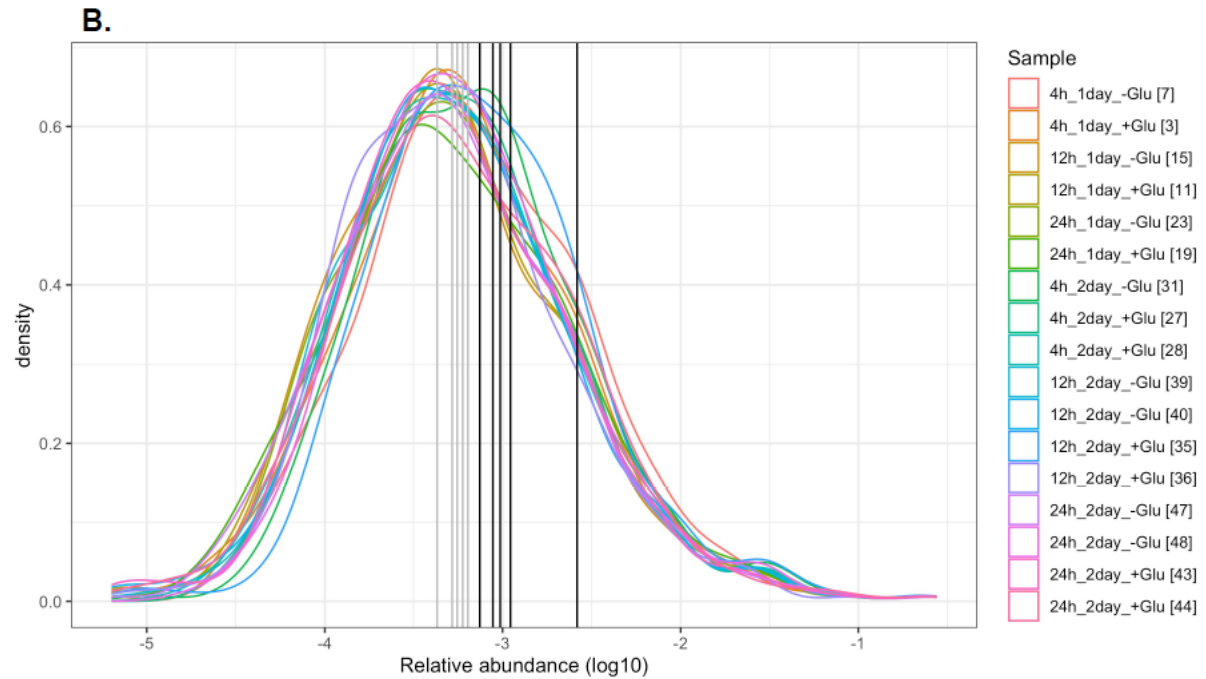

**Figure S2. (A) Phylum relative abundances in the 16S rRNA data sets.** The 718 ASVs were binned by phylum. Rare ASVs or those with unknown phylum were binned in Other. Samples are grouped by experiment (first 6 are experiment 1), then incubation time, and then treatment. Row labels include sample ID numbers in brackets. **(B) Distribution of relative abundances for detected ASVs for each sample.** Vertical lines indicate the maxima (black) and median (gray) relative abundances of the DA ASVs identified in any of the five comparisons, with black for maxima and gray for medians.

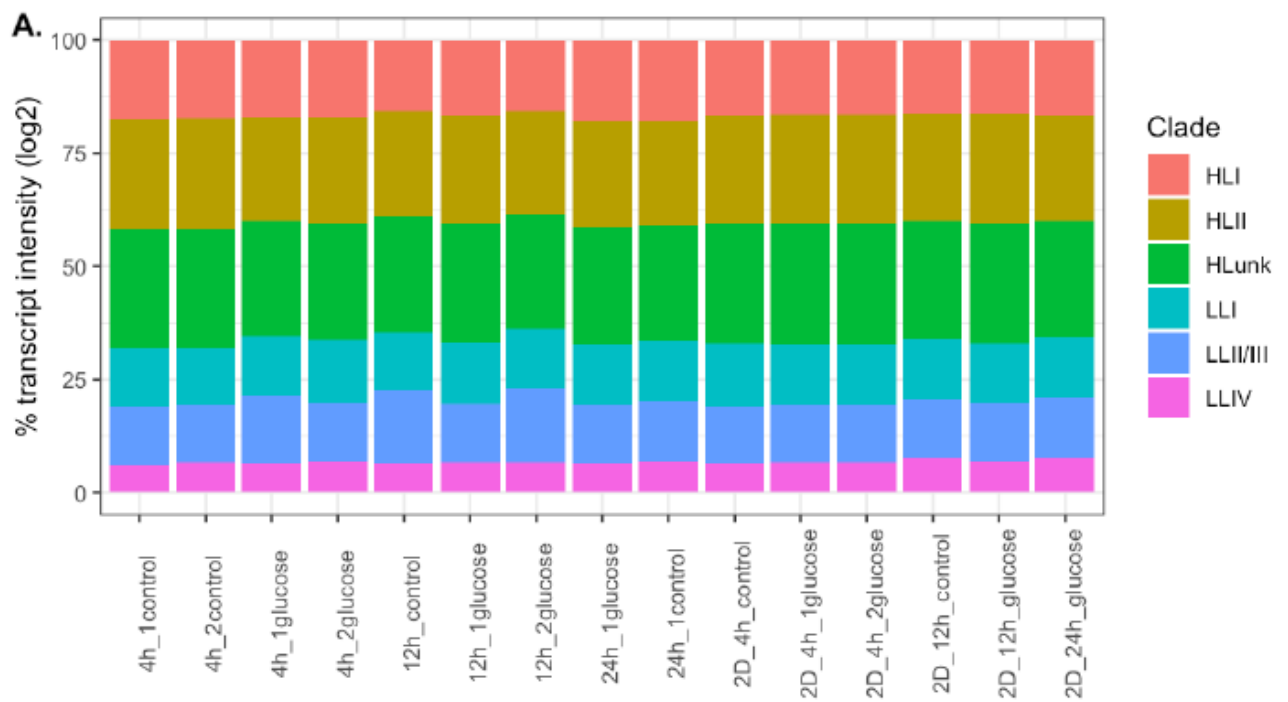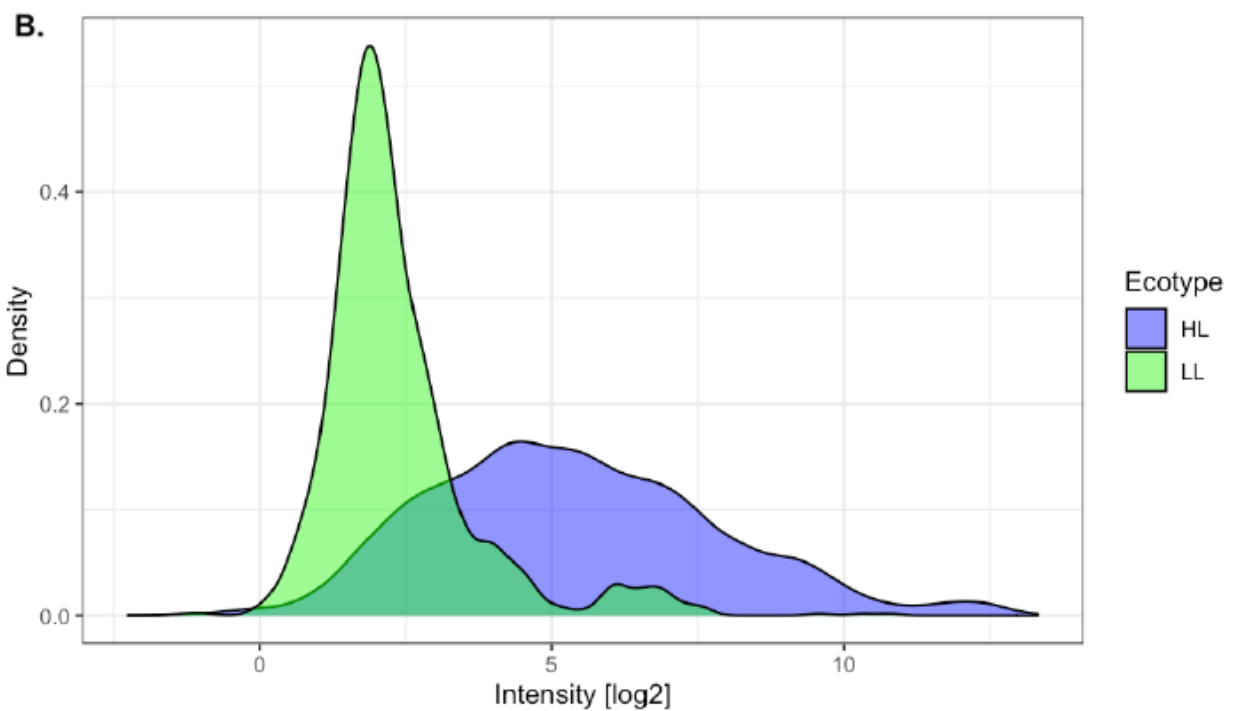

306  
307 C.

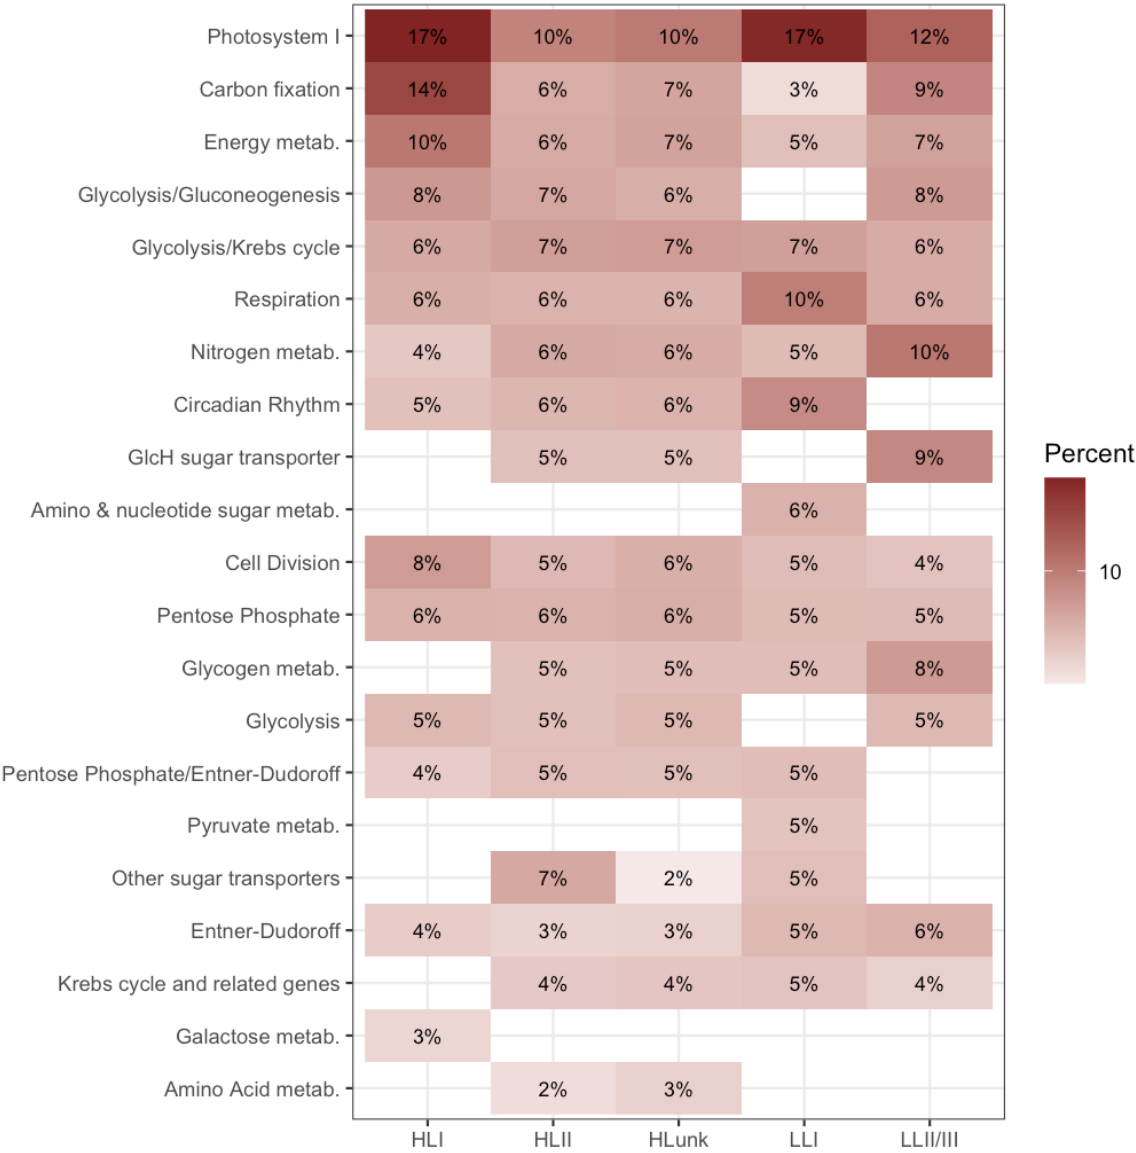

308

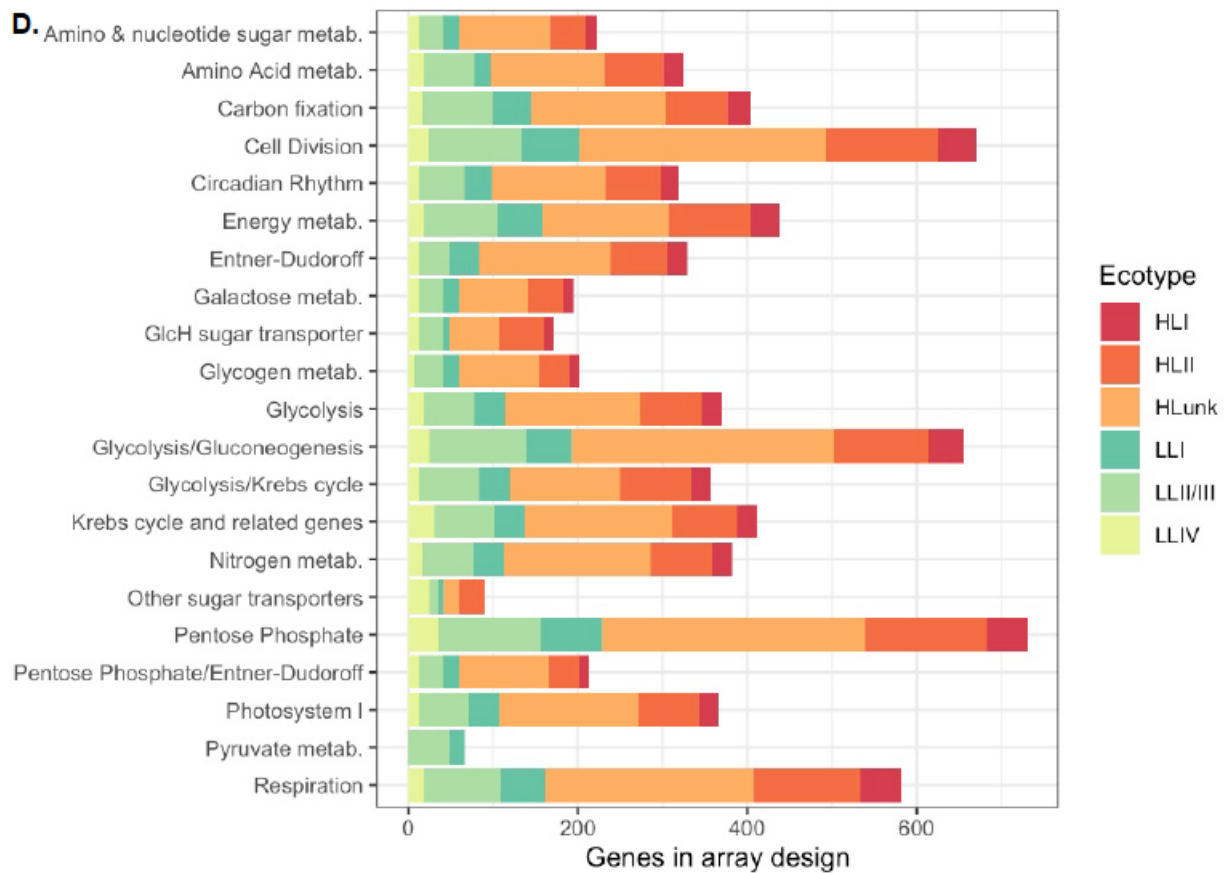

**Figure S3. (A) Total transcript levels (normalized,  $\log_2$ ) for each *Prochlorococcus* clade across the samples.** Sample labels indicate the incubation time (4h, 12h and 24h) in the presence of glucose or in the control treatment, and the replicate (1 or 2). Samples from the second experiment (“2D”) were biological replicates. **(B) Distribution of normalized  $\log_2$  transcript levels for detected genes from High Light (HL) and Low Light (LL) ecotypes of *Prochlorococcus*.** **(C) Heat map showing the relative transcription levels across pathways (rows) in the controls for each *Prochlorococcus* clade (column).** For each clade, pathways were normalized for different gene counts by taking the mean transcript levels (in control samples) of genes in each pathway. Percentages were calculated with respect to the sum of the clade’s pathway means. The percentages shown are the averages over control samples. Photosystem I had the highest percentages and is therefore the top row. Empty cells indicate pathways that were not detected in the controls. **(D) Bar plot showing a summarize of the array design.** Each bar represents a pathway of gene counts, colored by HL vs LL (same colors as the heat map).

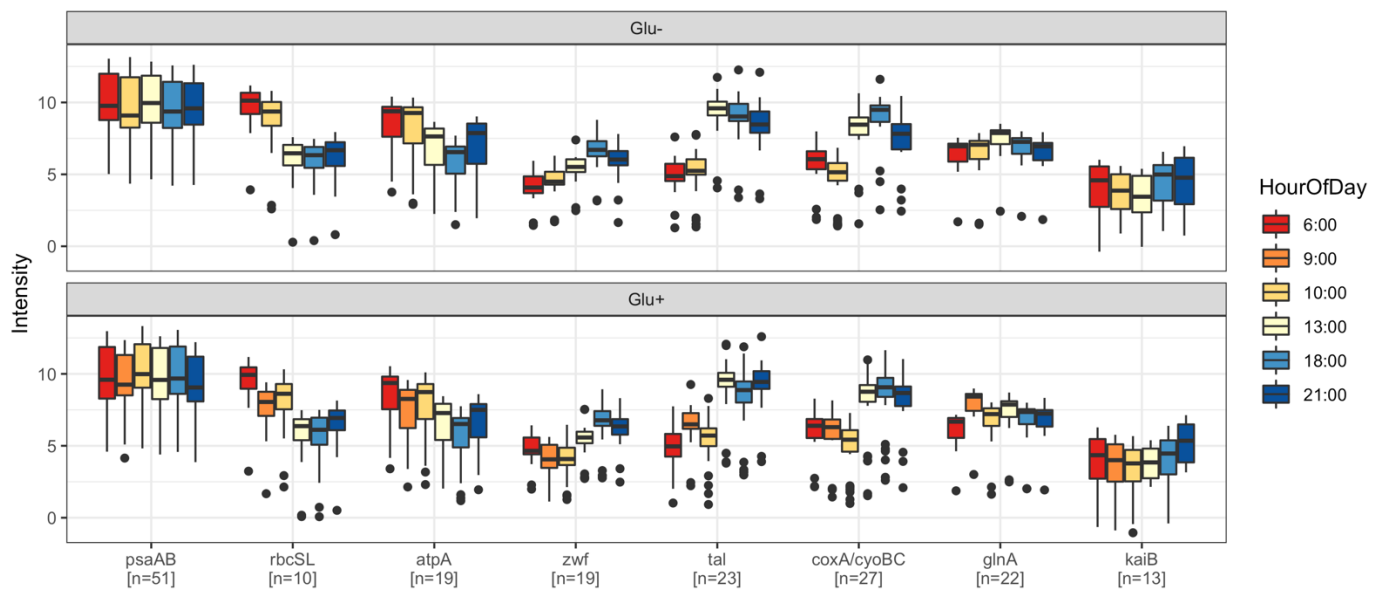

**Figure S4. Transcription intensity for selected genes known to have diel expression patterns for HL *Prochlorococcus*.** For each gene, intensities differed between day versus night samples, consistent with the times of higher expression observed in Zinser et al 2009. Photosynthesis genes *psaAB* were an exception, possibly because their diel expression patterns had small amplitude changes (26).

1. Seawater was collected directly from the uncontaminated seawater system into 2L polycarbonate bottles in two technical replicates for control and for glucose. The glucose treatments were spiked with 0.1  $\mu\text{M}$  of non-radiolabeled glucose. **B.**

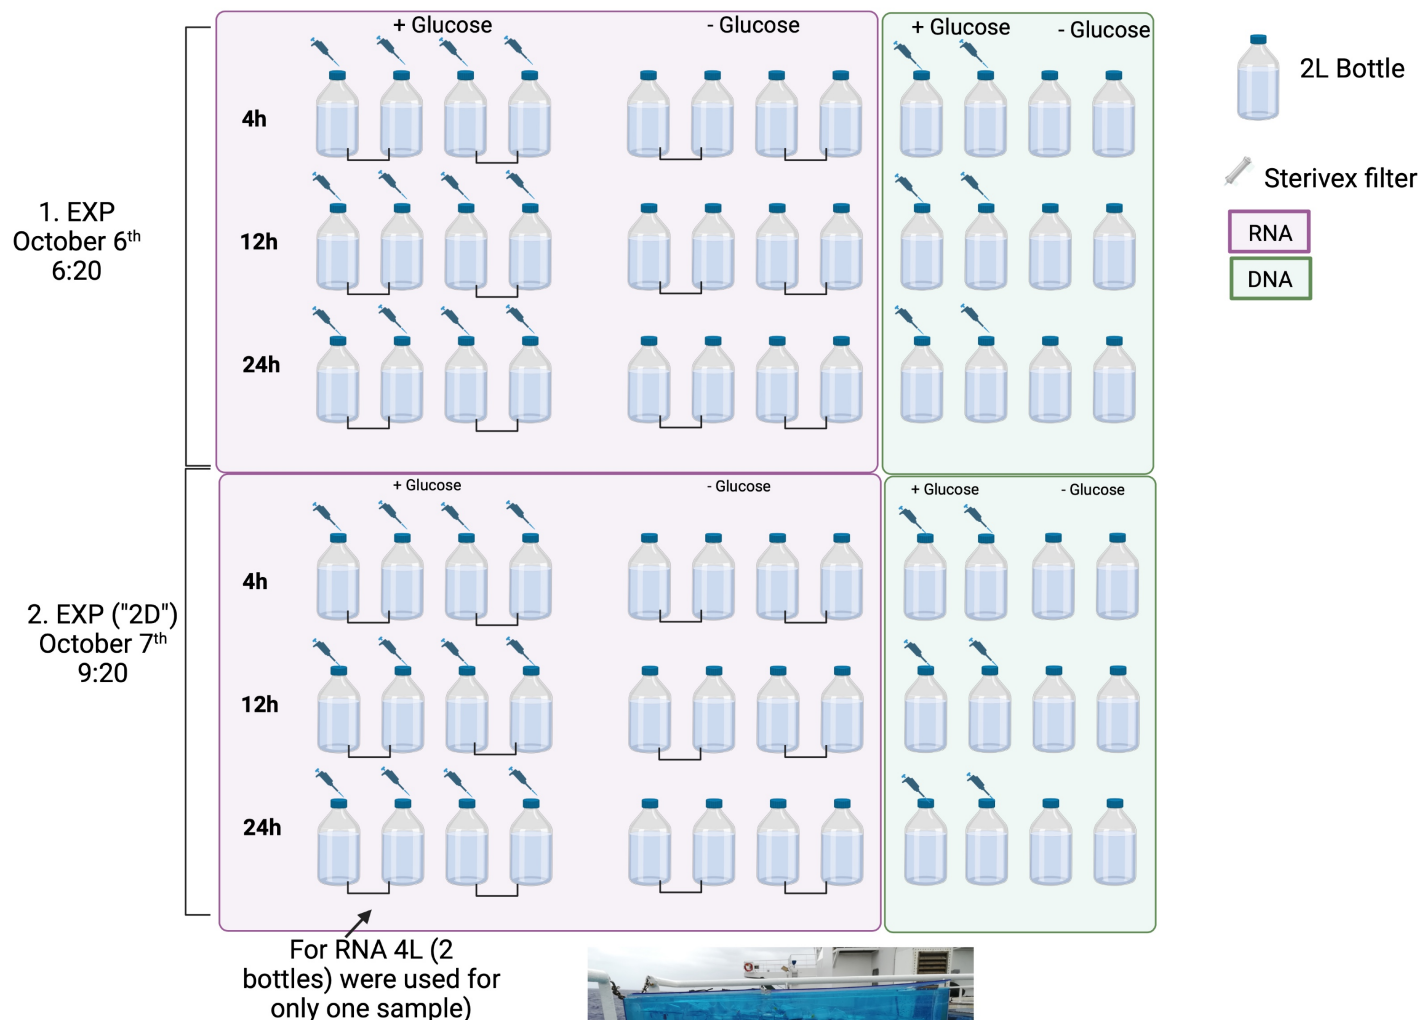

2. All bottles were incubated in the on-deck incubator

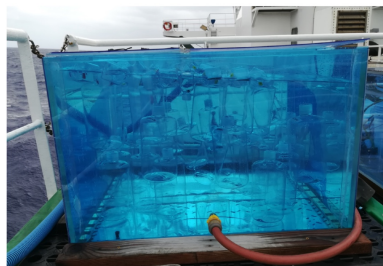

3. Samples were collected by filtering 4L for RNA and 2L for DNA after 4,12 and 24h incubation, flash liquid N<sub>2</sub> and stored at -80°C

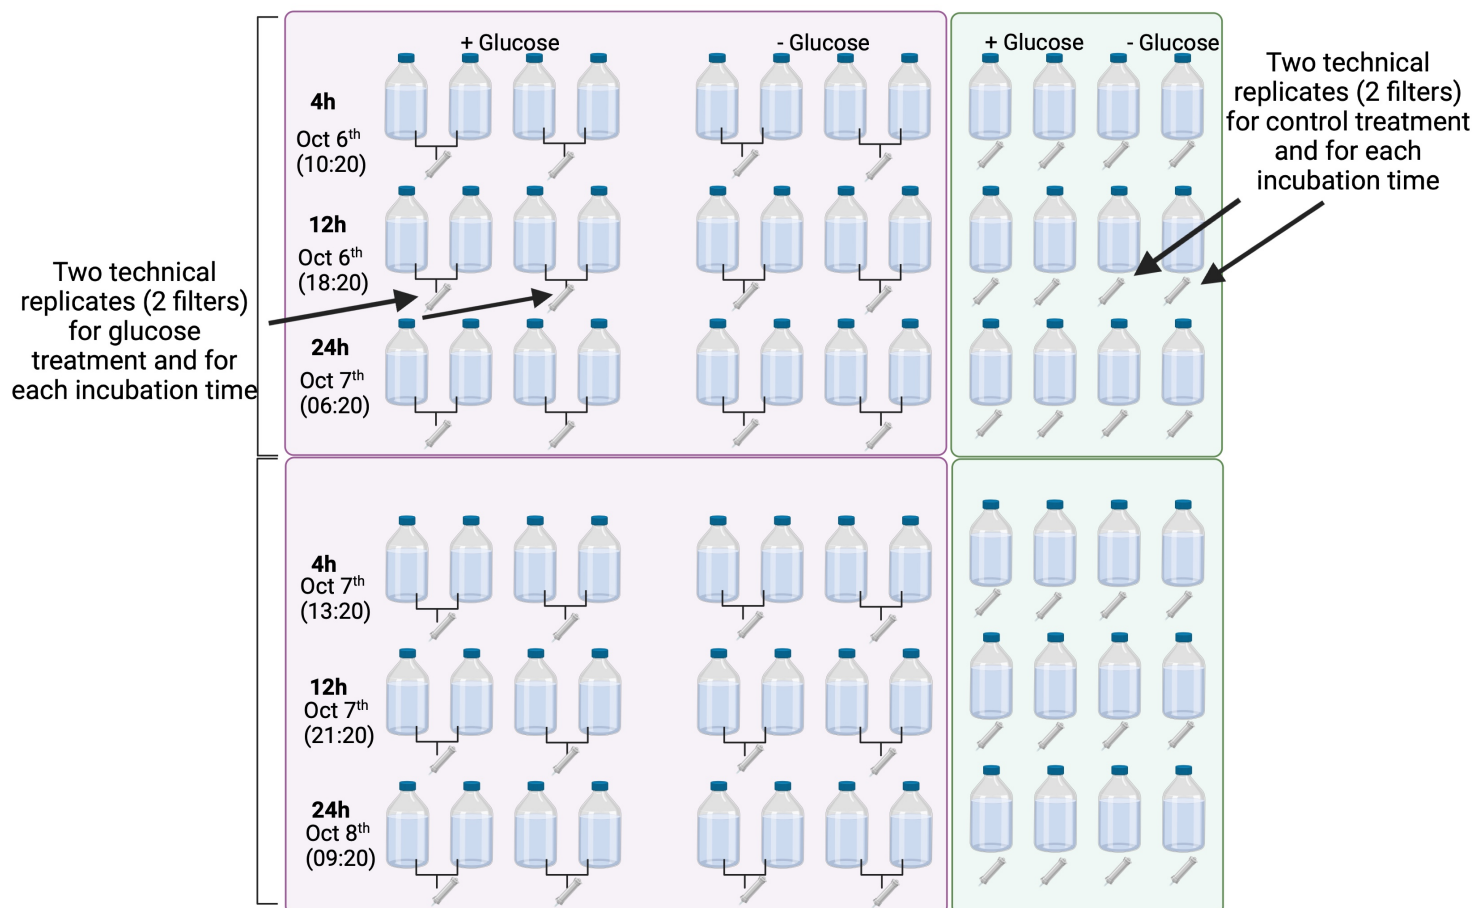

**Table S1. (A) Schematic illustration of the experimental design during the HOT 296**

**cruise.** Green color indicates the incubation experiments with glucose for genomics-based approaches. For each experiment, 72 L were collected into 2 L polycarbonate bottles. 24 L were collected for DNA and 48 L for RNA.

For each genomic approach, two technical replicates were collected at 3 different times: after 4h, 12h and 24h of incubation, in the presence of glucose or in the control treatment. At each sampling time point, RNA and DNA samples were collected by filtering 4 L and 1 L of seawater. Yellow color indicates the incubation experiments with radiolabeled substrates.

Seawater (SW) samples were collected every 6 h for a total of 10 samplings (S) over a 54-h period. Duplicate 60 ml bottles were spiked with radiolabeled glucose to a target addition of 2 nM glucose or with  $^{14}\text{C}$ -sodium bicarbonate (final activity approximately 150 MBq  $\text{l}^{-1}$ ).

The diel samples were incubated for 4 h and terminated by adding paraformaldehyde (PFA) to stop the assimilation of the radiolabel and preserve the sample. The shaded area represents the dark period.

**(B) Schematic illustration of the experimental design for the metatranscriptomic and transcriptomic experiments during the HOT 296 cruise. (C)**

**Date and sampling times for the diel and genomic incubation experiments and surface light flux during the incubations.**

A.

Sequence

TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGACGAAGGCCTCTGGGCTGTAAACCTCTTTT  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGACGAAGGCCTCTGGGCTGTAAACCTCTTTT  
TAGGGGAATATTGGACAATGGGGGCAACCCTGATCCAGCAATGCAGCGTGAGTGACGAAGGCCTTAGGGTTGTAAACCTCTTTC  
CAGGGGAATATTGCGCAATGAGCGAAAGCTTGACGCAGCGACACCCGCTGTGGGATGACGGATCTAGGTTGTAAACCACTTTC  
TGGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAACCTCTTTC  
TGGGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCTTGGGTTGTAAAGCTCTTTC  
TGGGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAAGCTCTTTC  
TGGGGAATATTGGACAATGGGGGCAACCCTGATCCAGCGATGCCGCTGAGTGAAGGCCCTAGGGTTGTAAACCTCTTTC  
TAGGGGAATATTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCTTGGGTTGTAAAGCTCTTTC  
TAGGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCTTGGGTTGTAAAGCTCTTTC  
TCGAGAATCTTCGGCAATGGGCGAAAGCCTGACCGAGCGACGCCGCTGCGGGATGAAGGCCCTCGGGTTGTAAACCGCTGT  
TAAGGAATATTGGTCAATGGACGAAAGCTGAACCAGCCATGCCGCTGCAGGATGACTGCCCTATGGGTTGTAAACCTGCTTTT  
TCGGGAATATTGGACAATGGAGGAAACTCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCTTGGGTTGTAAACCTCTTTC  
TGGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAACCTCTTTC  
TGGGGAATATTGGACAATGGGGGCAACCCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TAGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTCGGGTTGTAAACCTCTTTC  
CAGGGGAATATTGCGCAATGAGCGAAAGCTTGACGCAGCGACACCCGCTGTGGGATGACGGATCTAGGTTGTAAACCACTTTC  
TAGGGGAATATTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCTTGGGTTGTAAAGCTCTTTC  
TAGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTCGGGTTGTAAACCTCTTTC  
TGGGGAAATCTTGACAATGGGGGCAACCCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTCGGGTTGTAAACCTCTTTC  
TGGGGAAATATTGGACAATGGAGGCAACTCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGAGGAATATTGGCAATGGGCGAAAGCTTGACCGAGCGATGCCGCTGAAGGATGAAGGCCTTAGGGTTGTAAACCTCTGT  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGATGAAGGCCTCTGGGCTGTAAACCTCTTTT  
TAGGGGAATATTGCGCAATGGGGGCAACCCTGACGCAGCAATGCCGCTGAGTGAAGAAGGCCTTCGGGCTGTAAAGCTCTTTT  
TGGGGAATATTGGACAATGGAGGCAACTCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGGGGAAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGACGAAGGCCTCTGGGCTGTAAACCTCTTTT  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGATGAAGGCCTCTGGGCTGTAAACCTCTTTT  
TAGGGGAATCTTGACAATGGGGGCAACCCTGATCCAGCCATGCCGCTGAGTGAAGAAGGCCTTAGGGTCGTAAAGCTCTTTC  
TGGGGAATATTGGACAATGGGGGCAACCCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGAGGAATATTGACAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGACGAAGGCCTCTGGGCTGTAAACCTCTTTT  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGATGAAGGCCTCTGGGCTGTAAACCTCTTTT  
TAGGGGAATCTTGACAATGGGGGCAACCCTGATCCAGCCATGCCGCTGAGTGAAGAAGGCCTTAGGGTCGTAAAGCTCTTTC  
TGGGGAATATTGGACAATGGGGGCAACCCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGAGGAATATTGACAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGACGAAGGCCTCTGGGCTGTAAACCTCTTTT  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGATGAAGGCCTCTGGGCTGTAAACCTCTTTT  
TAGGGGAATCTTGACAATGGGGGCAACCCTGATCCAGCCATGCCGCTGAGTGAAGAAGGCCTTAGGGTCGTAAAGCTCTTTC  
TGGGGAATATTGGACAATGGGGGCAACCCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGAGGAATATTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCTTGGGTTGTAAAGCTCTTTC  
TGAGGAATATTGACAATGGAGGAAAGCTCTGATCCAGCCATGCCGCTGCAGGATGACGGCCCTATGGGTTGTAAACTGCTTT  
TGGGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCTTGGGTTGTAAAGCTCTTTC  
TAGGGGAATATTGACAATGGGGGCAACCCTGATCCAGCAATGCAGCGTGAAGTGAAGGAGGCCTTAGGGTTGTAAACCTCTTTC  
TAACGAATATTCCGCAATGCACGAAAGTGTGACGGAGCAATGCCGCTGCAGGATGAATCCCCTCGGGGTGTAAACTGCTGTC  
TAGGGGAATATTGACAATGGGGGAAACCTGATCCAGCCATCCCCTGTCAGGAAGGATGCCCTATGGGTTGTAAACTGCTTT  
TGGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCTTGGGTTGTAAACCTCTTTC  
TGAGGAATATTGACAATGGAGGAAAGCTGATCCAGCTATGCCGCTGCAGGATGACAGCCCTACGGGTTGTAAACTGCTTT  
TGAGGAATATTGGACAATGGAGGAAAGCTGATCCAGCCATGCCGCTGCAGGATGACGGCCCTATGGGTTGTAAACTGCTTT

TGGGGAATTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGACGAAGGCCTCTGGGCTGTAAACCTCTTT  
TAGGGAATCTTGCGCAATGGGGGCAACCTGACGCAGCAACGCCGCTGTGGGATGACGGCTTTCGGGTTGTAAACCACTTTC  
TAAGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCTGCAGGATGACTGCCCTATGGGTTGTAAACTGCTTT  
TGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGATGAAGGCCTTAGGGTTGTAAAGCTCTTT  
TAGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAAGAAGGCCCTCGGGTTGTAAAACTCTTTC  
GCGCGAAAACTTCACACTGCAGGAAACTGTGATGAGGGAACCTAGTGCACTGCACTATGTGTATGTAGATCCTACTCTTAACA/  
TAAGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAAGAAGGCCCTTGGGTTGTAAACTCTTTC  
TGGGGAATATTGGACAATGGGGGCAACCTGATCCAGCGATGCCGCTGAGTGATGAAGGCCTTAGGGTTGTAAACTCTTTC  
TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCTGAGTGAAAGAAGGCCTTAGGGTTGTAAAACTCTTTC  
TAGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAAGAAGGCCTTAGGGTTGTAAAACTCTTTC  
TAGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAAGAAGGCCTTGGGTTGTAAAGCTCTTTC  
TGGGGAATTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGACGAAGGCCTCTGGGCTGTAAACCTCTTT  
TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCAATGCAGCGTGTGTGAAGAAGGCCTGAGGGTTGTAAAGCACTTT  
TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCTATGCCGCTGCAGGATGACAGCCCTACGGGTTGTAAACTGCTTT  
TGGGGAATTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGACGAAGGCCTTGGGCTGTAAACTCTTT  
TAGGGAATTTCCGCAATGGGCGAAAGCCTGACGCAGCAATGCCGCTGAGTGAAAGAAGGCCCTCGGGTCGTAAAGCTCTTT/  
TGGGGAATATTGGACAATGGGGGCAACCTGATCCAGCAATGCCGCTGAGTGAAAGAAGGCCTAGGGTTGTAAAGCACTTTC  
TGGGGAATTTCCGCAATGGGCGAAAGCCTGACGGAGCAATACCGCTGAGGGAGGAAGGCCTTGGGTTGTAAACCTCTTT  
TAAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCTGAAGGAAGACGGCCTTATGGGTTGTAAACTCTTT  
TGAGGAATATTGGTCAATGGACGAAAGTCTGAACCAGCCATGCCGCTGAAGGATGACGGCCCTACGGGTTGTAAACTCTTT  
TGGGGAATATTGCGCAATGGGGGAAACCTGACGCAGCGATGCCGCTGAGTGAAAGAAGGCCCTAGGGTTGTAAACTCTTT/  
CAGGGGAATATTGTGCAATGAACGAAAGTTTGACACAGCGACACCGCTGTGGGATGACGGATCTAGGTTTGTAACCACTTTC/  
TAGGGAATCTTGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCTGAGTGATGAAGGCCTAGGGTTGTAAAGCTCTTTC  
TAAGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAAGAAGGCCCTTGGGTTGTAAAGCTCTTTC  
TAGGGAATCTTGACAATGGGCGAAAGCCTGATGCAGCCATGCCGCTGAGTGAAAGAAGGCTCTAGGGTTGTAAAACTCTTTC  
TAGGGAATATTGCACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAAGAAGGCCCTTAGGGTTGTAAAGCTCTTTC  
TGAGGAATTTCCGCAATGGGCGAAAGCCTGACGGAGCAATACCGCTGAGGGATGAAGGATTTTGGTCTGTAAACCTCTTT/  
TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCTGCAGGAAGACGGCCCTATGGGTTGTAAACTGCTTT  
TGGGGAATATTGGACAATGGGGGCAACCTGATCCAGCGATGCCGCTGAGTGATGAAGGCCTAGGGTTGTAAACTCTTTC  
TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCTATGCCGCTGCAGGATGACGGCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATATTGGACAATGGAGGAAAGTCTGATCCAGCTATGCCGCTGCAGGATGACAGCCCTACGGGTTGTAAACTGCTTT/  
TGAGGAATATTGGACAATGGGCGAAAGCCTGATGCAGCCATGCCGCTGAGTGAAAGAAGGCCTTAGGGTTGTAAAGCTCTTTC  
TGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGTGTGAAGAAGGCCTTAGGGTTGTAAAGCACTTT/  
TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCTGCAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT  
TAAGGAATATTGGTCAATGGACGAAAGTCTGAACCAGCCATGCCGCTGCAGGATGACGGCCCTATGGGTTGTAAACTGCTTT  
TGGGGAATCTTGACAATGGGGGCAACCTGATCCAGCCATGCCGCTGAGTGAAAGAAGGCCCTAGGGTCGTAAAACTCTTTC  
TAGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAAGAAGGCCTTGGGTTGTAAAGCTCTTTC  
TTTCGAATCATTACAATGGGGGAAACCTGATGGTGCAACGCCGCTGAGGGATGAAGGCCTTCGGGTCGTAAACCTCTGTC/  
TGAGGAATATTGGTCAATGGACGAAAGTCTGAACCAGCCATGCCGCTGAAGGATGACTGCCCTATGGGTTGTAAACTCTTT  
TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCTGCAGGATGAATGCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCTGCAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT  
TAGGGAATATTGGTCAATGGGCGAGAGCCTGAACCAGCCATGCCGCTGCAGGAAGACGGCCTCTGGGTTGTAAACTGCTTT  
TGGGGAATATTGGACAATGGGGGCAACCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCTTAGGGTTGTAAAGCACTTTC  
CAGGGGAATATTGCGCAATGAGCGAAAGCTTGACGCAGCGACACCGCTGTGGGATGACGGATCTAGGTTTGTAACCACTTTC  
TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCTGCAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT  
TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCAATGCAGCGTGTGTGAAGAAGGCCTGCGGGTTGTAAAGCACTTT  
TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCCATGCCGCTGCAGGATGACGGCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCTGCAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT  
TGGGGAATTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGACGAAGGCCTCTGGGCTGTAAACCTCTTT

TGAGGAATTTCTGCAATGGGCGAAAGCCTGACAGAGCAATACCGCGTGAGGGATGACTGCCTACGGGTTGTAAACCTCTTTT(

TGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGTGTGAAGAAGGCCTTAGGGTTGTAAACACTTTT(

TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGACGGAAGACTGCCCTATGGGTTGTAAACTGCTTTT

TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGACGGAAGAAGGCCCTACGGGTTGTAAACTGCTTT

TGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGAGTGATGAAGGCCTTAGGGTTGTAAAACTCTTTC

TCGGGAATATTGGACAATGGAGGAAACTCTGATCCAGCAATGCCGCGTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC

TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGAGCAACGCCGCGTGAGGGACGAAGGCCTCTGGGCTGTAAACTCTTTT

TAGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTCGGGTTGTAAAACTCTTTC

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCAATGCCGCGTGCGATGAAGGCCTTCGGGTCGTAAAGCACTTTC

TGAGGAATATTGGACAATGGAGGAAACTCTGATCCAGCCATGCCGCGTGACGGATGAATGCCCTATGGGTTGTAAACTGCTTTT

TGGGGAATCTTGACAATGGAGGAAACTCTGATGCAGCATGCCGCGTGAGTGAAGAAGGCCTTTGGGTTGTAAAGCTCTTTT

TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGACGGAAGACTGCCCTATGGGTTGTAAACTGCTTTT

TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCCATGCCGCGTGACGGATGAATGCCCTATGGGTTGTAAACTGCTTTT

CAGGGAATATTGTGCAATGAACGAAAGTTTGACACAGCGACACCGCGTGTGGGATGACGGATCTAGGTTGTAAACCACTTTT(

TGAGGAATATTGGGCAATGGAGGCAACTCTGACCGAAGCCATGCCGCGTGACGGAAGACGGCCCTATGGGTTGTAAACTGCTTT

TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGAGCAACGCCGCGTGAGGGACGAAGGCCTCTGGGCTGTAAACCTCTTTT

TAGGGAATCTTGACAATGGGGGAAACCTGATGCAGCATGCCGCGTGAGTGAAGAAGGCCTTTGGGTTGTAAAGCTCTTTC

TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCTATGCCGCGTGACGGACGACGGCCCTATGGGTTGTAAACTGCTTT

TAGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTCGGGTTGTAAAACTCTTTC

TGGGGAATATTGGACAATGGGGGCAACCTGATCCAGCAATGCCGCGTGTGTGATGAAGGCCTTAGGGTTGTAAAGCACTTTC

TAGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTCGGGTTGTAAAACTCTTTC

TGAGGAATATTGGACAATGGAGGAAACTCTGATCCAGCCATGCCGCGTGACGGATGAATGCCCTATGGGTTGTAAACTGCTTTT

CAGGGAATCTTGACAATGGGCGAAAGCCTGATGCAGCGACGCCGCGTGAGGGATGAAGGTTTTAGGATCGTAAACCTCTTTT

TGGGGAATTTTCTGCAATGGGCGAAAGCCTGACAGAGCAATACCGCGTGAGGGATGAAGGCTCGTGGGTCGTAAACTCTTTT

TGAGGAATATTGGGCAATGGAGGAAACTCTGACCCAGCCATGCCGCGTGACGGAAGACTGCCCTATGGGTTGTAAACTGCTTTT

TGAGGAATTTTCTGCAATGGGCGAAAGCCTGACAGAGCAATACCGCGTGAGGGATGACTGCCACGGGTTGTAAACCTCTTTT(

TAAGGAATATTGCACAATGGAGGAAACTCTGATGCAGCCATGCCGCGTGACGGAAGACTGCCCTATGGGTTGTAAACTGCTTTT

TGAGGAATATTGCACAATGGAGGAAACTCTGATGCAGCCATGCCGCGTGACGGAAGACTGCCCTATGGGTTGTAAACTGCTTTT

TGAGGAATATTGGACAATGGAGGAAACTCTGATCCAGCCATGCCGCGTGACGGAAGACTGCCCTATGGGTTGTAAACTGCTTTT

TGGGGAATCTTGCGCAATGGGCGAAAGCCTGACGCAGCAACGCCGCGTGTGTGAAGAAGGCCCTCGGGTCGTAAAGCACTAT/

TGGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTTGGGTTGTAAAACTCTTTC

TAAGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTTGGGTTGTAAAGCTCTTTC

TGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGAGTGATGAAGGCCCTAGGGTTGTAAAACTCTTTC

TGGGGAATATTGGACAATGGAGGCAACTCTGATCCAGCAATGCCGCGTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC

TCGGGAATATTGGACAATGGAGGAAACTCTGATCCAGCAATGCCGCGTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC

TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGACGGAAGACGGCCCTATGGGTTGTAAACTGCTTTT

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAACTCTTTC

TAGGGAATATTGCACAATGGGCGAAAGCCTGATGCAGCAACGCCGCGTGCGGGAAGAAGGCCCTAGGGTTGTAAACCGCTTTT(

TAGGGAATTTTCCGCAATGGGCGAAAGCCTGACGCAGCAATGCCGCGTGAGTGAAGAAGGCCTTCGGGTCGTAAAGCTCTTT/

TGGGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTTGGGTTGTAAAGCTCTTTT

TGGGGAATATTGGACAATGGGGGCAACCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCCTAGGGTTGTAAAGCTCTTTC

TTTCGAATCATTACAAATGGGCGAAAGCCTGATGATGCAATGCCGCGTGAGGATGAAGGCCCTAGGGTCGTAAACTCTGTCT/

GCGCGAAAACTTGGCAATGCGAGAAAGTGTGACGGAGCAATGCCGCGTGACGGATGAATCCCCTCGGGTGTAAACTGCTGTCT/

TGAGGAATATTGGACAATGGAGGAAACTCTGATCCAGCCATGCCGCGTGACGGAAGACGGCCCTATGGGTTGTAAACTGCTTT

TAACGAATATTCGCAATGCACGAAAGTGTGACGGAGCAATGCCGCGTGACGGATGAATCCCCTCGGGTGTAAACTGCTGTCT/

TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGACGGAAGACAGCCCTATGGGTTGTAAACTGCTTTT

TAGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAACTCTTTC

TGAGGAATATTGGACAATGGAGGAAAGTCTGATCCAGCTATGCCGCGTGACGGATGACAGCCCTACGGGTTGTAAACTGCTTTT

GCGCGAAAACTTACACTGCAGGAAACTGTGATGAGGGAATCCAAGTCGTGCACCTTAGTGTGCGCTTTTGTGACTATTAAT

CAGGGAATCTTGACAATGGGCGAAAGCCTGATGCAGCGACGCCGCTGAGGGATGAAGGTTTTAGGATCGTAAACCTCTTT  
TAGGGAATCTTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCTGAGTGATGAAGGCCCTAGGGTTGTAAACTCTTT  
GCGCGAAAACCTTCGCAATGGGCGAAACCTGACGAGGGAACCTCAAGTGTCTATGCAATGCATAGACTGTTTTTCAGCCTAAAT  
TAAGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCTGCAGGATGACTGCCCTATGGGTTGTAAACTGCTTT  
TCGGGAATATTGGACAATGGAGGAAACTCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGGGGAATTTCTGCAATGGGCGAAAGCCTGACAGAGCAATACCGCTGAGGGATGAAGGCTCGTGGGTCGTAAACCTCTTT  
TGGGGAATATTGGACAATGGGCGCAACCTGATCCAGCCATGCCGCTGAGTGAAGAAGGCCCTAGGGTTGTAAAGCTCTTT  
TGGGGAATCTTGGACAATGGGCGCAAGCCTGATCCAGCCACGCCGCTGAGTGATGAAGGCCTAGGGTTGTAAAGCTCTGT  
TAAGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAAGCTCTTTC  
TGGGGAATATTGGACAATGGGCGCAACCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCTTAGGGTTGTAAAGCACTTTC  
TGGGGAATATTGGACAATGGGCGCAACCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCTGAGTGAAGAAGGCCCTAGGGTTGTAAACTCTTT  
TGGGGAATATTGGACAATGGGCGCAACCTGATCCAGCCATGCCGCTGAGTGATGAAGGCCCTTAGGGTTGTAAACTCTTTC  
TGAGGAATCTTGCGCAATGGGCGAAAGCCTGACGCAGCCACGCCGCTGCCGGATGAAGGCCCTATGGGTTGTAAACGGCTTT  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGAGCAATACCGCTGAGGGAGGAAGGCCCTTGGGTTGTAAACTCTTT  
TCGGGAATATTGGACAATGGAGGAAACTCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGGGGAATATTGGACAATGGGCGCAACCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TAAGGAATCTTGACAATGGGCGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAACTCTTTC  
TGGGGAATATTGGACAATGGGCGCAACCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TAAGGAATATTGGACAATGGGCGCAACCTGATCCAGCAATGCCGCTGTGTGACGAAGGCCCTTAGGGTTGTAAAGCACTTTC  
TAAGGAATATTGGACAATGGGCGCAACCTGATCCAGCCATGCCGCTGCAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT  
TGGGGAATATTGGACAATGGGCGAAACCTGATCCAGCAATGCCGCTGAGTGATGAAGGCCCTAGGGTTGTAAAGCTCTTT  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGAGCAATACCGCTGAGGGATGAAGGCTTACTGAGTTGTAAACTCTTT  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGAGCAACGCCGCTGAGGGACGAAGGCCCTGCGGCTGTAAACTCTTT  
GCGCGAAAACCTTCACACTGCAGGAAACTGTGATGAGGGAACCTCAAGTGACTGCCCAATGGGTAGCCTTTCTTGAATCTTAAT/  
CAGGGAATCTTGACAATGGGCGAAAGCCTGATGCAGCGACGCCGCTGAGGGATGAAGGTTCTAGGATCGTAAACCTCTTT  
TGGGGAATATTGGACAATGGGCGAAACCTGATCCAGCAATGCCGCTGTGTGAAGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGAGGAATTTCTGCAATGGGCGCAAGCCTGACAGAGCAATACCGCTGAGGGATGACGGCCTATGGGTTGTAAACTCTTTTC  
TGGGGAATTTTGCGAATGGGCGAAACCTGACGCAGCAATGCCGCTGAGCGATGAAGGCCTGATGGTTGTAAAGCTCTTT  
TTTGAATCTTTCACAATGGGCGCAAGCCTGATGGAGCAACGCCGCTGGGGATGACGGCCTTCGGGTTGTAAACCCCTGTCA/  
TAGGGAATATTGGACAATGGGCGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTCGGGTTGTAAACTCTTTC  
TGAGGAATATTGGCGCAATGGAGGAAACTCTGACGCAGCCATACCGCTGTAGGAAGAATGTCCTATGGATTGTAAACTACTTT  
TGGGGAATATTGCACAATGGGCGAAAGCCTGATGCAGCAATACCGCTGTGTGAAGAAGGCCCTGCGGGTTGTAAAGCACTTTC  
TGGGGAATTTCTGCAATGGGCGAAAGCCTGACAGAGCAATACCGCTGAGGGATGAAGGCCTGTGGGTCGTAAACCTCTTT  
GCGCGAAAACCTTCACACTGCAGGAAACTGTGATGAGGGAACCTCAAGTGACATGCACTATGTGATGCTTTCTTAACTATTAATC  
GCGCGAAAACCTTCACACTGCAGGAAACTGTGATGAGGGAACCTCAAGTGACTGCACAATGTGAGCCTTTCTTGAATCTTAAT/  
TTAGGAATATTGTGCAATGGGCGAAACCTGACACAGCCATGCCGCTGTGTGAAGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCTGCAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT  
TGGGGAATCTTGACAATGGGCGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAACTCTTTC  
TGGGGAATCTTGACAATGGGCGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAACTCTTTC  
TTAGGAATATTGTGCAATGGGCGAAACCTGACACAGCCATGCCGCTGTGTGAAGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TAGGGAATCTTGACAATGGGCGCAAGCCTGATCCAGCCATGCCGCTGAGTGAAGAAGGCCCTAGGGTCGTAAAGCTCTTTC  
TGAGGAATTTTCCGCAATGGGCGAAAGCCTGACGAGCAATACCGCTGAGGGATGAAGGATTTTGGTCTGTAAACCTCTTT  
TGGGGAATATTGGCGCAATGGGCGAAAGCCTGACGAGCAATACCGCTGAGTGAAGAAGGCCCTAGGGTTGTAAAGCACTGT  
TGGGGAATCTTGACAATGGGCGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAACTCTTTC  
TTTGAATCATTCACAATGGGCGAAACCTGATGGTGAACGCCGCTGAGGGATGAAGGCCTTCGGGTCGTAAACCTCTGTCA/  
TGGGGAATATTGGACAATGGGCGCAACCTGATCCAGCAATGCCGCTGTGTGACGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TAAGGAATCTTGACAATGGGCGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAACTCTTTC  
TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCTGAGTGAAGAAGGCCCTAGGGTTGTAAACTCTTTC

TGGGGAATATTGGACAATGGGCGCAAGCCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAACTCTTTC  
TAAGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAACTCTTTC  
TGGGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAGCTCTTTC  
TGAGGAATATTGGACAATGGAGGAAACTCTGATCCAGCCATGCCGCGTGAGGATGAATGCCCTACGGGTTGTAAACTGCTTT  
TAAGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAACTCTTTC  
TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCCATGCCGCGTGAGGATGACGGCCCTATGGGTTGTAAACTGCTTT  
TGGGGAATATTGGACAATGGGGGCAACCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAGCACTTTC  
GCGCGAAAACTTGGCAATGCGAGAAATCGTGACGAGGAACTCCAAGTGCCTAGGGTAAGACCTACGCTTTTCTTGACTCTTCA  
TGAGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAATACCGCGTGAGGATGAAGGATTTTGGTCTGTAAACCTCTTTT  
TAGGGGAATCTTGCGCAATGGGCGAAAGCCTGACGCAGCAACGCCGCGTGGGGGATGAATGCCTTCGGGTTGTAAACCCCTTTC  
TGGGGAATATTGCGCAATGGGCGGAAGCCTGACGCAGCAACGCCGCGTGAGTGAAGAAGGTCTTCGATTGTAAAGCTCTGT  
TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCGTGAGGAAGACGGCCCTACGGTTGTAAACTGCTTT  
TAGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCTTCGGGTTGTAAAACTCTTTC  
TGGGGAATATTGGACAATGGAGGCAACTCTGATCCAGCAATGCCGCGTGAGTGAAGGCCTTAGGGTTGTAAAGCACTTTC  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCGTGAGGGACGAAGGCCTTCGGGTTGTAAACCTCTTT  
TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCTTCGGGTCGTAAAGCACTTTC  
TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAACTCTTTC  
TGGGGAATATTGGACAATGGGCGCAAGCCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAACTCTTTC  
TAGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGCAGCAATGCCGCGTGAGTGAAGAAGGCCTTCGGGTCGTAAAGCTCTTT  
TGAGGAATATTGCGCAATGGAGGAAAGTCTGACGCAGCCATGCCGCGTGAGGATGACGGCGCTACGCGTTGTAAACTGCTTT  
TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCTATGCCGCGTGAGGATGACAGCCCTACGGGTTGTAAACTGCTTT  
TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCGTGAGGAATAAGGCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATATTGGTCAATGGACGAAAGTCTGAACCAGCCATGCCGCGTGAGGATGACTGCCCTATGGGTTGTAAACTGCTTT  
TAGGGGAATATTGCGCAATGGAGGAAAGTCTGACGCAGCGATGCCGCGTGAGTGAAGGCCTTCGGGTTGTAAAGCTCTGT  
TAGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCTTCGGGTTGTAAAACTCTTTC  
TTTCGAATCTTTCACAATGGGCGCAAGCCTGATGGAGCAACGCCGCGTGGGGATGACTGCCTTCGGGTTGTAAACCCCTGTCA  
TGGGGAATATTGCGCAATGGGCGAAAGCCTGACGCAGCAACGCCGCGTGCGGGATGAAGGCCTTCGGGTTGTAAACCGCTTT  
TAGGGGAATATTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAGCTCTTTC  
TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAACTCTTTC  
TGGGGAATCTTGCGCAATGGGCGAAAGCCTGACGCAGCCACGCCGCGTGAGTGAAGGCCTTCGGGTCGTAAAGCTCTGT  
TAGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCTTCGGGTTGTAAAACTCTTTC  
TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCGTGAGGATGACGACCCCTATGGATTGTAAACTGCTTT  
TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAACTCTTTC  
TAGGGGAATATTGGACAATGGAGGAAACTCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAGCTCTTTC  
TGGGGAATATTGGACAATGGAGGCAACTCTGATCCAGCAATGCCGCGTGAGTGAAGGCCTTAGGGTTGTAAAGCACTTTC  
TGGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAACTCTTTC  
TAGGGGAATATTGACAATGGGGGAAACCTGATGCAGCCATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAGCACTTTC  
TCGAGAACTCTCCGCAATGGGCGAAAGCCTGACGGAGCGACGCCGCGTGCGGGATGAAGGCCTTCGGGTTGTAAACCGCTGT  
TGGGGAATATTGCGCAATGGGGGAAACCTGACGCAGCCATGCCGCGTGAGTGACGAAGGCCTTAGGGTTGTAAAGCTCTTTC  
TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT  
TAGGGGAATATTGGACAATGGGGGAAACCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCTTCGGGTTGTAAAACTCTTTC  
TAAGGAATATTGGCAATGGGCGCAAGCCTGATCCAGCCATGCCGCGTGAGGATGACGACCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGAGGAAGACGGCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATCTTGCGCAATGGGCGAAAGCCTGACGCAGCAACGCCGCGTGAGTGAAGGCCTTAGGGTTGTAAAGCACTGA  
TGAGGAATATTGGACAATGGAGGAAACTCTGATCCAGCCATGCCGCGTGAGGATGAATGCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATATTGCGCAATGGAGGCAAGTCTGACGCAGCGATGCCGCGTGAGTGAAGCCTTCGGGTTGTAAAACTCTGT

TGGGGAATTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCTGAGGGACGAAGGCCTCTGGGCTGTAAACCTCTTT  
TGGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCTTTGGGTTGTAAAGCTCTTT  
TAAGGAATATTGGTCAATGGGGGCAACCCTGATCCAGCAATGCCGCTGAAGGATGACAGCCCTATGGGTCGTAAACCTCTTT  
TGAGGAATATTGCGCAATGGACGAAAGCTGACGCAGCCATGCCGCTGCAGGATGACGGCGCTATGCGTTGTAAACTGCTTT  
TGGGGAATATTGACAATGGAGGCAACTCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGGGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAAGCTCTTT  
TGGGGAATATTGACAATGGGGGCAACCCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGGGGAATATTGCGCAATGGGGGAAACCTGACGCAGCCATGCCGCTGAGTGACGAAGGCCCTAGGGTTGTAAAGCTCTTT  
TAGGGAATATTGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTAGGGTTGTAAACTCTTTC  
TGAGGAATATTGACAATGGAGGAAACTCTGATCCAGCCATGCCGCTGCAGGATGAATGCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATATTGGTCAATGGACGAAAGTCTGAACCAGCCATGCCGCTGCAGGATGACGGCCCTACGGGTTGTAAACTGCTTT  
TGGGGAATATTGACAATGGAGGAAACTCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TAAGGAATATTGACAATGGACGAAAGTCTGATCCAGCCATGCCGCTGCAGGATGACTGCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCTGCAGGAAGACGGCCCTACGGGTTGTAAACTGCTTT  
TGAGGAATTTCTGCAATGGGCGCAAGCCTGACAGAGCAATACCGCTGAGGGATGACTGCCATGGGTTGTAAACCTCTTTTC  
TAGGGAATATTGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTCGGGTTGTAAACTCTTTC  
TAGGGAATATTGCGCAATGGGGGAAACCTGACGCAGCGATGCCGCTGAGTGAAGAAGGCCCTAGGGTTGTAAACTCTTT  
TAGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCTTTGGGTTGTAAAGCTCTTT  
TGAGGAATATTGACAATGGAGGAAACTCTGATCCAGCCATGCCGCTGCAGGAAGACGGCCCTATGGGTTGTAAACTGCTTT  
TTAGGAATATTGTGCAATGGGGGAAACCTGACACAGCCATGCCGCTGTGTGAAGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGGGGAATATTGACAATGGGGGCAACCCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
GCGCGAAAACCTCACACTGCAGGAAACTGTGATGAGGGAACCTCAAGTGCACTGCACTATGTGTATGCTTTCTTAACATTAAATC  
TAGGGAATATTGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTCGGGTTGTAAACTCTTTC  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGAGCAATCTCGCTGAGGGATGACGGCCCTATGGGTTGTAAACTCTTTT  
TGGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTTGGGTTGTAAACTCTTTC  
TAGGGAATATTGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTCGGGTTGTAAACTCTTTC  
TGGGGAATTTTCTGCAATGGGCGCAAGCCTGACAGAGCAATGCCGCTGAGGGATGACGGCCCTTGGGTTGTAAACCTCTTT  
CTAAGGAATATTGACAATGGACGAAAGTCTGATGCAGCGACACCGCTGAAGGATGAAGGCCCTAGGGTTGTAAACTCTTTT/  
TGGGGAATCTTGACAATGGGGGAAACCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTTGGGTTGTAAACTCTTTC  
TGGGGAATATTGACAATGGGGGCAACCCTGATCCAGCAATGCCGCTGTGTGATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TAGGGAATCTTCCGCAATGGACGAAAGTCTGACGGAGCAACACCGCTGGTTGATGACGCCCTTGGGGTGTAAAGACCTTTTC  
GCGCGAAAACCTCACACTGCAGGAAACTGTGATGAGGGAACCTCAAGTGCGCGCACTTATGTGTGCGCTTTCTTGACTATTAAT  
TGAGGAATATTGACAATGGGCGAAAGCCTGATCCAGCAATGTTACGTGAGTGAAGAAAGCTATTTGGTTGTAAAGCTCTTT  
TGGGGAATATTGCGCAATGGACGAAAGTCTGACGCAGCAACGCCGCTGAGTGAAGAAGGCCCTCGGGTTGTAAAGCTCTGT  
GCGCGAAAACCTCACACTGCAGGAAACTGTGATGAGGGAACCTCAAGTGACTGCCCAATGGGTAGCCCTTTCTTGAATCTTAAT/  
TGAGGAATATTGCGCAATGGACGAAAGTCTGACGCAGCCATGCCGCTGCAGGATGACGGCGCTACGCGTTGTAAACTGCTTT  
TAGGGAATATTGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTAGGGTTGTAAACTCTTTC  
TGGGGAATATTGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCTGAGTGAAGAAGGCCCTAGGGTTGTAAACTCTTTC  
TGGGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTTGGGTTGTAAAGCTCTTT  
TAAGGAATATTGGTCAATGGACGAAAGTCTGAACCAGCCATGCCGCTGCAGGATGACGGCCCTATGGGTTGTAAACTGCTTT  
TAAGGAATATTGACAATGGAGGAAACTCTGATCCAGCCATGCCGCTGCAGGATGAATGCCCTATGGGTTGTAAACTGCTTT  
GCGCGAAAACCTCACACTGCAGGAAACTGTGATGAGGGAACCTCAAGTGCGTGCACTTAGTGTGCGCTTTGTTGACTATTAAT  
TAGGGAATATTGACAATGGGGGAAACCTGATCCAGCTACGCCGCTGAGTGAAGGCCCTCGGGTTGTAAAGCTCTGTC  
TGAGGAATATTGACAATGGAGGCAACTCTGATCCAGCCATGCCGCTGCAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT  
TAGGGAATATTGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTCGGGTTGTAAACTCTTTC  
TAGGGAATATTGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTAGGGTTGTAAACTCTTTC  
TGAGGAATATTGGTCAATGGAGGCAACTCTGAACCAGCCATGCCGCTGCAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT  
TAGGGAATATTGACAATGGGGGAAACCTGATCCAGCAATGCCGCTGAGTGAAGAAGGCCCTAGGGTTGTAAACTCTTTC  
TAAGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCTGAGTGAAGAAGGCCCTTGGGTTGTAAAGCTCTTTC  
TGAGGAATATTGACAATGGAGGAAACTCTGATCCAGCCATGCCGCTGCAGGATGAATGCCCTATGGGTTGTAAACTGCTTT

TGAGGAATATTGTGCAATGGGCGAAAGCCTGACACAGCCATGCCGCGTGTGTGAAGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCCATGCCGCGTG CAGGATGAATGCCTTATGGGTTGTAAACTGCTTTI  
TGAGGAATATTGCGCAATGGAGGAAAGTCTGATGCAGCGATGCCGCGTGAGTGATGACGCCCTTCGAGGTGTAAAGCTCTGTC  
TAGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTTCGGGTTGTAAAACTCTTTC  
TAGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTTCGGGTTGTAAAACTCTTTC  
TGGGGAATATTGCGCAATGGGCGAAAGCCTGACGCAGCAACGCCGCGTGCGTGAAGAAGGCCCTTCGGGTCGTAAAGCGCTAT.  
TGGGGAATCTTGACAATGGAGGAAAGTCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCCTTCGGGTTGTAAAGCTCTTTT  
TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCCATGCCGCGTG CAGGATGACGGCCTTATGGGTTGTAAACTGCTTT  
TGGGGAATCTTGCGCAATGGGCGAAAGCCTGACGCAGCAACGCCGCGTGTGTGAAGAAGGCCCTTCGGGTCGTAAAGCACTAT/  
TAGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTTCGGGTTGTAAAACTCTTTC  
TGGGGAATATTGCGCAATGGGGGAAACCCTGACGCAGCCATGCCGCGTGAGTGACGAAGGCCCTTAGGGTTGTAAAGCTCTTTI  
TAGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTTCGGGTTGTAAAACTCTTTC  
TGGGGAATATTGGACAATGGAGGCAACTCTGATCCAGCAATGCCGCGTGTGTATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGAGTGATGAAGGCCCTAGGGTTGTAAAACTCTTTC  
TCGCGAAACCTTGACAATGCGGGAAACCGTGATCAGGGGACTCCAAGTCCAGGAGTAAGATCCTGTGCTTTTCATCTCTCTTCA/  
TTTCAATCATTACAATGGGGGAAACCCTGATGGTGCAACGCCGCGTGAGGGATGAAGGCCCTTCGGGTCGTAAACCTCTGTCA/  
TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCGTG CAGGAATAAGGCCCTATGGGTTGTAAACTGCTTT  
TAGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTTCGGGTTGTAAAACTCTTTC  
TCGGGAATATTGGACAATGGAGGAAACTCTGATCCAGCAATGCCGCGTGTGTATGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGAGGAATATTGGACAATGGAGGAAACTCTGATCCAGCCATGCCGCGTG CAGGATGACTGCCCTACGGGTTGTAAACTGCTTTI  
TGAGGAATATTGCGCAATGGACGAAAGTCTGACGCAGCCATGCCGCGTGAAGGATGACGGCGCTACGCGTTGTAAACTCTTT  
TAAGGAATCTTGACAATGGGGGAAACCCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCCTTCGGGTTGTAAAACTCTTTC  
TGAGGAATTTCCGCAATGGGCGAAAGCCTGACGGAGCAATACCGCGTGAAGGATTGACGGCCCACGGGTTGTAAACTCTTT  
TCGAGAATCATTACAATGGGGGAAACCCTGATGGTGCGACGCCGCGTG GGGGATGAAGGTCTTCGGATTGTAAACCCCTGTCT  
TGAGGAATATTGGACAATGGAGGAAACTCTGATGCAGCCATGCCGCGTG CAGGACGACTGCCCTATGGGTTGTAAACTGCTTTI  
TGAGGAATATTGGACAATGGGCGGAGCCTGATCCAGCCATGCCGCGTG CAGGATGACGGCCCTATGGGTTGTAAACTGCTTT  
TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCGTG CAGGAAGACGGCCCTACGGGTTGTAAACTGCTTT  
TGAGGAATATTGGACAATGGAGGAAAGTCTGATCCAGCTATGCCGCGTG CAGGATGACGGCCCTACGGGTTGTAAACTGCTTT  
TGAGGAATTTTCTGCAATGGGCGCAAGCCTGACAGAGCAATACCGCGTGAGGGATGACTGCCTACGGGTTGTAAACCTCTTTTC  
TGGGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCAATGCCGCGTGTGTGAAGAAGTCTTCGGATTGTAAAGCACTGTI  
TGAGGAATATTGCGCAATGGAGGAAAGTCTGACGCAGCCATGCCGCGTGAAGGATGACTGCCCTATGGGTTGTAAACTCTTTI  
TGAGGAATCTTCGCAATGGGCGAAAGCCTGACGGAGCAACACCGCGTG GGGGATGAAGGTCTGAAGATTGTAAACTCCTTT  
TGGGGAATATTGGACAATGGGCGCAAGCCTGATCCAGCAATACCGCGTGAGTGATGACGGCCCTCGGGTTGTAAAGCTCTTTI,  
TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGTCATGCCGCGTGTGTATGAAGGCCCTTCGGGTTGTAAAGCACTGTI  
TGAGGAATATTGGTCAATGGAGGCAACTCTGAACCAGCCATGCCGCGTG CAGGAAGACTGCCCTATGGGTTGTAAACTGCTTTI  
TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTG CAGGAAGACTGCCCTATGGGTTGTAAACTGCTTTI  
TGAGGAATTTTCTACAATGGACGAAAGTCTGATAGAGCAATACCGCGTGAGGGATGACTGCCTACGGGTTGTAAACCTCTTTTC  
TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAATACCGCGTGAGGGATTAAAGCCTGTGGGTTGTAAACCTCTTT  
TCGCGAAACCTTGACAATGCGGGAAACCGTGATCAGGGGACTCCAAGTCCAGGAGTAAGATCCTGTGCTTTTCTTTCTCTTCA  
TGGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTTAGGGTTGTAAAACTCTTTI  
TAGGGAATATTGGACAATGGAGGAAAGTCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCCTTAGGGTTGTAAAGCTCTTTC  
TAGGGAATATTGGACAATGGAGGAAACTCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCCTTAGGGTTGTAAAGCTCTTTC  
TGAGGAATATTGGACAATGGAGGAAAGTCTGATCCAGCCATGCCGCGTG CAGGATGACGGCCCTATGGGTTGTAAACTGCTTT  
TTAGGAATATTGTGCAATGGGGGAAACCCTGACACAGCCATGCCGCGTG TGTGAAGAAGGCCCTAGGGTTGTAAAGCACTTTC  
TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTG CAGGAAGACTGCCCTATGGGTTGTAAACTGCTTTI  
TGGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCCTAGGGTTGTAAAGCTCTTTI  
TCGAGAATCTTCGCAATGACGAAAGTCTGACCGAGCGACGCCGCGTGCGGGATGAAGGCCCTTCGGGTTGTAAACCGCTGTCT  
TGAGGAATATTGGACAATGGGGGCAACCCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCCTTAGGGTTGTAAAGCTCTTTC  
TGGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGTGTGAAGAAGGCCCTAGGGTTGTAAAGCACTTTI  
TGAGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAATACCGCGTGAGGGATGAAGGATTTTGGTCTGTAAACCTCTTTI

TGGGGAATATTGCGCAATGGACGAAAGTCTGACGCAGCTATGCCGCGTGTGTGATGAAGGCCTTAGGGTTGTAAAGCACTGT(

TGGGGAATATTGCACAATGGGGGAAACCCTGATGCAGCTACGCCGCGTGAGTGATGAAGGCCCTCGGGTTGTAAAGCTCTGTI

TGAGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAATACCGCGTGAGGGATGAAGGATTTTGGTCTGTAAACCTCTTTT

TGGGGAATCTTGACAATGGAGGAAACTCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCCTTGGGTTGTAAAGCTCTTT

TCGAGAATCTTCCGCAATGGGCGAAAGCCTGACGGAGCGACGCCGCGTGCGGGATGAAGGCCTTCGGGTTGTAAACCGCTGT(

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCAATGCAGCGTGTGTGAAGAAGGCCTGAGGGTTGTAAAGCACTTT

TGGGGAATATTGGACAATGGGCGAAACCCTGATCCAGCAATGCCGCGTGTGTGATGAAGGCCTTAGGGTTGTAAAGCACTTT

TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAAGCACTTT

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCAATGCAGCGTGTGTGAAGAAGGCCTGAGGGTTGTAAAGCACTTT

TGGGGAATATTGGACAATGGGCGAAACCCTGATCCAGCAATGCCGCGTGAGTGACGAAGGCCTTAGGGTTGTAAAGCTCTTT

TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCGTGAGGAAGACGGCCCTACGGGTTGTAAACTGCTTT

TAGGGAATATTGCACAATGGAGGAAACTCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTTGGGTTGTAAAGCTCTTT

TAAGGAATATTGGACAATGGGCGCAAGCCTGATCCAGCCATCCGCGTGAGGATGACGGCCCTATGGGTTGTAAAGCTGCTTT

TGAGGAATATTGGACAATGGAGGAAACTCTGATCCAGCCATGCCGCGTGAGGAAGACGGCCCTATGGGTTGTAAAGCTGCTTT

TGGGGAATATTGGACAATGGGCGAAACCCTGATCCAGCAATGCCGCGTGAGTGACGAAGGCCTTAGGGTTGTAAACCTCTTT

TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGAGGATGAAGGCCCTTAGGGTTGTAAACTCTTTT

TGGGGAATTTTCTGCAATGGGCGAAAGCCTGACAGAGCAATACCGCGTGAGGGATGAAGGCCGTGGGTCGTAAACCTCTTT

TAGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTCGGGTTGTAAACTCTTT

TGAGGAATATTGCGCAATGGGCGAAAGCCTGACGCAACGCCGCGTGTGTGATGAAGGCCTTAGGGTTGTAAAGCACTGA

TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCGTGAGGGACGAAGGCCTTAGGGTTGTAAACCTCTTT

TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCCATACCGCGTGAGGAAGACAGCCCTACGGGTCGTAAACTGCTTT

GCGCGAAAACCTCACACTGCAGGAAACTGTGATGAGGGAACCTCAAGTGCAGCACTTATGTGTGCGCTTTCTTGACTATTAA

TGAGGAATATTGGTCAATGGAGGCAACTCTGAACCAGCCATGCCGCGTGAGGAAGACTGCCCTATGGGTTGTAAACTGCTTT

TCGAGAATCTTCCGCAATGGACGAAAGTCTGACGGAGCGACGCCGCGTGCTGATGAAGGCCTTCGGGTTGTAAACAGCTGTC

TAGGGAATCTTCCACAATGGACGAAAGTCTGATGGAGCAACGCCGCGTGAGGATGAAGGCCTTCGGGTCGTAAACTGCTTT

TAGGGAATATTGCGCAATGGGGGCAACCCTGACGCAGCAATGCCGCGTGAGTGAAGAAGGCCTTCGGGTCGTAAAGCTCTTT

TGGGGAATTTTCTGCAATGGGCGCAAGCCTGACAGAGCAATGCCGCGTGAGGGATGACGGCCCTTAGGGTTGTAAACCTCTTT

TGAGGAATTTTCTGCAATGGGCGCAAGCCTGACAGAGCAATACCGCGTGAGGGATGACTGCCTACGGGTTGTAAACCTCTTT

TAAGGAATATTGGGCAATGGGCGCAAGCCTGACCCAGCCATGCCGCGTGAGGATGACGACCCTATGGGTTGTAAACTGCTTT

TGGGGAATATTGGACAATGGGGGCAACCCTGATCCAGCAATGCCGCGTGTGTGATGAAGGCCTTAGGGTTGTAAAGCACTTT

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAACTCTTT

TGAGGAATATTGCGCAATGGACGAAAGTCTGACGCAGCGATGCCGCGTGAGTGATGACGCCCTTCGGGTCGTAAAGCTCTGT

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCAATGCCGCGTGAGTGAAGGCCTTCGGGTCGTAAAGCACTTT

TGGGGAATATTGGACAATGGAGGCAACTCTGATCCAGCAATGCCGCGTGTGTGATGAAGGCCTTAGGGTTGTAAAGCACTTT

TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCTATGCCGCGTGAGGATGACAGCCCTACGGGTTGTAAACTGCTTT

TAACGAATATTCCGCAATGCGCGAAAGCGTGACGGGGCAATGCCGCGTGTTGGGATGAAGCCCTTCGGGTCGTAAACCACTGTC

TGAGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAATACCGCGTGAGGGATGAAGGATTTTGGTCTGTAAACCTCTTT

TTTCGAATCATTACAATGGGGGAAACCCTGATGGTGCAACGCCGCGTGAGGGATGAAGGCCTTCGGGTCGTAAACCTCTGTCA

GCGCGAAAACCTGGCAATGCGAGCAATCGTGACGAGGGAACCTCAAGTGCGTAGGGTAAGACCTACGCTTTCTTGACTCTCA

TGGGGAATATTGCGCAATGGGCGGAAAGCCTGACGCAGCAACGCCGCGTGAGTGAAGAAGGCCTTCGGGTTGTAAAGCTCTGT

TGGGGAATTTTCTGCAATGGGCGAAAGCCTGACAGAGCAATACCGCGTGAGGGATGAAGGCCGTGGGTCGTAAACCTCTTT

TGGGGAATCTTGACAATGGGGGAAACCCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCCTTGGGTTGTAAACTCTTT

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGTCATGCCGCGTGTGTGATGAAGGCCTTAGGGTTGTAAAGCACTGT

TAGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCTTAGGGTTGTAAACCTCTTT

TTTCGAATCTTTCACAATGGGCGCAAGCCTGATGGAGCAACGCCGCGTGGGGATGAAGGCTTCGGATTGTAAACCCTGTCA

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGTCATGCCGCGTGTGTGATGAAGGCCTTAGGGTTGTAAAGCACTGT

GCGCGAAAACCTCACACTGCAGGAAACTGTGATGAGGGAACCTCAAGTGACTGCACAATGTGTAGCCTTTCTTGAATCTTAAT

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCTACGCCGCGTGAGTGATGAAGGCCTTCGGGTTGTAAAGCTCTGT

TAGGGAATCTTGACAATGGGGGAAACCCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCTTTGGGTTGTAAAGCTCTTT

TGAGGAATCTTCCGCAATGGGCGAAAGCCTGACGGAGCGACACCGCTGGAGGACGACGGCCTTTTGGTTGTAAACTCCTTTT(

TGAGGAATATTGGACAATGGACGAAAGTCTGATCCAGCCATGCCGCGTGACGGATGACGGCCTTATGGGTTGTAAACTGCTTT

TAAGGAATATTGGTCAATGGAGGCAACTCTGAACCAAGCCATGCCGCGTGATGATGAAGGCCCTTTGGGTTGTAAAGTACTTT

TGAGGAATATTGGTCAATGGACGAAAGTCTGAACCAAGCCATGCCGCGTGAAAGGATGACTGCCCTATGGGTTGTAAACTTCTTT

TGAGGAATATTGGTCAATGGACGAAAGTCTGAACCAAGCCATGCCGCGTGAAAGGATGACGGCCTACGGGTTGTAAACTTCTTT

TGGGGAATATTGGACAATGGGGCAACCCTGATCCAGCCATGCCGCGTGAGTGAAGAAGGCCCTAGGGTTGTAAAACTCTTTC

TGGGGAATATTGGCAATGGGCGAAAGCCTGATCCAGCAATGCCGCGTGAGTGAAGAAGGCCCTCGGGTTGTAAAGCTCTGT

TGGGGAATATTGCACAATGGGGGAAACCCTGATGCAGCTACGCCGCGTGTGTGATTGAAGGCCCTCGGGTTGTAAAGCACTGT

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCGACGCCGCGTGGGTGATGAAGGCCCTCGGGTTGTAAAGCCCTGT

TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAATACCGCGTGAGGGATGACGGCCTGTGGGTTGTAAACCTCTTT

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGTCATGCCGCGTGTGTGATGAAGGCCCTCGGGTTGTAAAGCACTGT(

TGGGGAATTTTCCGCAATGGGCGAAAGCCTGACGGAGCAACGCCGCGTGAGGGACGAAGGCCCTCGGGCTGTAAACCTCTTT

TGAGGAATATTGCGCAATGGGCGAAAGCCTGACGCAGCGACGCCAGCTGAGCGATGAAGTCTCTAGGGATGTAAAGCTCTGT(

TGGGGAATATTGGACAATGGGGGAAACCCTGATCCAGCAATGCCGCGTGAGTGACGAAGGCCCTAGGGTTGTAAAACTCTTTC

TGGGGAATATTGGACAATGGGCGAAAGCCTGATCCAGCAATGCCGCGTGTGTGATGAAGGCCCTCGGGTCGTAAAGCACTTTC

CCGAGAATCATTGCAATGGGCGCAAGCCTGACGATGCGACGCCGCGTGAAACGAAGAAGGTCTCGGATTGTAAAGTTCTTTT/

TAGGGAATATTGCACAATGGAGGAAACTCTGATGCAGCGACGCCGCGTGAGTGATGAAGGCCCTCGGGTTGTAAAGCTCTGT

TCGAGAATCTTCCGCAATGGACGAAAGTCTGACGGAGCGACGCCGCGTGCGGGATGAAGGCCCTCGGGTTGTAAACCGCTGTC

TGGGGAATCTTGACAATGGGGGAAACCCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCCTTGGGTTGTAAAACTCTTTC

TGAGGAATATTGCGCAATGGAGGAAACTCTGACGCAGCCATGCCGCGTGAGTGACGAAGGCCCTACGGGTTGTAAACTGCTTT

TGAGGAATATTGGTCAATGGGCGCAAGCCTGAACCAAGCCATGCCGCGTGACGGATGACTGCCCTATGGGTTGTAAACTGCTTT

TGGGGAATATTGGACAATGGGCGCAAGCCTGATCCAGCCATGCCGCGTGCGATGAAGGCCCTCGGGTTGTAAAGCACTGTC

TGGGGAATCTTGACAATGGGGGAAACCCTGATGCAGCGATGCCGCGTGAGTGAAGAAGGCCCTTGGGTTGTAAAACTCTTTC

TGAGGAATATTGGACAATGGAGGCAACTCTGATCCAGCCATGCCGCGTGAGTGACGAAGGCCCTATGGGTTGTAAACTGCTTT

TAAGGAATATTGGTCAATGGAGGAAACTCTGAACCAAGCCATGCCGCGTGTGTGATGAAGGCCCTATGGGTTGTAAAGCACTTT

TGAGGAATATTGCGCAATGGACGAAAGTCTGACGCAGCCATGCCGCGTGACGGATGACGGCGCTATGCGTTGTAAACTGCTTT

How the deposited data were processed for this re-analysis (not part of the article)

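RNA from the seawater of 2 incubation experiments was hybridized to 15 single-colour Agilent arrays, and all 15 were mapped to the time points, treatments and replicate numbers of the paper's sample list. The authors deposited the scanner software's files (Feature Extraction 12.0.3.2) with the intensity of each spot, and a table of processed values that holds the same background-subtracted signal unchanged. The software subtracted the background before the deposit, and no normalization between arrays is contained in either. For the unit of the values, the deposited intensity is linear and positive, and log2 was taken here. The deposited signal of the processed table was used as an alternative start and, being identical, moved no value.

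The files name 5514 custom probes by design IDs. No table used here pairs these with genes, strains or clades, so the planned gene summaries were replaced by values per probe, a change made before any result was seen. The results planned for genes, namely the comparison of high-light and low-light strains, clade shares, pathway levels, diel gene families, gene set tests and the genes named in the paper, were not analysed here. The rule for features named in the text was the 3 largest and 3 smallest log2 fold changes among the calls of each comparison, cut to at most 2 in each direction because the probes have no gene names.

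Control spots and the 96 ERCC probes were left out, as were spots marked as outliers by the software. Log2 signals were quantile normalized between arrays and averaged over the 11 spots of a probe. Detection asked for a median spot signal of at least 10 times the median of the 308 negative control spots of the array. Probes detected in at least 1 of the 15 arrays (2632) were tested with limma 3.58.1 in R 4.3.3 (lmFit with 11 group means, treat against a 1.3-fold change, Benjamini-Hochberg adjustment, adjusted p under 0.05), and a call also needed detection in at least 1 compared array. A group with 1 array is assumed to vary like the groups with 2. The average glucose effect used an additive model of time point and glucose, and the day and night comparison a single term. Clustering used the top 90% of detected probes, Euclidean distances over 1 minus the Pearson correlations, Ward's D2 method and 100000 permutations of the time labels. Other splits of the arrays were drawn 100 times. Non-metric scaling used vegan 2.7.1.

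The comparison code was tested on simulated arrays with 200 changed probes among 2632. Of 200 probes changed 4-fold it recovered 195 in 4h, 190 in 12h, 181 in 24h, 190 in 2D_4h and 181 in 2D_12h, with at most 4 unchanged probes called. Of those changed 2-fold it recovered at most 1. The additive model recovered 200 of 200 changed 4-fold, with 2 unchanged probes called. There the change was the same in every glucose array, so effects that differ between time points were not tested, nor were smaller changes.

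Slide and scan coincide: the 15 arrays lie on 2 slides with different extraction protocols. Since each group lies on 1 slide, slide cannot enter the fit of 11 group means. It entered the average glucose and day and night models as a block, and comparisons were also fitted within each slide. Alternatives covered background, normalization, starting values, detection, fold threshold, intensity trend, slide, replicate number, clock times, distance measure and each replicate left out. The normexp background correction adds an offset of 50, which shrinks the fold changes of dim probes. The depth of an array is its signal over background, with a 75th percentile of the probe signal between 24.8 and 99.1 and negative controls between 1.80 and 2.76.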

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

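The tests of brightness for the 24h comparison were set before the result was seen; the other tests in this part were chosen after. Of 32 sets of arrays (8 measures on 4 groupings of the arrays, both chosen after the data were examined) examined for a single array far from the rest, 4 stood out, where chance alone marks about 1 in 20.

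On slide 2 the 2D_12h_control array had the highest median probe signal, 16.27 against 12.65 in the next array, although its 75th percentile (49.2) was within the range of the others. It is the single control of the 2D_12h comparison. The 75th percentiles of the 2D_12h arrays differed by a factor of 1.19, less than the 1.67 between the 4h_glucose replicates, but more than the 1.04 or less of the other pairs, which decides nothing, and the higher median leaves a difference among dim spots open. A biological difference of that sample was not tested on its own.

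The 12h_glucose replicate 1 array had a median SD over the spots of detected probes of 0.1907, far above the next of slide 1 (0.1178) and of the glucose arrays. The paper describes a shift of this array in its ordination. Its difference from replicate 2 was 34.5 times, as a median square, what the spread of the spots gives. This sets a pair of single arrays against the noise of their spots, so noisier spots, a fault over part of the array and a difference between the samples cannot be told apart.

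The 4h_control replicate 2 array had 1555 spots marked as outliers, against 1374 in the next control array. Several glucose arrays had similar numbers (1550 in 24h_glucose), and keeping these spots in all arrays changed the 24h calls from 3 to 2 and the day and night calls from 864 to 860. No biological explanation was tested.

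The glucose effect differed between comparisons for a few probes by limma's test of the difference. These were 4 probes between 4h and 24h, 3 between 12h and 24h, 1 between 24h and 2D_4h and 8 between 12h and 2D_12h. The 3 probes called in 24h made up 3 of the 4, 3 of the 3 and 1 of the 1, and 1 of the 8. None (0) of the probes was well above background in every compared array. The 24h arrays lie on different slides, and their log2 fold changes correlated with the difference between the slides in the other arrays at r = 0.378 over probes, against between -0.139 and 0.135 in the other comparisons. Among those other arrays each slide holds a single experiment, so the difference between the slides also holds that between the experiments and their hours. Slide and glucose cannot be told apart in 24h because each array lies on its own slide. The 75th percentiles of the 24h arrays differed by a factor of 1.54, within the range of same-treatment pairs (up to 1.67 in 4h_glucose, and at most 1.04 in the others), which decides nothing. A glucose response at 24 h stays open and untested.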

How the results depend on the processing

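Settings named own slide, each slide alone, median of spots, outlier-marked spots kept, other time points pooled and averaged 2D_4h_glucose arrays were chosen after the data were examined and the 0 calls in 2D_12h had been seen, as were the labels' hours combined with slide and the probes with an unadjusted p under 0.05. Several of them aim at the spread or the slide behind that count, and each is given whichever way it came out. The other settings were set before the data were examined.

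The count of 0 probes in 2D_12h by limma was unchanged under every setting set beforehand, including the leaving out of each replicate (0 to 0), with between 146 (normexp background) and 732 (no fold threshold) at an unadjusted p under 0.05. In several of these settings the count lay close to the cut. The smallest adjusted p came near 0.05 without a 12h_glucose or a 4h_glucose array, with no fold threshold and with ERCC scaling. The count moved under 2 settings chosen later. Pooling the treatments of the other time points gave 1 call. Fitting slide 2 alone gave 959 calls (502 higher), a fit whose single residual degree of freedom comes from the pair of 2D_4h_glucose arrays, whose SD was 0.0671. The same fit gave 56 calls in 2D_4h, which otherwise stayed at 0. The count of 0 in 12h was unchanged under every setting run, with between 0 (normexp background) and 470 (ERCC scaling) at an unadjusted p under 0.05.

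In 4h the count of 0 became 183 with the 75th percentile (170 higher, 92.9%), 14 with ERCC scaling (0 higher), 69 with no fold threshold (52 higher) and 4 with the other time points pooled. Leaving out a replicate gave 0 to 334 calls, the 334 (34.1% higher) without 4h_glucose replicate 1. The shift of the median log2 fold change was -0.133 in the quantile values, 0.0339 with the 75th percentile and -0.777 with ERCC scaling. ERCC scaling also moved the median of all probes to 0.812 in 12h, -0.182 in 24h, -0.487 in 2D_4h and -0.913 in 2D_12h, so directions are relative to the median of all probes. The cause of the other changes was not tested.

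In 24h the 3 calls became 0 with the 75th percentile, with the intensity trend and with a signal to noise of 10, and 1 with no detection filter, normexp background, the well above background rule, the replicate block, the median of spots, the other time points pooled and the averaged 2D_4h_glucose arrays. Leaving out a replicate gave 1 to 4 calls, 1 without a 4h_control or 2D_4h_glucose array and 4 without a 4h_glucose or 12h_glucose array, and between 1 and 3 of the original 3 were kept. All were lower with glucose under every setting with calls.

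The day and night count of 864 (38.2% higher at night) moved to 376 with ERCC scaling, 265 with normexp background (52.1% higher) and 0 within slide 2 by the paper's hours. With the labels' hours it was 1197, with slide as a block 1229, within slide 1 alone 1282 and within slide 2 alone 645 (67.9% higher). Leaving out a replicate gave 633 to 1009 calls, and at least 630 of the 864 were kept. The average glucose effect stayed at 0 calls under every setting, with 0 at an unadjusted p under 0.05 in the fit as designed, 76 with no fold threshold and 125 within slide 2.

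The detected share of 34.4% per array moved to 44.8% with the well above background rule, 25.2% with a signal to noise of 10 and 7.45% with the software's mean signal before background subtraction. The distance between time points minus that within them (0.620) stayed between 0.527 and 0.730 under all alternatives, each with a permutation p of 1e-05, the smallest they can give. The mean distance of 2D_12h_glucose from the 2D_4h arrays minus that from its control (-0.0458) was -0.0267 with Spearman correlation and -0.481 over the probes with an unadjusted p under 0.05.

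The correlation of replicate 1 minus replicate 2 was 0.317 between 4h_control and 4h_glucose, the only compared groups that share 2 numbers, and between -0.396 and 0.005 for the other pairs of groups. Whether the replicates share more than a number is not decided by 1 such pair. With the replicate number as a block, the day and night count was 835, the 24h count 1, and the others 0. Slide as a block could not be fitted to the 5 comparisons, since each group lies on 1 slide. The median over the probes of a gene, the alternatives for clade shares, diel families and gene sets, and the high-light and low-light results were not run for want of gene names. The deposited processed table gave identical values. Dim probes have less precise values: the spread over spots was 0.332 or more below the detection rule and 0.191 or less above it, and 2 of the 3 probes called in 24h were not well above background with glucose.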

Differences from the paper's values

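The values here are per probe and the paper's are per gene, after a median polish over a gene's probes that was not repeated, so each pair below sets different units side by side.

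The paper reports 157 differentially expressed genes in 2D_12h, and 0 probes were called here. No alternative set before the data were examined came within 1.5 times the paper's number, since all gave 0. Fitting slide 2 alone, chosen after the values were seen, called 959 probes, and pooling the treatments of the other time points, also chosen afterwards, called 1. Which of the paper's called genes these drop cannot be counted without gene names.

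The paper reports 19 genes in 24h, against 3 probes here. The alternatives set before the data were examined gave between 0 and 4, and none reached the paper's number. The paper reports 1 gene in 2D_4h, against 0 probes here, and every alternative set before the data were examined gave 0. Fitting slide 2 alone, chosen after the values were seen, called 56.

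The paper states that 53% of the genes were detected per sample, against 34.4% of the probes per array here. Its supplement gives a lower mean number of detected genes per sample than its main text, so the gap depends on which figure is taken. With the well above background rule, set before the data were examined, the share was 44.8% and within 1.5 times the paper's. With a signal to noise of 10 it was 25.2% and with the mean signal 7.45%, both farther away. Over all samples the paper's 65% lies within 1.5 times the 47.7% found here.

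The paper reports increases for high-light genes in 24h and a decrease for a low-light gene, while all 3 probes called here were lower with glucose. Of the 104 probes at an unadjusted p under 0.05 in limma's test, 41 were higher and 63 lower. In the right-hand dendrogram of Fig. 2B the 2D_12h arrays join each other first, as they do here by the highest correlation (r = 0.953), but over the Euclidean distances here 2D_12h_glucose joined the 2D_4h arrays (0.152) before its control (0.198). The groups of day and night arrays, and the place of 2D_4h among the latter, match Fig. 2A. The paper's text gives each probe 4 replicate spots, against 11 in the files.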

Other observations

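The reassignments of glucose and the splits of the arrays by the paper's hours were set before the results were seen; the other tests in this part were chosen after.

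The 2D_4h arrays group with the night arrays although the paper's hours place them at 13:20. A candidate explanation is that the RNA was fixed at the hours that follow from the labels and Table S1C, which start experiment 2 at 16:00. By those hours every pair of arrays from the same phase correlated more closely than any pair from different phases, by a margin of 0.0351 in r, whereas by the paper's hours the margin was -0.267. By the light totals of Table S1C, experiment 2 received no further light between 4 and 12 h. The correlations argue against slide as the cause, since the 2D_4h arrays correlated at a mean r of 0.749 with the 24h_control and 2D_24h_glucose arrays of their own slide and at 0.898 with the 12h arrays of the other slide. An effect of the incubation on the 2D_4h samples, whatever the hour, stays open and was not tested.

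The number of probes different between day and night was 864 by the paper's hours. Of 100 splits of single arrays into groups of the same sizes, 1 gave as many, the real one. These splits part arrays of the same time point, which are not independent, so they do not exclude chance. The largest other split gave 783 and the split by slide 5. Arrays of a time point are alike, so splits that keep time points whole were also counted, a test chosen after the data were examined. Only 6 of them have the same sizes, the largest other one gave 306, and they are too few to exclude chance between time points. Within slide 2 alone 0 probes were called. By the labels' hours the number was 1197, 1 of 100 splits gave as many, and the largest other split gave 67. Of the 7 that keep time points whole the largest other one gave 437, and these too are too few. For the average glucose effect, 100 of 100 reassignments within time points gave as many as the 0 found by limma, as any count must, so they decide nothing about chance. The effect had 0 probes at an unadjusted p under 0.05, and 1 in the median reassignment.

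The probes that differ between the 2D_12h arrays may owe more to the control than to the glucose array. Over all 2632 tested probes, the control array lay outside the range of the other 6 night arrays (labels' hours) in 54.4% and the glucose array in 33.5%. Over the 336 probes with an unadjusted p under 0.05 these shares were 83.6% and 24.7%, and against the 3 other night arrays by the paper's hours 91.7% and 67.9%. The difference also ran along the day and night axis. The log2 fold changes of 2D_12h correlated with night minus day (labels' hours) in the other time points at r = 0.432 over probes, which are not independent replicates, against between -0.0735 and 0.158 in the other comparisons. By the paper's hours r was 0.265, against between -0.0515 and 0.151. On a scale with the day arrays at 0 and the night arrays at 1 by the labels' hours, 2D_12h_control lay at 0.734 and 2D_12h_glucose at 0.931. With the 2D_4h arrays left out of the scale they lay at 0.644 and 0.778, and by the paper's hours at 0.548 and 0.677. A candidate explanation is a control sample nearer to the day state. By the labels' hours, a delay of the glucose sample or a control ahead of time would give this alike. By the paper's hours, which place these arrays at 21:20, it would be a delay of the control or a glucose sample ahead of time. With 1 array of each, these cannot be separated. A linear trend in GC content is not the whole cause, since 97.5% of the SD was left after it. The ERCC spike-ins, which no treatment touches, had an SD of 0.467 in the same comparison, and 36.6% of 10000 draws of probes of like level had an SD at or below that (median 0.483). In 4h and 24h the spike-ins likewise spread about as widely as probes of like level (55.8% and 34.1% of draws), but in 12h and 2D_4h they spread more (0.392 against a median of 0.267, and 0.300 against 0.225), so beside the spike-ins the probes spread more in 2D_12h than in those 2 comparisons. Over all tested probes, which were not matched to the spike-ins for level, the SD in 2D_12h was 0.686. The variance was 2.16 times that of the spike-ins, against 2.63 times in 24h and between 0.965 and 1.34 times in the other comparisons. Beside the brighter probes, a spread from labelling and hybridisation cannot be told apart from a response in 2D_12h, because each side is a single array. The factor of 1.19 between the 75th percentiles decides nothing either.

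The 2D_12h_glucose array lies apart from its control over probes selected for their difference. In 6 of 7 glucose arrays of the other comparisons, selection of 336 probes in the same way also placed the array nearer to another time point than to its control. The distance from the control was smaller in those comparisons, between 0.171 and 0.187 in 4h, 12h and 2D_4h and 0.545 in 24h, against 0.663 in 2D_12h. Selection of the probes may thus contribute to the distance over the selected probes (-0.481, against -0.0458 over the top 90% of detected probes, as distance from the 2D_4h arrays minus distance from the control).

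The 2 arrays of 2D_4h_glucose differed by an SD of 0.0671 over detected probes, against between 0.195 and 0.414 in the other replicate pairs, and beyond 2 standard errors of their spots in 21.6% of the probes, and were counted as 2 arrays. The paper describes replicates as different bottles, but whether these 2 come from separate samples or from 1 RNA could not be settled here. They give 1 of the 4 residual degrees of freedom behind each comparison.

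The share of probes detected in any array was 43.9% among probes with a GC content from 16.7% to 40.0%, 51.5% from there to 41.7% and 52.5% from 41.8% to 43.3%, and was lower again among probes of higher GC content.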
